# Multilevel Gene Expression Changes in Lineages Containing Adaptive Copy Number Variants

**DOI:** 10.1093/molbev/msaf005

**Published:** 2025-01-23

**Authors:** Pieter Spealman, Carolina de Santana, Titir De, David Gresham

**Keywords:** gene expresssion, copy number variation, chemostat, adaptation, Ssd1, uORF

## Abstract

Copy number variants (CNVs) are an important class of genetic variation that can mediate rapid adaptive evolution. Whereas, CNVs can increase the relative fitness of the organism, they can also incur a cost due to the associated increased gene expression and repetitive DNA. We previously evolved populations of *Saccharomyces cerevisiae* over hundreds of generations in glutamine-limited (Gln-) chemostats and observed the recurrent evolution of CNVs at the *GAP1* locus. To understand the role that gene expression plays in adaptation, both in relation to the adaptation of the organism to the selective condition and as a consequence of the CNV, we measured the transcriptome, translatome, and proteome of 4 strains of evolved yeast, each with a unique CNV, and their ancestor in Gln- chemostats. We find CNV-amplified genes correlate with higher mRNA abundance; however, this effect is reduced at the level of the proteome, consistent with post-transcriptional dosage compensation. By normalizing each level of gene expression by the abundance of the preceding step we were able to identify widespread differences in the efficiency of each level of gene expression. Genes with significantly different translational efficiency were enriched for potential regulatory mechanisms including either upstream open reading frames, RNA-binding sites for Ssd1, or both. Genes with lower protein expression efficiency were enriched for genes encoding proteins in protein complexes. Taken together, our study reveals widespread changes in gene expression at multiple regulatory levels in lineages containing adaptive CNVs highlighting the diverse ways in which genome evolution shapes gene expression.

## Introduction

Copy number variants (CNVs) are amplifications or deletions of DNA that can span dozens of nucleotides to whole chromosomes. CNVs are frequently observed over both short and long evolutionary time spans, although their selective advantage may be different between the two (Kuzmin et al. 2022). In the short-term, CNVs can result in large changes in gene expression and protein abundance, which provides a selective advantage further driving rapid adaptive evolution (Kondrashov 2012; Myhre et al. 2013; Robinson et al. 2023). Gene amplification has been shown to mediate rapid adaptation to a variety of selective pressures from nutrient limitation to antibiotics in both natural and experimental populations of microbes (Gresham et al. 2008; Nair et al. 2008; Selmecki et al. 2009; Paulander et al. 2010; Pränting and Andersson 2011; Hong and Gresham 2014; Dhami et al. 2016; Hull et al. 2017; Lauer et al. 2018; Todd and Selmecki 2020). CNVs are also common in cancers, where they can promote tumorigenesis by oncogene amplification (Ben-David and Amon 2020) and drive genome-wide changes in gene expression (Shao et al. 2019).

A simple model of the short-term fitness effects of CNVs is a variant of the “driver-hitchhiker” model (Smith and Haigh 1974; Golzio and Katsanis 2013) wherein the fitness benefit of a CNV is derived from the amplification of a single gene or “driver,” whereas fitness costs arise from the amplification of “hitchhikers.” Since CNVs can include up to hundreds of genes, the potential fitness costs of hitchhikers can be high (Makanae et al. 2013; Avecilla et al. 2023). These fitness costs can be categorized as “dosage burden” wherein the fitness cost arises from the burden of the additional DNA replication and gene expression (Dekel and Alon 2005; Makanae et al. 2013; Bonney et al. 2015). Conversely, fitness costs may arise from the stoichiometric imbalance of specific “dosage sensitive” genes. The archetypal example of dosage sensitivity is the imbalance of proteins involved in a heteromeric protein complex, leading to negative impacts on complex formation and function (Wagner 2005; Veitia et al. 2008; Rice and McLysaght 2017). Importantly, the fitness effect of any CNV is highly dependent on the genetic background and environmental context (Sunshine et al. 2015; Robinson et al. 2023).

Dosage compensation (DC) is one mechanism by which an organism could mitigate the fitness costs of hitchhiker gene amplification. While classically associated with sex-chromosome inactivation through chromatin silencing (Straub and Becker 2007; Jordan et al. 2019), DC can also be gene specific (Straub and Becker 2007). Furthermore, while DC is often conceptualized as “complete,” such that additional gene copies result in no additional expression, DC can also result in a range of increased gene expression levels that are significantly less than what would be expected based on the copy number (Itoh et al. 2007; Brockdorff and Turner 2015). This “incomplete” DC is sometimes referred to as attenuation (Ascencio et al. 2021). Here, we use the term DC to refer to both “complete” (e.g. the gene expression from 2 copies of the gene is identical to the gene expression from 1 copy) and “incomplete” (e.g. the gene expression from 2 copies of the gene is greater than the gene expression from 1 copy, but <2 times the expression of 1 copy).

Recent work on the transcriptional regulation of CNV-amplified genes has found that, depending on genetic background and environment 10% to 60% of amplified genes show evidence of transcriptional DC (Springer et al. 2010; Gasch et al. 2016; Avecilla et al. 2023). The mechanism underlying transcriptional DC is unclear but changes in transcription factor abundances and their concentrations is one possible mechanism (Prestel et al. 2010). Alternatively, post-transcriptional mechanisms that impact mRNA stability may contribute to transcriptional DC.

Translational DC has recently become a focus of interest with the advent of ribosome profiling (Ingolia et al. 2009; Zhang and Presgraves 2017) but has also been studied using other methods (Gebauer et al. 1999; Krasovec et al. 2023). At the translational level, some global mechanisms have been proposed including spliceosomal or ribosomal components acting to limit total global expression in an organism (Veitia et al. 2013), and co-translational mechanisms, such as the unfolded protein response (Kane et al. 2021), although the universality of these mechanisms remains unresolved (Larrimore et al. 2020). Gene-specific mechanisms have also been proposed and identified, such as sequence specific RNA-binding proteins (RBPs) acting on specific genes and altering their post-transcriptional and translational regulation (Mayr 2017; Schultz et al. 2020). The archetypal case of translational DC is sex-chromosome DC in *Drosophila melanogaster*, enacted by binding of the RBP sex-lethal (SXL), which controls translation efficiency of *msl-2* mRNA through an upstream open reading frame (uORF) (Medenbach et al. 2011).

uORFs are short ORFs (6 to 300 nucleotides long) that are positioned upstream, in the transcript leader (TL, or 5′ UTR) of the main ORF (mORF) of a gene. uORFs have either canonical start codons (e.g. AUG) or near-cognate codon (Zitomer et al. 1984) translation initiation sites that allow for alternative translation initiation separate from the mORF, and as such can operate as translational regulatory elements, either preventing or enabling the translation of the downstream mORF (Hinnebusch 2005). While uORFs have been suggested to be a broad class of stress responsive regulatory elements (Lawless et al. 2009), their role in the CNVs has not previously been evaluated.

One interesting candidate for gene-specific translational regulation in *Saccharomyces cerevisiae* is *SSD1*, which encodes an RBP found to preferentially bind to cis-elements in TLs (Bayne et al. 2022) and alter translation (Hogan et al. 2008; Ohyama et al. 2010). SSD1 is believed to play an important role in the response of yeast to aneuploid stress (Hose et al. 2015, 2020). Whereas, initial research suggested that yeast exhibit high sensitivity to aneuploidy, subsequent research has shown that this sensitivity is strain dependent, and due to the loss of *SSD1* in the lab strain W303 (Hose et al. 2015, 2020). Whether *SSD1* has a role in accommodating CNVs in the genome is unknown.

Quantitative mass spectrometry has enabled the identification of DC at the level of protein abundance (Stingele et al. 2012; Senger et al. 2022). At the protein level, studies in yeast have suggested that 10% to 20% of gene amplifications exhibit significant protein abundance DC (Dephoure et al. 2014; Ishikawa et al. 2017), although genetic differences are a known source of variance (Hose et al. 2020; Larrimore et al. 2020). One proposed mechanism for DC at the protein level is that excess subunits of proteins associated with heteromeric complexes are selectively targeted for protein aggregation (Samant et al. 2019) and degradation by ubiquitination (Ishikawa et al. 2020; Senger et al. 2022). A recent study using hundreds of natural isolates reported that nearly all aneuploid yeast strains studied had consistent protein level DC with an average decrease of 25% from the expected abundance (Muenzner et al. 2024).

Here, we undertook an analysis of multilevel gene expression changes in long-term experimentally evolved lineages of *S. cerevisiae* with acquired adaptive CNVs. These strains evolved over the course of hundreds of generations in glutamine-limited chemostats and contain distinct adaptive CNVs containing the same driver gene *GAP1* (Lauer et al. 2018) but distinct sets of additional hitchhiker genes within the CNV, numbering between 18 and 82. We quantified expression at the transcriptional, translational, and protein levels in glutamine-limited chemostats. We found over 2,000 genes were significantly different in transcript abundances and ribosome occupancy, and over 1,700 genes were significantly different in protein abundance.

By normalizing each sequential step of gene expression to account for changes at the preceding level, we were able to identify changes in gene regulation that alter the efficiency, including both increases and decreases, of expression at each level. Across the entire genome, we find evidence of widespread changes in gene expression efficiency at the transcriptional (median 25%), translational (median 11%), and protein (median 8.5%) levels. Relative to these genome-wide changes, we find that more CNV-amplified genes have lower efficiencies at every level of expression. However, it is only at the level of protein expression efficiency this is significantly different from the global rate.

We find that many genes with significant differences in expression efficiency are also enriched for potential regulatory mechanisms. Genes with significantly different translation efficiencies are enriched in both uORFs and Ssd1 binding site motifs, as well as the co-occurrence of uORFs and Ssd1 binding sites. Genes with significantly different protein expression efficiency are also significantly enriched in genes associated with protein complexes, suggesting stoichiometric imbalances may lead to targeted protein degradation.

Notably, each mechanism that we identify as contributing to DC is also involved in the regulation of gene expression more broadly and is not specific to CNV-amplified genes. This indicates that DC mechanisms in yeast that act on additional copies of genes are not unique mechanisms but rather, extensions of the suite of gene regulatory mechanisms that act to maintain robust phenotypes in response to diverse cellular and environmental stresses.

## Results

### Topological Structure of CNV Alleles

We analyzed 4 lineages that contained CNVs at the *GAP1* locus following long-term selection in glutamine-limited chemostats. CNV-containing lineages were identified through the use of a CNV reporter system (Lauer et al. 2018; Spealman et al. 2023) and isolated using FACS from heterogeneous populations following more than 150 generations of selection in glutamine-limited chemostats (Fig. 1a). Because defining the gene expression consequences of copy number (CN) variation requires a precise identification of the CN of each gene we performed hybrid de novo genome assembly (Spealman et al. 2022), using a combination of long-read (Oxford Nanopore Technologies) and short-read (Illumina) sequencing (Fig. 1b) with manual refinement of regions with large DNA secondary structures (Spealman et al. 2020). On the basis of the CNV breakpoints, we also inferred the likely mechanisms of formation for each CNV, which include transposon mediated tandem amplification and origin of replication dependent amplification (ODIRA; Brewer et al. 2011). The 4 unique CNV alleles containing *GAP1* were named to reflect these mechanisms.

**Fig. 1.**
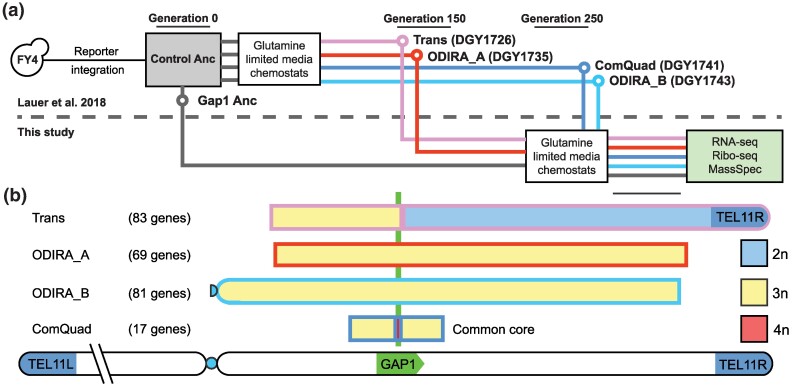
Study design and characterization of CNV strains. a) Strain provenance (Lauer et al. 2018; above the dotted line) and experimental design to assess gene expression effects using RNA-seq, ribosome profiling (Ribo-seq), and TMT-labeled mass spectrometry (this study, beneath dotted line) in glutamine-limited chemostats. b) A schematic showing the *GAP1*-locus amplified genes in each strain and their copy number. A common core of 17 genes is amplified in every evolved strain.

CNV structures include “Trans,” a transposon mediated tandem duplication, spanning the genes from *TOF2* to *GAP1*, nested within a translocation and telomere replacement on ChrVIII (supplementary fig. S1c, Supplementary Material online). The Trans strain also contains a second CNV spanning *SAK1* to *YER137C* on chromosome V (supplementary fig. S2, Supplementary Material online). “ODIRA_A” is an ODIRA triplication spanning 77 genes (bounded by the genes *ALY1*-*SIR1*) (supplementary fig. S1d, Supplementary Material online) and “ODIRA_B” is an ODIRA triplication spanning 91 genes (bounded by the genes *VPS1*-*ESL2*) (supplementary fig. S1f, Supplementary Material online). Finally, “ComQuad” is a complex quadruplex that spans the common core of 17 genes from *SET3* to-*TRK2* resulting from an ODIRA driven triplication followed by a singular amplification of *GAP1* mediated by a transposon event (supplementary fig. SF1e, Supplementary Material online). Using methods previously described (Spealman et al. 2023) we unambiguously determined the CN of each gene in each CNV (supplementary table S1, Supplementary Material online) and also identified and filtered those genes that were disrupted by CNVs (**S2-S6**) resulting in a total of 107 CNV-amplified genes. Each of the 4 CNV strains included a subset of these 107 genes present at 2, 3, or 4 additional copies. A set of 17 amplified genes centered on the *GAP1* gene is common to all strains (the “common core”). A median of 2 de novo SNVs or indels were also identified per strain (supplementary fig. S7, Supplementary Material online). Importantly, none of the SNVs or indels occurs within genes amplified by CNVs, ensuring that gene CN is the only variation at these loci. Notably, the identical sequence of all amplified gene copies precludes identification of allelic differences in expression.

To assess the gene expression consequences of both the CNV allele and adaptation to nutrient limitation, we analyzed the 4 evolved CNV strains and the ancestral wildtype in glutamine-limited chemostats. Strains were grown until reaching a steady-state condition during which culture density remained constant (Gresham and Dunham 2014). 

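Ribosome profiling sequences the short mRNA fragments that ribosomes shield from nuclease digestion, called ribosome protected fragments (RPFs), and so counts translating ribosomes on each gene. RPF libraries of the 4 evolved strains Trans, ODIRA_A, ComQuad and ODIRA_B, with 2 replicates of each, were analysed. The ancestor, the RNA-seq and the mass spectrometry were not analysed here. Trans and ODIRA_A were isolated at generation 150 and ComQuad and ODIRA_B at generation 250, so the time of isolation differs along with the CNV between these pairs of strains. The authors removed reads from rRNA, tRNA and snRNA, aligned the rest with STAR, and used bedtools to count the reads on the same strand as each feature of the R64-1-1 annotation. The deposited values are whole-number counts without normalization. Counts on CDS features were summed for each of 6600 protein-coding genes. Trans had 7990570 and 7708635 RPFs on CDS in its 2 replicates, and ODIRA_A had 7847392 and 8842034. ComQuad had 11459498 and 7763542, and ODIRA_B, the strain with the fewest, had 3923583 and 3723082. The strains were compared with edgeR's quasi-likelihood test after TMM normalization, in one fit of all 8 libraries, over the 5725 genes with at least 10 RPFs in at least 2 libraries. Normalized values are given as CPM, with their SD over the 2 replicates. Near-identical genes were not separated by the counting, since the counts of YHR214W on chromosome VIII and YAR066W on chromosome I differed by at most 1 RPF in all 8 libraries.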

All RNA-seq and ribosome profiling experiments were performed in tandem using 2 biological replicates for each strain. Mass spectrometry was conducted using 5 biological replicates to avoid high false detection rates (Martinez-Val et al. 2016; Brenes et al. 2019). Correlation between replicates was high (median rho = 0.99, supplementary table S2, Supplementary Material online) as were correlations between strains (median rho = 0.95, supplementary table S3, Supplementary Material online).

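For the RPF libraries of the 4 evolved strains, Spearman's rho was computed across the 5442 genes with at least 10 RPFs in every library, on counts divided by CDS length (TPM). Genes are not independent replicates, so no test was made of these correlations. The median rho was 0.988 between replicates and 0.944 between strains. The lowest rho between replicates, 0.972, was that of Trans. The highest rho between strains was 0.978, for Trans and ODIRA_A. The latter was computed on the median of the 2 replicates of each strain and the former on single libraries, and without Trans replicate 1 the value for Trans and ODIRA_A was 0.956.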

### Divergence of Gene Expression at Multiple Levels in Evolved Strains

We first sought to identify genome-wide differences in gene expression between each evolved strain and the ancestor. We retained 4,289 genes after filtering genes poorly represented in any strain at any level of expression. Of the 107 CNV-amplified genes, 90 passed this QC filtering. We found 2,452 genes were significantly different in RNA abundance in at least one evolved strain (DESeq2, Benjamini–Hochberg (BH) adjusted *P*-value < 0.05, supplementary table S4, S8f, Supplementary Material online). Similarly, 2,181 genes were significantly different in ribosome protected fragment (RPF) abundance (DESeq2, BH adj. *P*-value < 0.05, supplementary table S5, S8g, Supplementary Material online). Finally, 1,784 genes were significantly different in MS abundance (Welch's *t*-test, BH adj. *P*-value < 0.05, supplementary table S6, S8h, Supplementary Material online). As the scale and nature (i.e. discrete vs. continuous) of the 3 different datatypes differ, we transformed the data to enable direct comparison between assays (Methods). To visualize gene expression across multiple levels we determined the difference in expression between each evolved CNV strain and the ancestor strain (Fig. 2a;  supplementary fig. S9, Supplementary Material online). We used k-means clustering on all levels of expression across all evolved strains (supplementary table S7, Supplementary Material online) and found some clusters are significantly enriched in genes associated with specific gene ontology (GO) terms (Saccharomyces Genome Database, BH adj. *P*-value < 0.05). For example, clusters 3, 4, and 5, which exhibit lower in expression in the evolved strains, are significantly enriched in genes associated with the following functions: cluster 3 is enriched in “protein catabolic process” (GO:0030163); cluster 4 with “protein-containing complex organization” (GO:0043933); and cluster 5 with “energy derivation by oxidation of organic compounds” (GO:0015980). Notably, clusters 2, 13, and 15, which tend to be higher in expression in the evolved strains, were not enriched in any GO terms; however, they were significantly enriched in genes amplified in CNVs (Fisher's exact test (FET), *P*-value < 0.05). Indeed, over 47 of the 57 genes in cluster 15 are genes amplified in CNVs in trans, ODIRA_A, and ODIRA_B. This set of genes comprises the genes outside of the common core of 17 genes, as can be seen with the lower relative expression of these unamplified genes in ComQuad.

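The RPF data of these genes were compared between ComQuad and the mean of Trans, ODIRA_A and ODIRA_B on the log2 scale. By the CNV bounds of Fig. 1b, 55 genes on chromosome XI of R64-1-1 are amplified in these 3 strains and lie outside the common core and at 1 copy in ComQuad. They comprise 7 genes from 482171 to 497358 and 48 genes from 530946 to 630380. Of the 54 genes tested, 53 had lower RPF abundance in ComQuad, and 50 of them passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None passed it in the other direction. The median log2 difference was -1.37, and the log2 ratio of the copy numbers had a median of -1.39. As a set, the genes were lower than the other tested genes (limma's camera with an inter-gene correlation of 0.01, p = 1.0e-48, adjusted over 5 sets 5.2e-48). The call held with an estimated correlation (p = 7.9e-05) and with fry (p = 2.4e-07), as it did for the sets that differ at the GLC7 locus, at the ODIRA_B-only genes and between ODIRA_A and Trans. Both ComQuad libraries lay below all 6 others for 49 of the 54 genes. This would hold for 3.57% of genes if all libraries were exchangeable. They are replicates within strains, so any difference between strains raises that share. With one library left out at a time, the median stayed between -1.39 and -1.36. The difference was smaller against Trans, which carries 2 copies of the larger segment, than against the other 2 strains: the median over the 47 tested genes of that segment was -0.99 against Trans, -1.58 against ODIRA_A and -1.58 against ODIRA_B. The 4 genes that did not pass, singled out after their values were seen, were RPS21A, YKR075C, MSA2 and PTR2, and PTR2 had a log2 difference of 0.16 (standard error 0.19). For the 20 tested genes of the common core, which lies between 500282 and 530484, the median difference was 0.28. Their copy numbers are not all equal: the log2 ratio had a median of 0.19, with 0.195 from YKR040C to TRK2 and 0.415 for GAP1. For these genes the call depended on the test: limma's camera did not separate them from other genes (adjusted p = 0.17), whereas fry passed (adjusted p = 0.031). From the lower expression of these unamplified genes in ComQuad, the paper reasons that the cluster holds the genes amplified in the other strains but outside the common core.

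**Figure D1:**
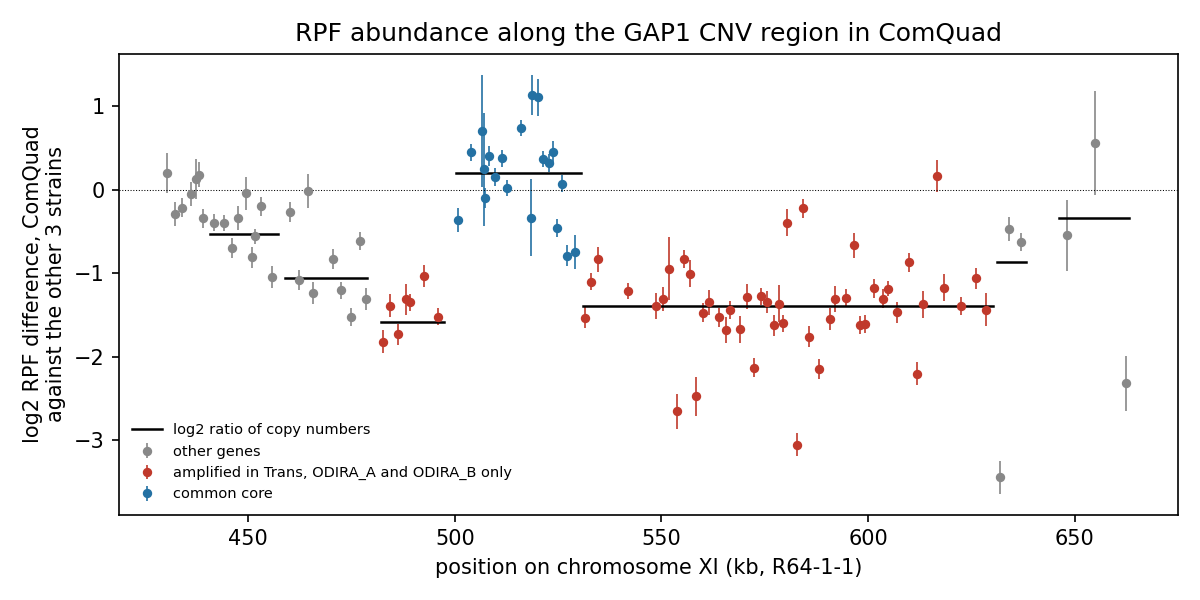
Log2 RPF difference between ComQuad and the mean of the other 3 strains for 105 genes of chromosome XI, plotted at the middle of each gene in kb of R64-1-1, with bars of 1 standard error and black lines at the log2 ratio of the copy numbers of Fig. 1b. The genes amplified in Trans, ODIRA_A and ODIRA_B only have a median of -1.37, and those of the common core a median of 0.28.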

**Fig. 2.**
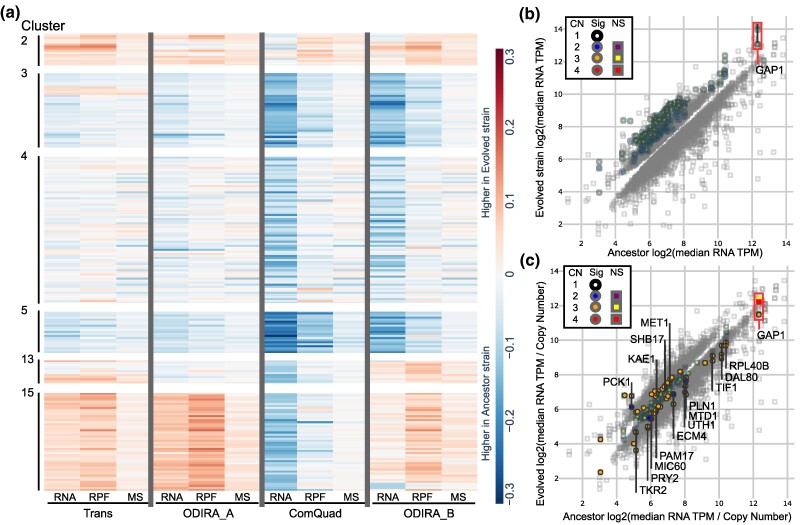
Gene expression divergence in evolved lineages containing CNVs. a) A clustered heatmap of the ratio of evolved over ancestral transformed data (methods) expression at multiple levels (RNA, RPF, and MS) of genes from all strains. The 218 genes shown are all significantly different in abundance (DESeq2 (RNA, RPF); Welch's *t*-test (MS); BH adj. *P*-value < 0.01) at multiple levels of gene expression, or are CNV amplified in at least 1 strain. b) Scatterplot of RNA abundance of genes with significantly different (DESeq2, BH adj. *P*-value < 0.05) expression between each of the 4 evolved strains and the ancestor. All CNV-amplified genes are significantly higher in the evolved strain. c) To assess if there were changes in transcription efficiency, we corrected RNA abundance for gene CN and found that a minority of genes in each strain (median of 36%) exhibit significantly different CN-corrected expression (DESeq2, BH adj. *P*-value < 0.05).

### Differences in Transcription Efficiency in CNV-Amplified Genes

All CNV-amplified genes were found to have higher RNA abundance than the ancestor including the putative driver gene *GAP1*, which is one of the most highly expressed genes in this condition (Fig. 2b). Typically, in differential expression analysis the copy number of the underlying genes are assumed to be uniform throughout the genome and between genotypes. As that is not the case in our study, we first sought to correct for changes in copy number. Here, we define a null model in which the expected RNA abundance for genes within a CNV is determined by the abundance in the ancestor multiplied by the copy number in the evolved strain. For example, a 2-fold increase in gene copy number is expected to result in a 2-fold increase in mRNA. We determined the CN-corrected gene expression for all genes and then compared the observed RNA abundance to this expected value to quantify differences in transcription efficiency (Fig. 2c;  supplementary table S8, Supplementary Material online).

Previous work has described gene-specific transcription DC of CNV-amplified genes (Straub and Becker 2007; Ascencio et al. 2021). We find that almost half (43 of 90) of the CNV-amplified genes have significantly different RNA abundances from what would be expected given their copy number. We found significantly increased transcription efficiency for 22 CNV-amplified genes, with 4 genes (*PCK1*, *KAE1*, *SHB17*, and *MET1*) being significantly higher in multiple lineages, suggesting increased transcription efficiency. Conversely, we found significantly lower RNA transcription efficiency in 24 genes, with 12 genes showing decreased transcription efficiency in all strains (*TKR2*, *PRY2*, *MIC60*, *PAM17*, *ECM4*, *UTH1*, *MTD1*, *PLN1*, *TIF1*, *DAL80*, *RPL40B*, and *GAP1*). Interestingly, we find that *GAP1*, the hypothesized driver of CNV selection, has lower transcription efficiency in all evolved strains, although this reduction is only significant in 2 of the CNV strains (Trans and ODIRA_A). *DAL80*, a transcription factor that is the negative regulator of *GAP1* (Daugherty et al. 1993) and located <10 kb from *GAP1* on chromosome XI and is within the common core, has significantly lower transcription efficiency in all evolved strains.

Across all strains, we find a median of 19% of CNV-amplified genes per strain have significantly lower transcription efficiency. While this supports the model of transcription efficiency as a mechanism of DC, decreased transcription efficiency is not limited to amplified genes. Genome wide, we find a median of 678 unamplified genes per strain (16%) also have significantly decreased transcription efficiency. While amplified genes are 1.38-fold enriched in genes with lower transcription efficiencies, this is not significantly different for the global background (FET, median *P*-value = 0.35). No significant trend was observed for genes with increased transcription efficiency (supplementary table S9, Supplementary Material online). This suggests that the decreased transcription efficiency observed in CNVs may not be produced by a mechanism unique to them.

### Changes in Translation Efficiency

To investigate how changes in translational regulation may act to alter gene expression, we normalized the ribosome abundance, as measured by RPFs aligned to mORF protein coding sequences only, by transcript abundance (supplementary table S10, Supplementary Material online). This translation efficiency ratio is an estimate of the amount of translating ribosomes per transcript (Ingolia et al. 2009) and can be the result of altered translation initiation rates at the start codon as well as differences in elongation rates throughout the mORF (Weinberg et al. 2016).

In total, 21 CNV-amplified genes were found to have significantly different translation efficiencies (FET, *P*-value < 0.05). Of these, 9 had significantly higher translation efficiency in the evolved strain relative to the ancestor with 5 genes (*PLN1*, *PAM17*, *MTD1*, *RPL40B*, and *DID2*) being higher in multiple backgrounds. Conversely, 9 genes had significantly lower translation efficiency relative to the ancestor but only 2 were significantly lower in multiple backgrounds: *TIF1* in both Trans and ODIRA_A, as well as *GAP1* in every background (supplementary table S10, Supplementary Material online). Finally, 3 genes were differentially expressed in specific strains, *DAL80* was higher in Trans and lower in ODIRA_B; *RPS21A* was higher is ODIRA_A but lower in both Trans and ODIRA_B; while *UTH1* was lower in ODIRA_A and higher in both ODIRA_B and ComQuad.

For the unamplified genes, we found that 1,011 genes had significantly different translation efficiencies relative to the ancestor across all 4 strains (Fig. 3a, FET, *P*-value < 0.05), with a median of 121 genes per strain. The majority (655, 65%) had significantly higher translation efficiency than the ancestor, with 371 genes being higher in multiple backgrounds, suggesting they are translationally upregulated. Conversely, only 279 (28%) of these had significantly lower translation efficiency than the ancestor, with 100 being lower in multiple backgrounds. Finally, 77 genes (8%) were significantly different in opposite directions in specific strains.

**Fig. 3.**
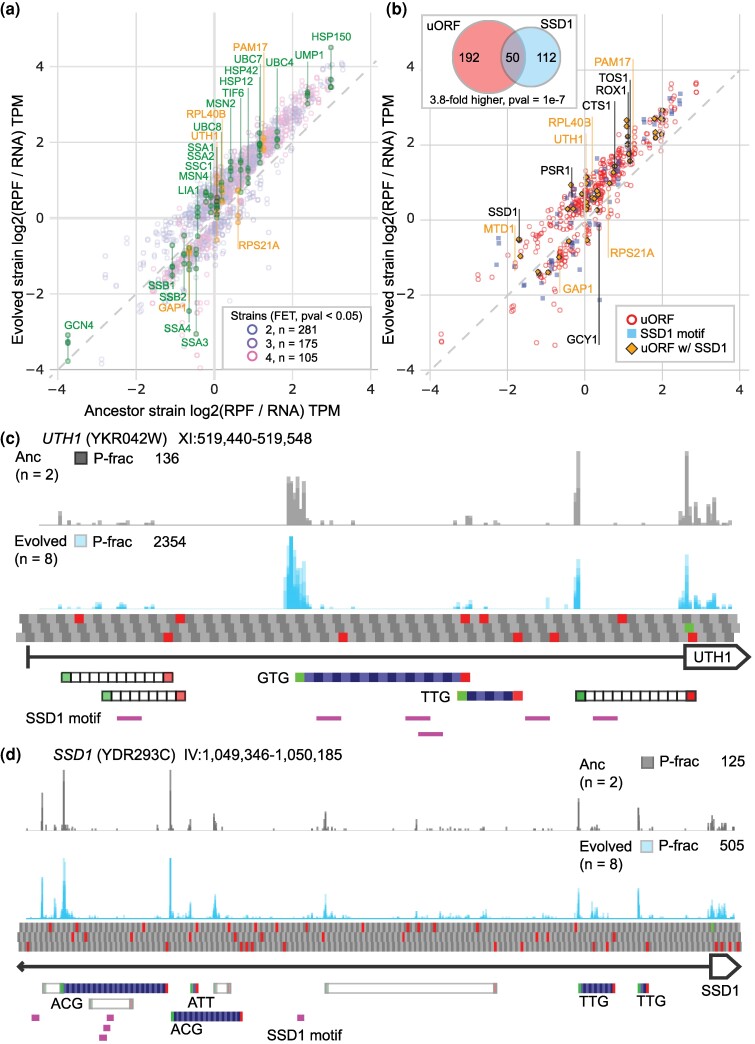
Divergence in translation efficiencies and potential regulatory mechanisms. a) 561 genes have significantly different translation efficiency relative to the ancestor in at least 2 evolved strains (FET, *P*-value < 0.05). Gene names in orange indicate CNV-amplified genes. b) Genes with significantly different translation efficiency and the presence of a high confidence uORF (circle), significant SSD1 motifs (square), or both (3.8-fold higher than expected at random, HGM, *P*-value = 1e−7). c) Ribosome binding within the TL (line) of *UTH1* (box) in the ancestor and evolved strains. High confidence predicted uORFs are shown in gray, start codons and stop codons, low confidence uORFs are hollow boxes. Ssd1 binding motifs are shown in purple. The 5′ terminus of the transcript is denoted by the flat arrowhead. d). Example of uORFs and *SSD1* binding motifs upstream of *SSD1*. The 5′ terminus of the transcript extends between the indicated region as indicated by the pointed arrowhead.

Across strains, we find that a median of 5% of CNV-amplified genes have significantly lower translational efficiencies, which is not significantly higher (FET, median *P*-value = 0.32) than the observed median rate of 3% in unamplified genes. No significant trend was observed for genes with increased translation efficiency (supplementary table S10, Supplementary Material online).

### Inference of Potential Mechanisms of Translational Gene Regulation

Previously published research has identified potential uORFs upstream of several genes that are amplified by CNVs in one or more of our strains, including *IRS4*, *ALY1*, *NTR2*, *KAE1*, *UIP5*, *TFA2*, *TGL4*, and *MLP1* (May et al. 2023). We developed uORFish, a uORF identification tool that uses ribosome profiling features on molecularly validated uORFs (supplementary fig. S10, Supplementary Material online) to train a machine learning model to analyze ribosome profiling data from each strain (Methods, supplementary fig. S11, Supplementary Material online). We identified 875 genes with high confidence uORFs genome wide, 706 of which remain after filtering low quality genes, of these 242 exhibit significantly different translation efficiency in one or more strains (Fig. 3b), which is significantly higher than expected at random (1.4-fold higher, hypergeometric method (HGM) *P*-value = 6.3e−12). As uORFs are often associated with lower translation efficiencies, it may be the case that CNV-amplified genes with uORFs may more often be translationally downregulated. However, although genes that are both significantly lower in translational efficiencies and contain uORFs that are ∼3-fold enriched in CNVs (5 out of 12) this rate is not significantly different (FET, *P*-value = 0.079) compared to those not amplified by CNVs (74 out of 369).

Recently, Ssd1, an RBP, previously associated with aneuploidy tolerance (Hose et al. 2015, 2020) was identified as having targets specific to stress conditions using an analysis of high confidence binding sites in optimal and heat-shock conditions (Bayne et al. 2022). To investigate the role Ssd1 may play in gene regulation in evolved CNV strains, we evaluated genes significantly enriched in the conserved “CNYUCNYU” motif. Using the CNYUCNYU motif, we scanned the annotated TLs of the genome to identify genes enriched in the Ssd1 binding motif, identifying 217 significantly enriched genes (FET, *P*-value < 0.05) of which 162 were present in our data set (Fig. 3b).

We found genes with uORFs were also enriched in Ssd1 binding motifs within their TLs (1.9-fold higher, HGM, *P*-value = 2.6e−06). We also found that genes with significantly different translation efficiencies were enriched in Ssd1 binding motifs (1.4-fold higher, HGM, *P*-value = 3.7e−3) and that genes with significantly different translation efficiency were 4.3-fold more likely to have both Ssd1 motifs and uORFs (HGM, *P*-value = 7.1e−06). Given the potential for interaction between uORFs and Ssd1 binding motifs in TLs, we used a relative genomic distance test co-occurrence (Favorov et al. 2012). We found that Ssd1 motifs and uORFs were co-occurrent at significantly higher rates than expected by chance over very close proximities (supplementary fig. S12, Supplementary Material online).

One well-known mRNA target of Ssd1 is *UTH1*, a mitochondrial protein involved in regulating both mitochondrial biogenesis and degradation (Camougrand et al. 2004). Overexpression of *UTH1* has been shown to lead to cell death in yeast strains lacking functional *SSD1* (Camougrand et al. 2003) and is associated with the role of Ssd1 in cellular response to aneuploid stress (Hose et al. 2020). Our analysis of the ribosome profiling data found a large abundance of uORFs and numerous CNYUCNYU motifs in *UTH1* (Fig. 3c). Similar co-occurrences of uORFs and CNYCNYU motifs were observed for several well described Ssd1 targets including *SUN4*, *CTS1*, *DSE2*, *SRL1*, and *SCW10* (Bayne et al. 2022) as well as *TOS1* (Hose et al. 2020). Other well-known targets of Ssd1 such as *CLN2* (Ohyama et al. 2010), *CIC1* (previously *NSA3*), *SCW4*, and *CCW12* (Bayne et al. 2022) also had evidence of uORFs but scored below the uORFish default quality threshold in one or more replicates. Importantly, we also found that *SSD1* itself appears to have extensive uORFs and Ssd1 motifs, suggesting it may autoregulate its own expression (Fig. 3d). Notably, while *SSD1* has significantly lower mRNA abundance (DESeq2, *P*-value < 0.05) in every evolved strain compared to the ancestor, it is translationally upregulated in all evolved strains, resulting in final protein abundance slightly higher than the ancestor, consistent with translational regulation.

### Differences in Protein Expression Efficiency

As with transcription abundance and ribosome occupancy, although many CNV-amplified genes have higher protein abundance relative to the ancestor, not all do, suggesting changes in protein expression efficiency (supplementary figs. S13 to S16, Supplementary Material online). Differences in protein expression efficiency (i.e. the ratio of protein to ribosome abundance) can be evidence of post-translational regulation, as is likely the result of changes in protein stability (Ishikawa et al. 2020; Senger et al. 2022). However, unlike the translation efficiency estimation for which both RNA and RPF abundance measurements are produced using comparable methodologies and produce units of similar scale; protein abundance, as measured by TMT-labeled mass spectrometry, and ribosome profiling are substantially different making direct ratio calculations challenging. To address this challenge, we use 2 approaches (each detailed in the “Material and Methods” section). As generalized linear models (GLMs) are feature scale agnostic, one method is to use a GLM on untransformed data to identify significant outliers, this is a powerful but overly conservative method (Methods, supplementary fig. S18, Supplementary Material online). In addition to this, we first transform both MS and RPF abundances to a similar numerical scale (Methods, supplementary fig. S17, Supplementary Material online) and then identify significant outliers in expression efficiency compared to similarly expressed genes (e.g. FDR 5%), (Methods, supplementary fig. S19, Supplementary Material online). The combination of these methods (here referred to as transformed near-neighbor test with GLM, or TNNTg) performs well on test data (Methods, supplementary fig. S20, Supplementary Material online) and was used to identify genes in CNV-containing strains with significant differences in protein expression efficiency relative to the ancestor (supplementary table S11, Supplementary Material online).

Using this approach, we find 624 unamplified genes and 46 amplified genes (Fig. 4a) with significantly different protein expression efficiencies in evolved lineages compared to the ancestor. Of the unamplified genes, the majority 454 genes (73%) have significantly higher efficiency with 353 being significantly higher in multiple backgrounds. These were significantly enriched in genes (*IDP3*, *GDH1*, *GDH3*, *GLN1*, and *GLT1*) associated with the glutamate biosynthesis pathway (intermine pathway PWY3O-13, HGM, BH adj. *P* = 3.91e−3) and genes associated with protein refolding (GO:0042026, HGM, BH adj. *P* = 1.86e−7) including members (*KAR2*, *SSA2*, *SSC1*, *SSE1*, and *SSE2*) of the HSP70 family (Yam et al. 2005). Conversely, 303 genes (48%) have lower efficiency, with 193 being significantly lower in multiple backgrounds. These were found to be enriched in genes associated with mitochondrial translation (45 genes, GO:0032543, HGM, BH adj. *P* = 5.60e−38) and oxidative phosphorylation (11 genes, GO:0006119, HGM BH adj. *P* = 1.11e−11). Finally, 96 genes (11%) were significantly different in opposite directions in specific strains.

**Fig. 4.**
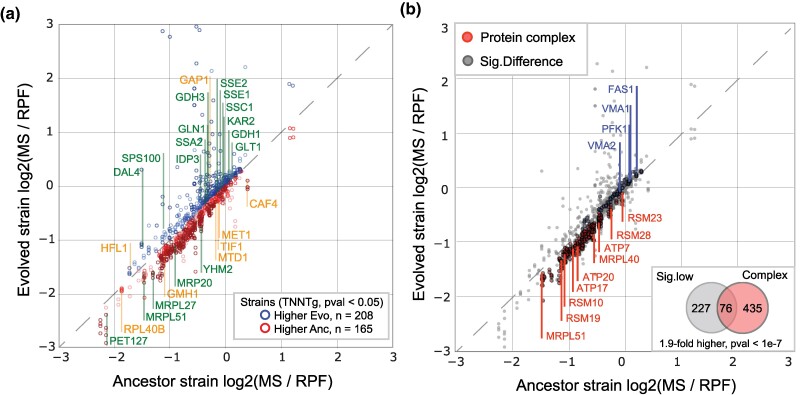
Divergence in protein expression efficiencies and potential regulatory mechanisms. Evolved and Ancestor strain protein expression efficiency ratios for a) genes with significantly different protein expression efficiency relative to the ancestor in at least 2 evolved strains) and for b) genes that have significantly different protein expression efficiency and are part of multimeric protein complexes are shown either above the diagonal (higher efficiency in Evolved strain) or below (lower efficiency in Evolved strain). Genes with significantly lower protein expression efficiency are 1.9-fold higher than random, HGM, *P*-value < 1e−7).

We find the opposite trend with the CNV-amplified genes. A total of 45 CNV-amplified genes have significantly different protein expression efficiencies, with the majority of these (27 or 59%) being significantly lower than the ancestor with 12 being significantly lower in multiple strains. By contrast, 12 (26%) genes were significantly higher in protein expression efficiency with 5 being significantly higher in multiple strains (Fig. 4a, orange). Finally, 7 (15%) genes were significantly different in opposite directions in specific strains.

Notably, although small in number, CNVs are a median of 6.9-fold enriched in genes with significantly lower protein expression efficiency relative to the rest of the genome (FET, median *P*-value = 5.4e−3). Previous studies of DC at the protein level have found evidence of targeted degradation of proteins involved in heteromeric complexes (Ishikawa et al. 2017), potentially through the ubiquitination of the exposed interfaces of unpaired heteromers (Ishikawa et al. 2020). To test this, we looked for an enrichment of genes that encode proteins known to be involved in heterodimer complexes within the subset of genes with significantly lower protein expression efficiency. We found that genes with significantly lower protein expression efficiency were 1.9-fold enriched in proteins involved in heterodimer complexes (FET, *P*-value = 1e−7).

## Discussion

In this study, we set out to characterize how gene expression changes at the transcriptional, translational, and protein level in response to adaptive CNVs that are selected in response to strong selection. We quantified multiple aspects of gene expression in 5 strains of yeast, 4 of which had undergone adaptation to glutamine-limited chemostats for hundreds of generations and had gained CNVs, as well as an ancestral strain unadapted to glutamine-limited chemostats and lacking any CNVs (Fig. 1).

In a comparison of gene expression at the level of transcription and translation, we observed over 2,000 genes had significant changes in expression and over 1,700 genes had significant changes in protein abundance (Fig. 2a). The majority of genes amplified by CNVs had significantly higher levels of expression than their ancestral counterparts (Fig. 2b), which agrees with previous reports on the broad effects of CNVs (Springer et al. 2010; Gasch et al. 2016; Avecilla et al. 2023). We also observed that the number of significantly divergent genes (including both amplified and unamplified) decreases at each successive level of expression, from a median of ∼1,500 per strain for RNA, to ∼1,100 for ribosome abundance, to ∼600 per strain for protein abundance. This agrees with previous reports of buffering of divergent gene expression at the translational (McManus et al. 2014; Kusnadi et al. 2022) and post-translational levels (Wang et al. 2018; Jiang et al. 2023). Furthermore, we find that many of these genes exhibit significantly different expression in multiple lineages (supplementary tables S4 to S6, Supplementary Material online). These parallel changes of gene expression in strains with CNVs is consistent with potential physiological responses acting in response to the CNVs, in glutamine-limited growth conditions, to increase relative fitness by mitigating the fitness cost of CNVs.

Since the level of expression at each stage of gene expression is dependent on the abundance of the molecule that precedes it, we sought to identify changes in gene regulation that alter the efficiency of expression at each level by normalizing each step of gene expression by the preceding step. This enabled us to evaluate changes in gene expression efficiencies between the evolved strains and the ancestor (Figs. 2c, 3a, and 4a). By comparing the observed RNA abundance to what would be expected given the ancestral expression and the copy number (Fig. 2c), we found changes in transcription efficiency to be widespread impacting a median of 25% of all genes per strain. While CNVs had slightly higher rates of genes with either significantly higher or lower transcriptional efficiency, this effect was not significantly different from the global background.

We found a median of 11% of all genes per strain exhibited significant changes in translation efficiencies relative to the ancestor. While considerably less than the 25% of genes with significant differences in transcription efficiencies, this decrease could either be due to the more limited role of changes in translational efficiency or a difference in the statistical powers of the 2 tests used.

Finally, we found that genes with significantly different protein expression efficiency are rare, with only a median of 8.5% of all genes per strain. Given the conservative nature of our statistical methodology (TNNTg), this low percentage probably represents a lower-bound, with higher percentages, similar to those estimated previously reported (Ishikawa et al. 2017) being possible. Although fewer genes exhibited lower protein expression efficiency, those that did were significantly enriched in genes amplified by CNVs in each strain, suggesting that decreased protein expression efficiency may be a general mechanism of DC for amplified genes. This potential role in mediating DC is in agreement with observations of natural isolates of yeast with adaptive aneuploidy (Muenzner et al. 2024) and human cancers (Schukken and Sheltzer 2022). One possible mechanism of DC at the protein level is the targeted degradation of stoichiometrically imbalanced proteins involved in heteromeric protein complexes (Ishikawa et al. 2020). Intriguingly, dosage sensitive genes that incur a fitness cost at high copy-number levels were also identified as being enriched in proteins involved in protein complexes (Makanae et al. 2013), suggesting potential limits to the capacity for this mechanism to compensate for dosage imbalances.

We found genes with significantly different translation efficiencies to be significantly enriched in uORFs (Fig. 3b) consistent with the established role of these elements in the translational regulation of gene expression (Ingolia et al. 2009; Chew et al. 2016; Moro et al. 2021). We found that genes within CNVs were not specifically enriched in uORFs. However, all genes with significantly different translation efficiencies were significantly enriched for uORFs, regardless of being CNV amplified or not. This suggests that global changes in gene expression in response to adaptation may be translationally mediated by uORFs but that this may not be a mechanism of DC specific to CNV-amplified genes.

We also found that genes with significantly different translation efficiencies were also significantly enriched in binding motifs for the RBP Ssd1 (Fig. 3b) suggesting that it may also be involved in mediating changes in translation efficiency. Notably, *SSD1* has previously been shown to have a role in glucose starvation (Bresson et al. 2020), heat shock (Bayne et al. 2022), and quiescence (Miles et al. 2019). Ssd1 is capable of altering translation of bound RNA (Hogan et al. 2008; Ohyama et al. 2010) by preferentially binding to TLs and interfering with ribosome scanning (Bayne et al. 2022). We explored the potential for interaction between uORFs and Ssd1 and found that genes with uORFs are significantly enriched in Ssd1 binding motifs in their TLs and that these motifs have a closer proximity to the uORFs than expected by chance (supplementary fig. S12, Supplementary Material online). These findings suggest that Ssd1 may act as a stress responsive trans-acting factor driving uORF mediated translational regulation, potentially similar to the SXL protein binding that controls uORF translation of *msl2* in *D. melanogaster* (Medenbach et al. 2011).

These findings help contextualize the role of Ssd1 in CNV and aneuploid yeast strains. Previous studies have shown a much higher level of gene-specific DC in aneuploid yeast strains with a functional copy of *SSD1* (such as the S288c strain, as was used in this study) compared to yeast strains lacking a functioning *SSD1* (such as W303). This suggests that the importance of Ssd1 in mitigating the fitness defects of CNVs may be a consequence of the broader role Ssd1 plays in the translational regulation of gene expression under stress, and not specific to CNVs per se. Indeed, this may explain some of the observed but varying and incomplete overlap seen in Ssd1 targets, genes involved in the hypo-osmotic stress pathway (Bayne et al. 2022), CAGE (Tsai et al. 2019), and analyses that sought to identify the CNV and aneuploid stress response at the transcriptional level (Avecilla et al. 2023).

An unanticipated finding of our study is that the copy-number amplification of *GAP1* is also subject to dosage attenuation at multiple levels in several strains. We found *GAP1* has reduced transcription efficiency in all strains, significantly so in Trans and ODIRA_A strains. Similarly, it has significantly reduced translation efficiency in all strains. By contrast, *GAP1* has significantly higher protein efficiency in all strains except ComQuad. One potential biological explanation for this result is to consider that Gap1, a transmembrane protein (Merhi et al. 2011), is known to interact co-translationally with chaperones, including Shr3 (YDL212W) (Myronidi et al. 2023). Previous work suggests that in the absence of Shr3 many amino acid permeases including Gap1 will misfold and fail to exit the ER (Kota and Ljungdahl 2005), potentially forming aggregates leading to ER-associated degradation (Kota et al. 2007). We speculate that additional transcripts of *GAP1* enable lower densities of translating ribosomes, thereby decreasing the likelihood for ribosomal collisions and concomitant co-translational misfolding, resulting in a higher proportion of properly folded and functional proteins with fewer aggregates. In this case, although increased CN does not result in the expected increase in peptide synthesis, it yields increased production of proteins with the desired activity thereby conferring a positive fitness effect. Confirmation of this model would require further research on the cellular localization and transporter capacity of the Gap1 in ancestral and evolved strains.

Our study is not without its limitations. Notably, the number and type of strains evaluated limit the scope of our inferences and the generalizability of our results. Beyond that, technical limitations, such as ratio compression of TMT-labeled mass spectrometry data (Ting et al. 2011) and statistical tests of changes in expression across multiple levels make certain hypotheses hard to test. However, this work points to several avenues for ongoing research. While we have shown that gene expression, at the transcriptional and post-transcriptional levels is significantly different from the ancestor in adapted strains, it is unclear how rapidly these changes arise, how recurrent they may be, and how they change over the course of long-term evolution. Furthermore, the potential for RBPs to interact with uORFs and thereby alter downstream gene expression has only been investigated in few studies (Medenbach et al. 2011; Spealman et al. 2018). Our study points to the potential evolutionary significance of this mechanism motivating further investigation.

## Materials and Methods

### Strains and Growth Media

Strains evaluated in this paper were originally published in Lauer et al. (2018); they include both long-term experimentally evolved strains as well as their ancestor. The naming convention is as follows: Ancestor (DGY1657); Trans (DGY1726); ODIRA_A (DGY1735); ComQuad (DGY1741); and ODIRA_B (DGY1743). Trans and ODIRA_A are from population samples after ∼150 generations, ComQuad and ODIRA_B are from population samples after ∼250 generations. All strains are derived from FY4 (BY1747, supplementary fig. S1a, Supplementary Material online) and modified by the inclusion of a GFP and KanMX reporter cassette (supplementary fig. S1b, Supplementary Material online). All evolved strains were evolved in miniature chemostats under minimal glutamine growth media for either 150 or 250 generations, as described previously. For this study, strains were struck out on YEPD plates from −80 °C freezer stocks and grown for 2 d at 30 °C. Single colonies were selected based on the presence of fluorescence produced from the previously described mCitrine reporter (Lauer et al. 2018).

### Illumina Genomic DNA Sequencing

For short-read Illumina sequencing of strains we relied on previously generated data (Lauer et al. 2018; NCBI SRA accession SRP142330). Briefly, we performed genomic DNA extraction (Hoffman and Winston 1987), followed by quantification using SYBR Green I and standardized to 2.5 ng/μL. Libraries were constructed using Illumina Nextera tagmentation (Baym et al. 2015). Final concentrations were measured using SYBR Green I, fragment sizes were measured using Agilent TapeStation 2200 before being balanced and pooled. Illumina DNA libraries were sequenced on an Illumina NextSeq 500 using 2 × 75 paired-end protocol.

### Illumina Genomic DNA Alignment and Genotyping

All sequences were aligned against the Ensembl_R64.1.50 reference genome. We aligned reads using bwa mem (v0.7.17; Li and Durbin 2009) and generated BAM files using samtools (v1.14; Danecek et al. 2021). FASTQ files for all sequencing are available from the SRA (accession SRP142330).

We used GATK4 HaplotypeCaller (ver 4.1.9.0; Van der Auwera et al. 2013) to identify SNPs and indels in 4 evolved strains and their ancestor (DGY1657). HaplotypeCaller was run using a haploid ploidy with default settings against the Ensembl *S. cerevisiae* R64-1-1 reference genome. Variants were filtered using GATK VariantFiltration: SNPs (QD < 2.0, FS > 60.0, MQ < 30.0, SOR > 4.0, MQRankSum < −12.5, ReadPosRankSum < −8.0); Indels (QD < 2.0, FS > 200.0, SOR > 10.0); (supplementary table S12, Supplementary Material online). Variants were further filtered using Herança (v.0.8; https://github.com/pspealman/heranca), a lineage aware quality control script that filters variants more likely explained as sequencing errors (supplementary fig. S7, Supplementary Material online). Variants were annotated and predicted effects scored using Ensembl VEP (release 107; McLaren et al. 2016) default settings, *S. cerevisiae* R64-1-1, upstream/downstream distance (bp): 500. Potential structural and CNVs using Illumina paired-end data were identified using our custom analysis tool CVish (v1.1; Lauer et al. 2018; supplementary table S13, Supplementary Material online).

Potential SNV and indel identification of each strain was performed using GATK's HaplotypeCaller (v4.1.9.0; Van der Auwera et al. 2013) in single-sample mode and annotated using Ensembl VEP (release 107; McLaren et al. 2016). These are reported in the supplement (supplementary table S12, Supplementary Material online). Potential structural and CNVs using Illumina paired-end data were identified using our custom analysis tool CVish (v1.1; Lauer et al. 2018; supplementary table S13, Supplementary Material online).

### Nanopore Genomic DNA Sequencing, Alignment, and Genotyping

All yeast strains were grown to >1 × 10^7^ cells/mL in 300 mL glutamine minimal media. Genomic DNA from each strain was extracted using Qiagen 20/G Genomic tips from ∼1.5 × 10^9^ cells using the manufacturer's protocol.

All genomic DNA was barcoded using Oxford-Nanopore's native barcoding genomic DNA kit (EXP-NBD104), adapters were added using the ligation sequencing kit (SQK-LSK109). The manufacturer's protocol (versions NBE_9065_v109_revB_23May2018 and NBE_9065_V109_revP_14Aug2019) was followed with the following exceptions: incubation times for enzymatic repair step were increased to 15 min. All Agencourt AMPure XP beads were incubated for 30 min at 37 °C before elution. Adapter ligation time was increased to 10 min. Multiplexed libraries were loaded on MinION flowcells (FLO-MIN106D R9) and run on a MinION sequencer (MIN-101B) (Quinlan and Hall 2010).

All sequences were aligned against the Ensembl_R64.1.50 reference genome (Cunningham et al. 2022). Nanopore long-read sequences were aligned using minimap2 (v2.22; Li 2018), with variant detection using sniffles2 (v2.0.6; Li 2018; Sedlazeck et al. 2018), potential ODIRA CNV breakpoints were evaluated with mugio (v1.7; Spealman et al. 2020). DNA depth across genomes was calculated per nucleotide using bedtools “genomecov” (ver 2.29.2; Quinlan and Hall 2010). These were used in conjunction with the CNV breakpoints identified by CVish to manually reconcile the CNV topologies for each strain (supplementary fig. S1 and table S1, Supplementary Material online).

### DNA Reads and Depth Estimation

We identified ∼15.4% of genes in the ancestral strain had long-read DNA read-depth not near 1 copy. Some of these are known deletions (*MATALPHA* and *SRD1*) or are regions with known properties of known CN expansion (*CUP1* region, ENA region, and ASP region) or transposons. To prevent the over or underestimation of expected expression in evolved strains, we manually analyzed the locus and flanking regions for signs of CNV breakpoints using both short and long-reads. If no evidence was found for a breakpoint, the locus was assigned a copy number of 1 (supplementary table S1, Supplementary Material online).

### Growth Conditions and Cell Harvesting

Colonies were grown overnight on YPD then used to inoculate 500 mL of minimal glutamine growth media in chemostats. These were then grown to saturation (∼48 h ∼1e7 cells/mL, measured using Coulter Counter) at 30 °C in aerobic conditions. After saturation was achieved chemostats were switched to continuous mode with an inflow rate of fresh minimal glutamine growth media at a rate of 0.12 h/L (corresponding to a population doubling time of ∼5.8 h). This was maintained for 24 h before the cells were harvested. This was performed in duplicate for each strain for the simultaneous extraction of RNA and RPFs. This same procedure was also performed separately for the 5 replicates used for the generation of material for mass spectrometry.

### RNA-seq and Ribosome Profiling

Cells were harvested following previously described methods (Spealman et al. 2016). Briefly, cycloheximide was added to the media to a final concentration of 100 μg/L and incubated for 2 min, before being separated from the media using rapid vacuum filtration using Millipore 0.22 μm filters. Cells were resuspended from filters using polysome lysis buffer with cycloheximide (CHX) and then flash frozen immediately in liquid nitrogen before being transferred and stored at −80 °C. RNA-seq and ribosome profiling was performed by TB-SEQ, Inc. (Palo Alto, CA). As per (McGlincy and Ingolia 2017), cells were lysed in polysome lysis buffer with CHX, cells for each sample were split into RNA and RPF aliquots. For RPF aliquots, RNase I was used to digest polysomes, monosomes were purified using a sucrose cushion. Fragment size selection of 25 to 32 nucleotides was performed using a polyacrylamide gel. No ribosomal depletion or poly-A tail selection was made to either RPF or RNA libraries. Fragment size and concentrations were measured using bioanalyzer and qubit before sequencing using Illumina NovaSeq6000, single read, 1 × 50 cycles.

### Mass Spectrometry and Analysis

For the generation of material for MS 5 biological replicates for each strain were grown in chemostats as described above. Cells were collected from the chemostats using the same techniques described above. TMT-labeling and LC-MS were performed by Proteomics Laboratory, NYU Langone Medical Center (New York, NY). We used 16Plex TMT labeling to enable pooling of peptides from 16 samples (Ch1-16) for offline fractionation and LC-MS/MS detection and quantification (supplementary figures, Supplementary Material online). Five replicates were generated for each strain and the total run was performed in 2 batches (“A” and “B”). Ch1 was used as the common reference standard, an equimolar mix of all the samples, labeled with TMT Ch1. All samples were lysed using a TFA approach (Doellinger et al. 2020). Both batches were fractionated by offline HPLC chromatography using reverse phase C18 stationary phase at high pH. Peptides from collected fractions were separated by online HPLC on C18 at low pH coupled to the MS instrument.

### Gene Expression Analysis

RNA and RPFs were aligned using STAR (ver 2.7.6a; Dobin et al. 2013) filtering for known nonpolyadenylated ncRNA (snRNA, rRNA, and tRNA) using Ensembl_R64.1.1 ncRNA fasta (supplementary File SF1, Supplementary Material online). Counts per gene were calculated using bedtools (v2.29.2; Quinlan and Hall 2010) coverage -counts -s -b against Saccharomyces_cerevisiae.R64-1-1.50.gff3. For mass spectrometry, the spectra were analyzed using MaxQuant (v2.1.0.0; Tyanova et al. 2016a) with parameters described previously (Yu et al. 2020). Parameter and configuration files are provided as supplemental file (supplementary File SF2, SF3, Supplementary Material online).

Spearman rho correlations between replicates for each level of expression for each strain were calculated (supplementary table S2, Supplementary Material online), for RNA median rho between replicates (*rho* = 0.9878), RPF (*rho* = 0.9879), and MS (*rho* = 0.9965), which is sufficiently high for replicates. 

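The rho between the 2 RPF replicates of each evolved strain was 0.986 in ODIRA_A, 0.994 in ComQuad and 0.990 in ODIRA_B. The SD of these values with that of Trans was 0.0095. With counts not divided by CDS length, the rho of Trans was 0.965, the largest move of the 4 strains under this alternative. The SD over 4279 genes of the log2 ratio between replicates was 0.37 in Trans, 0.26 in ODIRA_A, 0.15 in ComQuad and 0.18 in ODIRA_B.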

Between levels (but within the same strain) we found the median rho for RNA to RPF (*rho* = 0.6271), RPF to MS (*rho* = 0.6012), and RNA to MS (*rho* = 0.5453). We also compared between strains (supplementary table S3, Supplementary Material online) and found the strains to be very well correlated with the median rho for RNA (*rho* = 0.9396), RPF (*rho* = 0.9258), and MS (*rho* = 0.9915).

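Between evolved strains, rho was computed on the median RPF values of each strain. It was 0.927 for Trans and ComQuad, 0.956 for Trans and ODIRA_B, 0.916 for ODIRA_A and ComQuad, 0.949 for ODIRA_A and ODIRA_B, and 0.939 for ComQuad and ODIRA_B. Without a filter on low counts, rho for ODIRA_A and ComQuad was 0.945, a larger move than the SD of 0.0068 over its 4 pairs of libraries. The number of genes with different RPF abundance at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) followed another scale, from 209 genes between Trans and ODIRA_A to 1925 between ODIRA_A and ComQuad. Of the 209 genes, 151 were higher in Trans and 58 were higher in ODIRA_A. With DESeq2 in place of edgeR, 382 genes differed between these 2 strains. There were 1760 such genes between Trans and ComQuad, 1070 between Trans and ODIRA_B, 1280 between ODIRA_A and ODIRA_B, and 1407 between ComQuad and ODIRA_B.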

Differential gene expression analysis for RNA and RPF abundances were calculated DESeq2 (v1.6.3; Love et al. 2014). Results of DESeq2 are available as supplemental files (**RNA,**  supplementary table S4, Supplementary Material online**; RPF,**  supplementary table S5, Supplementary Material online). Significance is defined as BH adjusted *P*-value < 0.05.

Differential gene expression analysis for mass spectrometry data was performed using Perseus (v1.6.15.0; Tyanova et al. 2016b). Data preprocessing and normalization procedures were performed as described (Yu et al. 2020). The statistical test for significance in differential abundance is Welch's *t*-test of the difference between the normalized protein group abundances in each strain relative to the ancestor. Significance here is defined as *q*-value < 0.05 using BH multiple hypothesis test correction (i.e. BH adj. *P*-value < 0.05; supplementary table S6, Supplementary Material online). Volcano plots indicating the protein abundances of CNV in each strain are in the supplemental file (supplementary figs. S13 to S16, Supplementary Material online).

Heatmap and clustering analysis for the purposes of data visualization was performed using (*pheatmap*; R Core Team 2019) and (*cutree*; R Core Team 2019), respectively. A full version of the heatmap (supplementary fig. S9, Supplementary Material online) and cluster assignment (supplementary table S7, Supplementary Material online) are available as Supplementary material. GO term enrichment was calculated using Yeastmine (Balakrishnan et al. 2012) with significance cutoff at BH adj-*P*-value < 0.05. Redundant terms were then reduced using REVIGO (Supek et al. 2011) using the “Tiny” option, UNIPROT *Saccharomyces cerevisiae* S288c database, and SimRel semantic similarity measure. Heterodimer protein complexes are from a manually curated list from (Taggart and Li 2018).

All Venn diagrams were originally visualized using Venny (v2.1.0, https://bioinfogp.cnb.csic.es/tools/venny/), proportional Venn diagrams were generated using DeepVenn (Hulsen 2022). All RNA, RPF expression data were visualized using IGV browser (v2.9.4; Robinson et al. 2011).

For quality control purposes, we set an arbitrary low expression threshold. Genes were required to not be transposon element associated genes, have at least 100 aligned RNA reads, 10 RPFs, and have a significant majority peptide fragment detected by MS. This reduced our gene set to 4,289 genes in total. Genes were further filtered, on a strain by strain basis, if the CNV breakpoint was found to disrupt their expression (supplementary figs. S2 to S6, Supplementary Material online).

Importantly, technical limitations involving chemostat size, cell concentration, and the material requirements necessary for library generation, cells collected for use in the generation of the RNA and RPF data were grown in separate chemostats than the cells used for the generation of the MS materials. Although this may have introduced batch effects several lines of evidence suggest otherwise, such as the high degree of overlap in significantly differentially expressed genes at each level (supplementary fig. S9, Supplementary Material online), the global similarity in expression across all levels (supplementary fig. S10, Supplementary Material online), and that the observed correlation of expression between MS and RNA is (median *rho* = 0.55), it is similar to previous observations (de Godoy et al. 2008; Vogel and Marcotte 2012).

### Transcription Efficiencies Calculated as Observed Versus Expected

Transcription efficiency was calculated using evolved to ancestor strain pairwise tests of observed to expected RNA abundance using DESeq2, using 2 replicates each. Expected RNA abundances were calculated using a custom script that multiplies the observed abundance in ancestor by the copy number of that gene in the evolved strain. Differential abundance analysis was performed on both unnormalized observed and unnormalized expected RNA-seq reads using DESeq2 (v1.6.3; Love et al. 2014). Results of DESeq2 are available as a supplemental file (supplementary table S8, Supplementary Material online). Significance here is defined as BH adj. *P*-value < 0.05 as calculated by DESeq2.

### Translation Efficiencies Calculated Using Ratiometrics and FET

Translation efficiency was calculated using evolved strain to ancestor strain pairwise tests of RPF/RNA ratios. RPF and RNA abundances are first normalized using TPM (supplementary fig. S17b and e, Supplementary Material online). Replicates were combined by taking the median RPF and median RNA separately before assessment. Evolved RPF/RNA ratios per gene were compared to the ancestral RPF/RNA ratios using FET. Results of FET evaluation of translation efficiency are available as a supplemental file (supplementary table S9, Supplementary Material online). Note, genes with significantly different translation efficiencies described in the results section were identified using FET not TNNTg.

### Protein Efficiencies and Scale Independent Tests

Ideally, protein expression efficiency would be calculated using a ratiometric method similar to translation efficiency. However, while ratiometric analysis is robust for similarly scaled data, it may generate spurious results for data with excessively different scales. So while ratiometric analysis of RPF and RNA ratios is sensible, scaling becomes a greater concern when comparing RPFs to MS intensities which can be 2 to 4 magnitudes apart. One solution is to use outlier detection methods that are robust to differences in scale between input variables, such as GLMs.

Because MS intensities are continuous values and not counting abundances we selected a Gaussian model (*glm*, family = “gaussian”; R Core Team 2019) fit to the untransformed expression values in both the evolved and ancestor. For translation efficiency: Evolved RPF ∼ (Evolved RNA * Ancestor RNA * Ancestor RPF). For protein efficiency: Evolved MS ∼ (Evolved RPF * Ancestor MS * Ancestor RPF). Outliers are then identified as those with standardized residuals (*rstandard*; R Core Team 2019) >1.96 (Kuhnt and Pawlitschko 2005). To better understand the performance of the GLM, we compared GLM performance to FET using translation efficiency data (e.g. RPF, RNA). Because of the large number of true negatives (∼4,000 genes) we chose to measure performance using the F1 score, or harmonic mean of precision and recall, which is true negative agnostic (Van Rijsbergen 1977). F1 scores range from [0 to 1] with lower scores representing few true positives relative to false positives and false negatives, while a high score represents a higher rate of true positives. We found the GLM performed well (F1 score = 0.32) with a very low false-positive detection rate (FPR = 0.008). This, combined with the high false negative rate (FNR = 0.78) suggests an accurate but overly conservative test (supplementary fig. S18, Supplementary Material online).

### Near-Neighbor Differential Test on Transformed Data

In addition to GLMs which are robust to differences in variable scale, another solution is to first transform the measurements to similar scales before proceeding with a differential test.

While there are many approaches to data transformation, we opted to use Box-Cox power transform (supplementary fig. S17c, f and i, Supplementary Material online) as implemented in scikit-learn as it retains meaningful features of the original distribution and results in a more Gaussian final distribution (Pedregosa et al. 2011). We next transformed the data by MinMax scaling to a range of (0,1] (Pedregosa et al. 2011) so that all values greater than zero. While the transformed data are now at a similar scale it is no longer count data and may break many of the assumptions FET requires. Instead, we evaluate the transformed data using a TNNT to identify local outliers.

For the purposes of evaluation, we can compare performance of this method to the results of FET performed on translation efficiency. In this case “efficiency” is the ratio of RPF to RNA (in power transformed units). However, when this method is applied to protein expression efficiency it refers to the ratio of MS to RPF (in power transformed units).

First, we rank all genes using the distance between the evolved and ancestral efficiency ratios (supplementary fig. S19a, Supplementary Material online). Then, we score each gene by taking the ratio of the evolved efficiency to the ancestral efficiency. Ranking first by distance helps to minimize spurious detections resulting from comparing ratios with small numbers (e.g. 1000/100 is not equivalent to 10/1). To determine if this score is greater than expected by chance, we next generate a neighborhood of the nearest 10% of genes of similar rank. This near-neighborhood is then randomly subsampled to count the number of times the given score is met or exceeded by similarly ranked genes. This permutation of the near-neighbor is conducted 5 times for each gene. This observed over expected frequency is then used to estimate an FDR wherein an FDR of 0.05 means that 5% of the genes out of a random sampling of similarly ranked genes met or exceeded the score being evaluated. Furthermore, we require that the variance in expression between replicates cannot exceed the distance between strains.

One way to evaluate TNNT is to benchmark it against FET. In a performance comparison to FET to TPM normalized translation efficiency ratios, we find TNNT has a FPR of 0.01, a FNR of 0.40 and a F1 score of 0.63 (supplementary fig. S19f, Supplementary Material online). The combination of high F1 score, high FNR, and low FPR suggests that TNNT is less conservative than the GLM test used above but is still sacrificing sensitivity for precision when compared to FET. This performance is also robust to analyses involving fewer replicates as evaluated by reducing the number of MS replicates from 5 to 2, balancing these with the 2 replicates of RPF data (supplementary fig. S21, Supplementary Material online).

Additively combining the results of the GLM test and TNNT (now referred to as TNNTg) adds additional power to the TNNT method (supplementary fig. S20, Supplementary Material online) without sacrificing precision (F1 = 0.63, FPR = 0.018, FNR = 0.43). This combined method is used for protein expression efficiency analysis.

### Protein Expression Efficiency Calculated Using TNNTg

For each evolved strain, we compared the protein expression efficiency ratio (transformed MS intensity/transformed RPF abundance) to the Ancestor ratio (supplementary fig. S17f and i, Supplementary Material online). Replicates were combined by taking the median MS and median RPF separately before assessment as a ratio. Significant differences in protein expression efficiency between the evolved and ancestor strains were calculated using the TNNTg method (supplementary fig. S20, Supplementary Material online); such that a gene is either an outlier relative to near-neighbors using transformed data at FDR < 0.05 or is an outlier with a standardized residual >1.96, as calculated by GLM. Results of the TNNTg evaluation of translation efficiency are available as a supplemental file (supplementary table S11, Supplementary Material online).

### Identification of High Confidence Predicted uORFs

Because uORF activity is known to be condition sensitive (Hinnebusch 2005; Moro et al. 2021) and no previous study has been conducted using glutamine-limited growth media or CNVs, we sought to identify uORFs using our ribosome profiling data. To identify ribosome occupied uORFs in these datasets, we developed uORFish (ver.1.3, github.com/pspealman/uorfish), a deep neural network uORF predictor trained on “validated” uORFs from Spealman et al. (2018), Eisenberg et al. (2020), and May et al. (2023).

To prevent training on uORFs that are not active under the conditions used, validated uORFs are first curated. A random null model for each category of uORF is generated by shuffling nucleotide triplets within TLs and scoring the resultant uORFs (supplementary fig. S10, Supplementary Material online). Curated uORFs must score above the top 5% of random null generated uORFs. These curated, validated, uORFs are then used to train a DNN (pytorch; Paszke et al. 2019) per ribosome profiling replicate (supplementary fig. S11, Supplementary Material online). High confidence predictions are defined as uORFs predicted independently for each replicate. Comparison of results using triplicate data (Nedialkova and Leidel 2015) suggest sufficient performance with 2 replicates for the identification of condition specific uORF utilization (supplementary fig. S11f, Supplementary Material online). Predicted scores for all candidate uORFs with scores >0.5 are available as supplemental files (supplementary table S14, Supplementary Material online).

### SSD1 Motif Analysis

To identify genes enriched in SSD1 motifs in their TLs, we first generated a list of TLs for all genes using the Yeastmine (Balakrishnan et al. 2012) annotated “Five Prime UTR” (Pelechano et al. 2013) or from (Spealman et al. 2018), taking the longest recorded instance. Combined these encompassed 6,119 genes, 6,080 of which exceeded the length of the motif. We converted these to fasta using bedtools “getfasta” (ver2.29.2; Quinlan and Hall 2010). These were then scanned for perfect matches to the CNYUCNYU motif (Bayne et al. 2022), irrespective of strand. The genome-wide background rate was calculated per nucleotide as 2.39e−3, the background rate using only TLs was 2.91e−3 per nucleotide. Significance was calculated using FET, using the proportional ratio of (observed hits of TL/length of TL) versus (total hits/total length), (supplementary table S15, Supplementary Material online). We found that of the 219 genes that were significantly enriched in SSD1 motifs, 163 were present in our data set.

## Supplementary Material

msaf005_Supplementary_Data

## Data Availability

All data are publicly available. Illumina short-reads are available on NCBI SRA (PRJNA451489). ONT Nanopore long-reads are available on NCBI SRA (PRJNA591579). RNA-seq (GSE246093) and ribosome profiling (GSE246094) data are available through NCBI GEO. Mass spectrometry data is available through PRIDE (PXD046587). All scripts and data used in the analysis included in this paper are available via GitHub: https://github.com/GreshamLab/adaptive_gene_expression.

# Supplementary material for: Multilevel Gene Expression Changes in Lineages Containing Adaptive Copy Number Variants
**Source:** Mol Biol Evol. 2025 Jan 23;42(2):msaf005. doi: 10.1093/molbev/msaf005
**Supplement:** msaf005_Supplementary_Data

## Supplemental figures:

### A. FY4

SRD1 Locus (ChrIII): TY  $\Delta$ SRD1

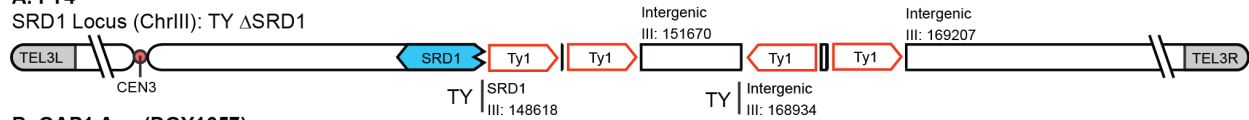

### B. GAP1 Anc (DGY1657)

GAP1 Locus (ChrXI): Reporter Integration mCitrine; KanMX

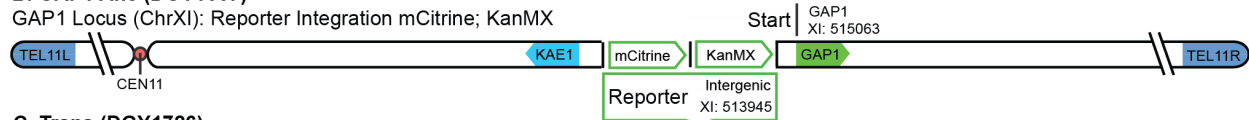

### C. Trans (DGY1726)

GAP1 Locus CNV (ChrXI): TY Translocation; TY Tandem Duplication

GLC7 Locus CNV (ChrV): ODIRA TY; ODIRA SAK1

### D. ODIRA\_A (DGY1735)

GAP1 Locus CNV (ChrXI): ODIRA SIR1; ODIRA ALY1

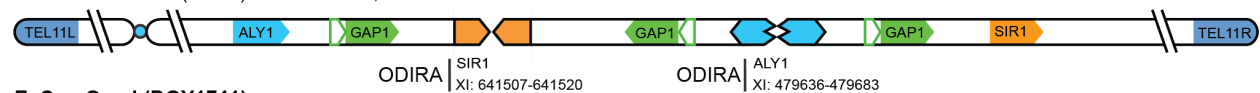

### E. ComQuad (DGY1741)

GAP1 Locus CNV (ChrXI): TY GAP1; ODIRA TRK2; ODIRA SET3

### F. ODIRA\_B (DGY1743)

GAP1 Locus CNV (ChrXI): ODIRA ESL2 - ODIRA VPS1

## Figure S1. Schematic of CNV Topology

(A). Diagram showing the disruption of *SRD1* in FY4 (B). Diagram showing the integration of the reporter in DGY1657 (C), the reporter is represented by a green box in all subsequent diagrams. Topology diagrams for evolved strains indicating CNV breakpoints, orientations, and the occurrence of transposon events C-F). CNV breakpoints are annotated with their most likely mechanism: transposon-yeast (red arrow), origin-dependent inverted-repeat amplification (ODIRA). Gene copy-number values for each strain are available in Supplementary Table 1.

Trans (DGY1726)

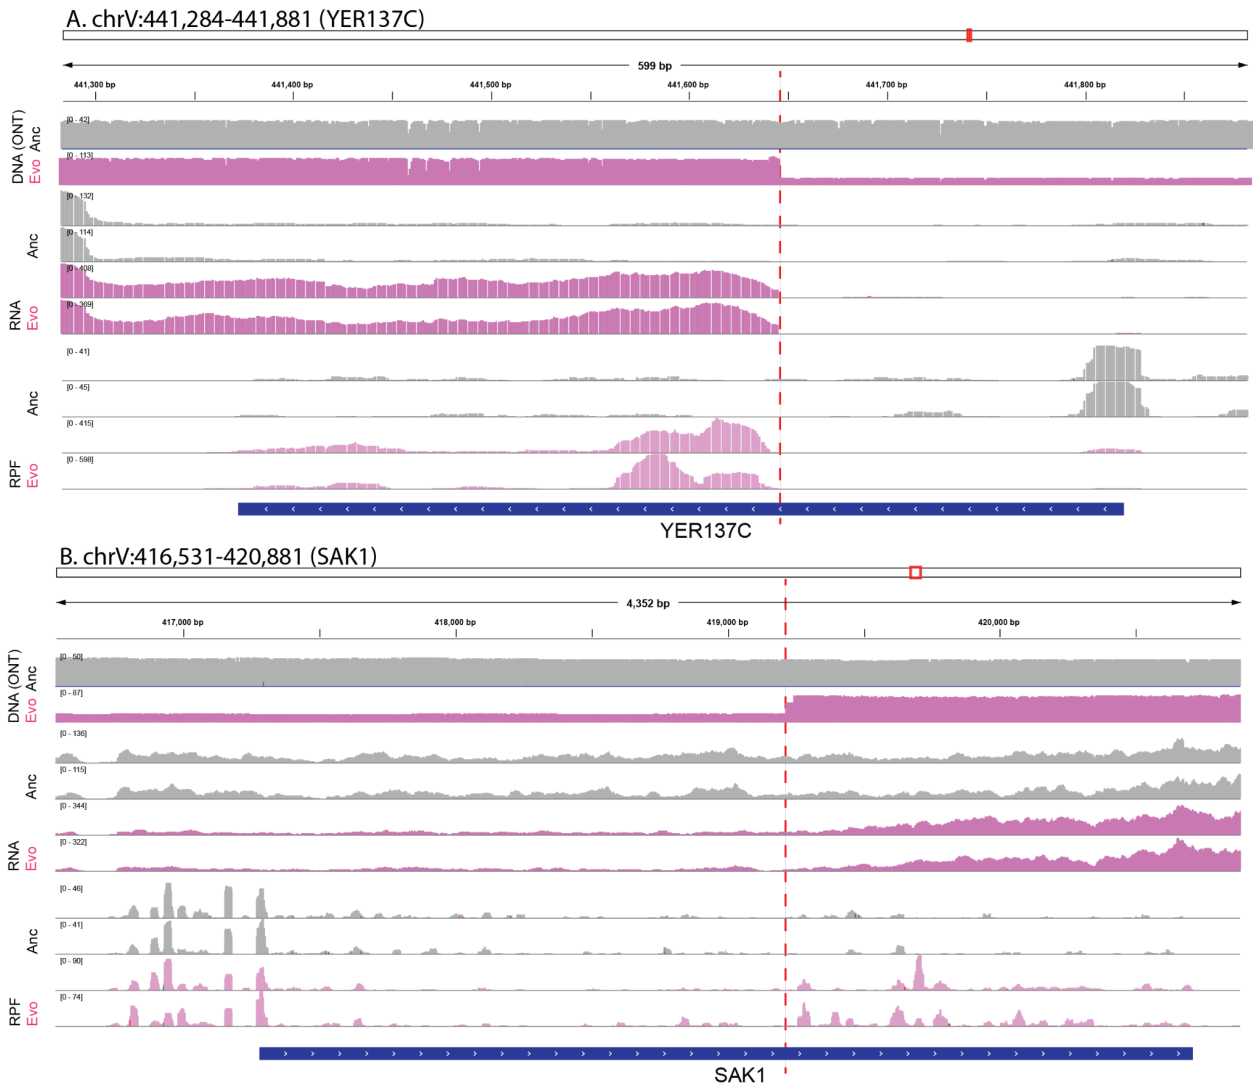

**Figure S2. CNV breakpoint in association with RNA and RPF data for Trans (DGY1726) on chromosome V.** IGV (Robinson et al. 2011) generated tracks showing Ancestor (Grey, DGY1657) and Evolved (Purple, DGY1726) tracks. Long-read DNA (ONT) is the top two tracks followed by RNAseq data (in replicate), and ribosome protected footprints (RPF, in replicate). Vertical dashed line shows the proposed CNV breakpoint. **(A)** Likely breakpoint inside *YER137C* with disruption to RNA and RPF expression. This gene is removed from the analysis. **(B)**. Likely breakpoint inside of *SAK1* with disruption to RNA and RPF expression. This gene is removed from the analysis.

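YER137C lies on chromosome V of R64-1-1 from 441373 to 441819 on the minus strand. Its RPF abundance was 81.3 CPM ± 18.7 (SD) in Trans and 14.8 CPM ± 5.04 over the 6 libraries of the other strains, a log2 difference of 2.52 against the mean of the other 3 strains (standard error 0.15, adjusted p = 5.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both Trans libraries lay above all others. YER137W-A overlaps it on the opposite strand, from 441575 to 441880.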

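SAK1, on chromosome V from 417281 to 420709, had 81.6 CPM ± 10.2 (SD) in Trans and 34.8 CPM ± 6.08 over the 6 libraries of the other strains. The log2 difference was 1.23 (standard error 0.15, adjusted p = 4.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between SAK1 and YER137C lie 8 genes, from 421115 to 440971, of which 7 were tested and 7 were higher in Trans at an adjusted p under 0.05. Their median log2 difference was 1.51, with single genes from 1.16 to 2.20 (limma's camera, adjusted p = 3.2e-24). In each of the 7, both Trans libraries lay above all 6 others. GLC7, at the lower end of this range, rested on one library: its log2 difference was 0.53 without Trans replicate 1 and 1.59 without Trans replicate 2.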

# Trans (DGY1726)

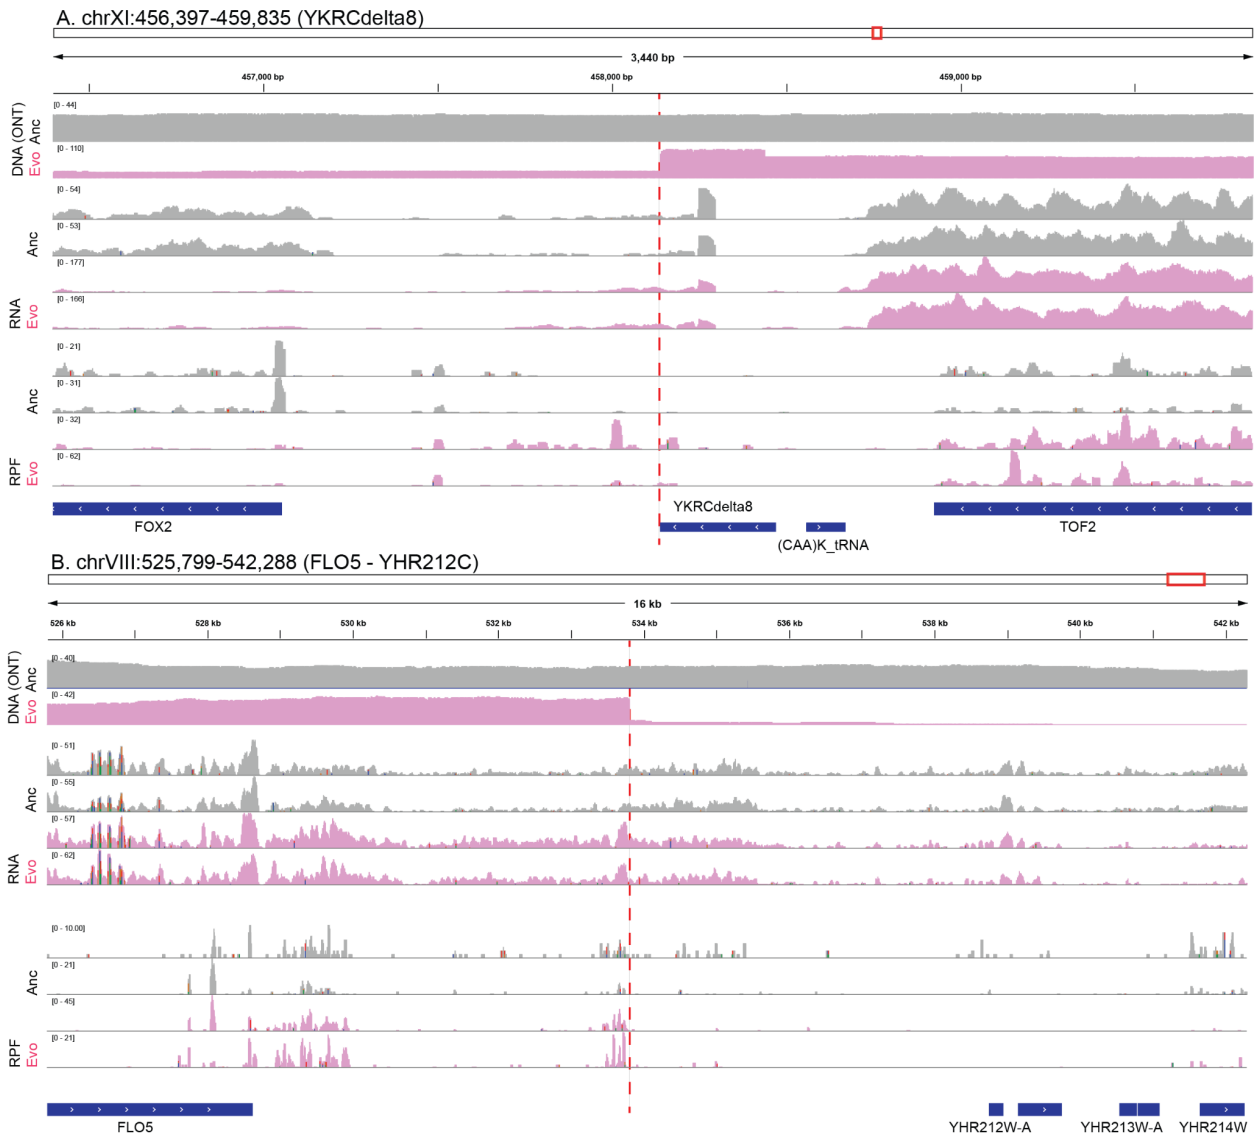

**Figure S3. CNV breakpoint in association with RNA and RPF data for Trans (DGY1726) on chromosome XI and chromosome VIII.** IGV (Robinson et al. 2011) generated tracks showing Ancestor (Grey, DGY1657) and Evolved (Pink, DGY1726) tracks. Long-read DNA (Oxford Nanopore Technology ONT) is the top two tracks followed by RNAseq data (in replicate), and ribosome protected footprints (RPF, in replicate). Vertical dashed line shows the proposed CNV breakpoint. **(A)** CNV with TY1 mediated translocation, showing YKRCdelta8 as the likely breakpoint. No obvious disruption to expression near locus. **(B)**. TY1 mediated translocation reception site, VIII:533788, intergenic between *FLO5* and *YHR212C*. No obvious disruption to expression near locus.

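FLO5, on chromosome VIII from 525392 to 528619, had 7.87 CPM ± 4.74 (SD) in Trans and 8.05 CPM ± 1.85 over the 6 libraries of the other strains. The log2 difference of -0.03 (standard error 0.34) was well within the replicate error (adjusted p = 0.97 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FLO5 had 90 RPFs in Trans replicate 1 and 34 in Trans replicate 2, so only a large change could have been seen at this depth. Its sign changed with single libraries, from -0.83 without Trans replicate 1 to 0.48 without Trans replicate 2. FLO5 belongs to a family of similar genes, and the counting does not show whether reads were shared among them. YHR212C, from 537759 to 538094, had at most 3 RPFs in any of the 8 libraries and was not tested.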

ODIRA\_A (DGY1735)

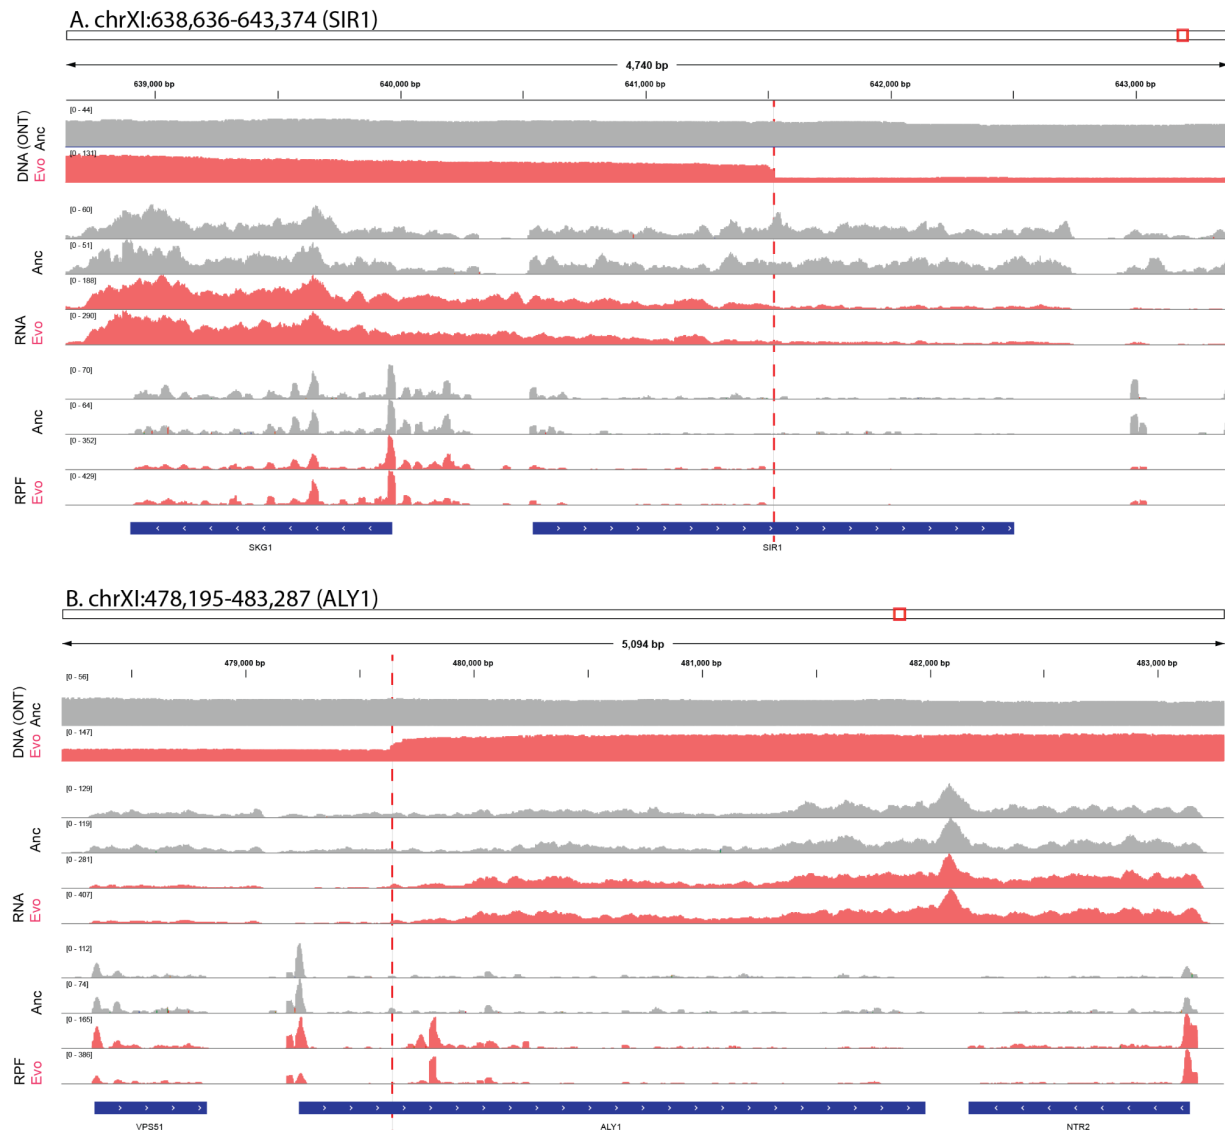

**Figure S4. CNV breakpoint in association with RNA and RPF data for ODIRA\_A (DGY1735) on chromosome XI.** IGV (Robinson et al. 2011) generated tracks showing Ancestor (Grey, DGY1657) and Evolved (Red, DGY1735) tracks. Long-read DNA (ONT) is the top two tracks followed by RNAseq data (in replicate), and ribosome protected footprints (RPF, in replicate). Vertical dashed line shows the proposed CNV breakpoint. **(A)** Likely breakpoint inside *SIR1* with disruption to RNA and RPF expression. This gene is removed from the analysis. Likely disruption of RNA and upstream RPF of flanking *SKG1* as well. **(B)**. Likely breakpoint inside of *ALY1* with disruption to RNA and RPF expression. This gene is removed from the analysis.

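SIR1, on chromosome XI from 640540 to 642504, had 48.0 CPM ± 5.74 (SD) in ODIRA_A. It had 61.1 CPM ± 0.83 in Trans, which carries 2 copies of the region, 28.5 CPM ± 1.41 in ComQuad and 28.3 CPM ± 1.91 in ODIRA_B. Against the mean of the other 3 strains, the log2 difference in ODIRA_A was 0.39 (standard error 0.11, adjusted p = 0.030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass with DESeq2 (adjusted p = 0.067), nor with edgeR's test when either library of ComQuad or ODIRA_B was left out (adjusted p from 0.050, just above the threshold, to 0.085), and was 0.26 without ODIRA_A replicate 1 and 0.50 without ODIRA_A replicate 2.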

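The gene next to SIR1, SKG1, runs from 638901 to 639968 on the minus strand of chromosome XI. Over the whole CDS, its RPF abundance was 215 CPM ± 20.7 (SD) in ODIRA_A and 130.0 CPM ± 32.5 over the 6 libraries of the other strains, the highest of which were those of Trans at 171 CPM ± 2.50. The rise in ODIRA_A of 0.76 on the log2 scale exceeded the replicate error (standard error 0.095, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ODIRA_A carries 3 copies of the genes just before SKG1, Trans 2, and ComQuad and ODIRA_B 1. Copy number alone thus predicts a rise, and the rise does not speak against a disruption.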

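ALY1, on chromosome XI from 479234 to 481981, had 134 CPM ± 5.00 (SD) in ODIRA_A and 113 CPM ± 2.08 in ComQuad, against 308 CPM ± 105 in Trans and 284 CPM ± 26.4 in ODIRA_B. Trans and ODIRA_B carry 3 copies of the genes on both sides of ALY1, ODIRA_A carries 1 copy of those before it and 3 of those after it, and ComQuad carries 1 copy of both. In ODIRA_A it fell by 0.67 on the log2 scale against the mean of the other 3 strains (standard error 0.17, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).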

ODIRA\_B (DGY1743)

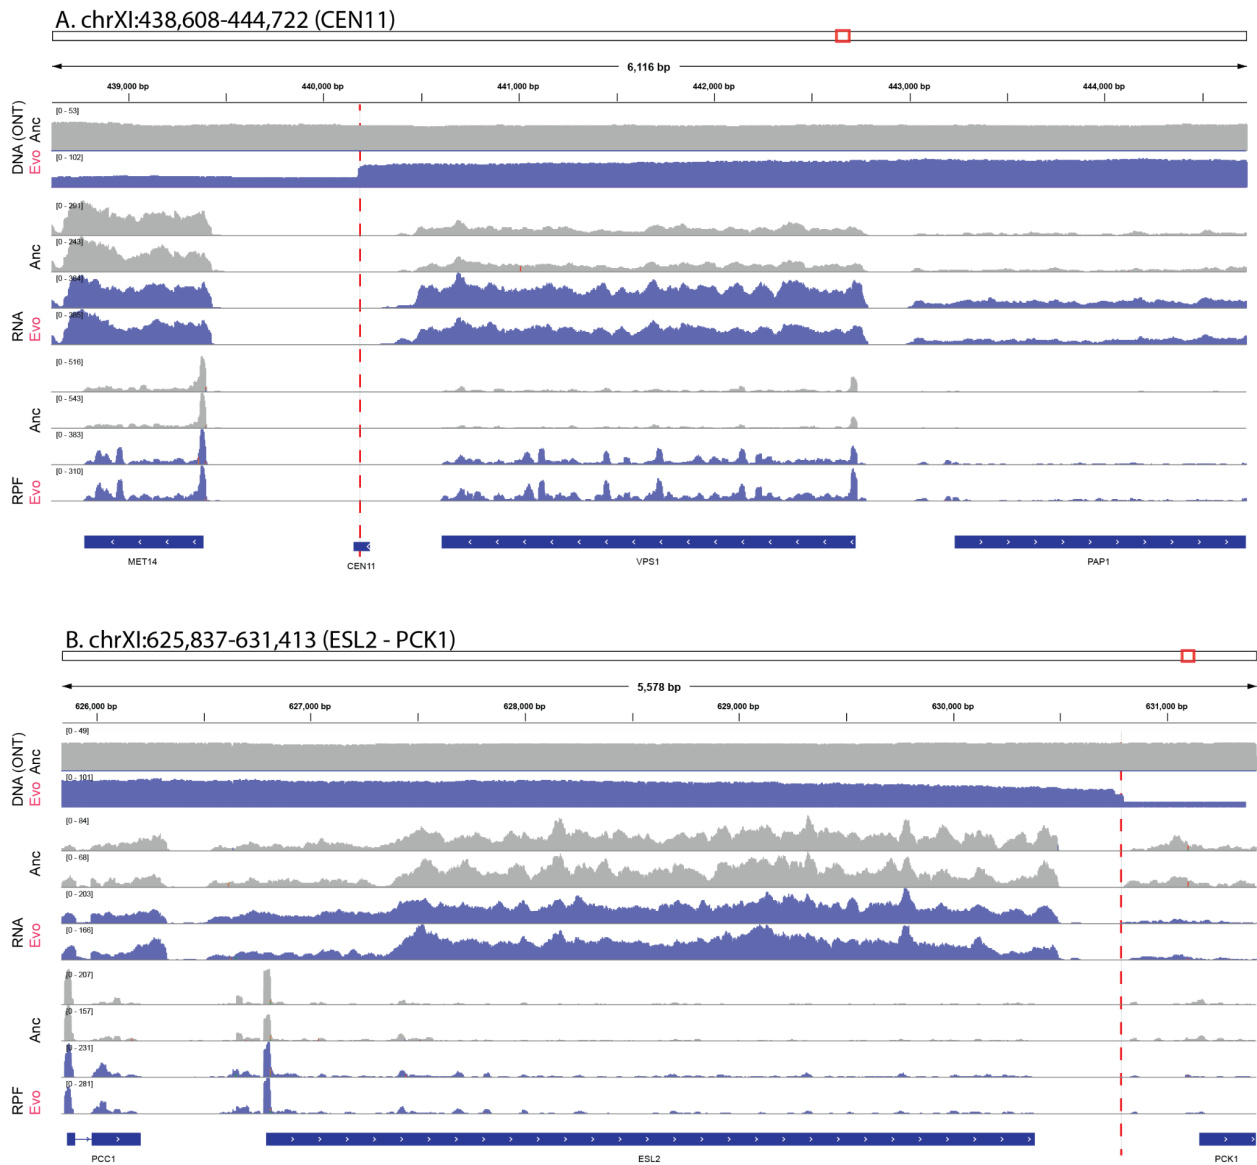

**Figure S5. CNV breakpoint in association with RNA and RPF data for ODIRA\_B (DGY1743) on chromosome XI.** IGV (Robinson et al. 2011) generated tracks showing Ancestor (Grey, DGY1657) and Evolved (Blue, DGY1743) tracks. Long-read DNA (ONT) is the top two tracks followed by RNAseq data (in replicate), and ribosome protected footprints (RPF, in replicate). Vertical dashed line shows the proposed CNV breakpoint. **(A).** Likely breakpoint within CEN11. No obvious disruption to expression near locus. **(B).** Likely breakpoint within the intergenic region between *ESL2* and *PCK1*. No obvious disruption to expression near locus.

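VPS1 is the first gene of the ODIRA_B amplification on chromosome XI, from 440608 to 442722. It had 1132 CPM ± 46.2 (SD) in ODIRA_B and 324 CPM ± 33.7 over the 6 libraries of the other strains, a log2 difference of 1.81 (standard error 0.092, adjusted p = 5.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With it, 9 genes up to 457054 are amplified in ODIRA_B alone. Each of the 9 was higher there at an adjusted p under 0.05, with a median log2 difference of 1.61 and single genes from 1.18 to 1.83 (limma's camera, adjusted p = 8.8e-32).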

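ESL2 runs from 626793 to 630380 and PCK1 from 631152 to 632801 on chromosome XI. ESL2, inside the amplification, had 400.5 CPM ± 3.16 (SD) in ODIRA_B and 141 CPM ± 1.15 in ComQuad, whereas the mean over the 6 libraries of the other strains was 295 CPM ± 138. Its log2 difference of 0.57 in ODIRA_B (standard error 0.18) barely passed (adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass when either library of ODIRA_A or ComQuad was left out (adjusted p from 0.065 to 0.10). PCK1, outside it, had 78.4 CPM ± 6.90 in ODIRA_B and 30.2 CPM ± 1.14 in ComQuad, with 411 CPM ± 112 in Trans and 1117 CPM ± 171 in ODIRA_A. It was lower by 1.62 in ODIRA_B against the mean of the other 3 strains (standard error 0.18, adjusted p = 1.2e-04 from the same test). That mean includes Trans at 2 copies of PCK1 and ODIRA_A at 3, whereas ComQuad and ODIRA_B carry 1. ODIRA_B was above ComQuad, so the difference does not show a fall at the breakpoint.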

ComQuad (DGY1741)

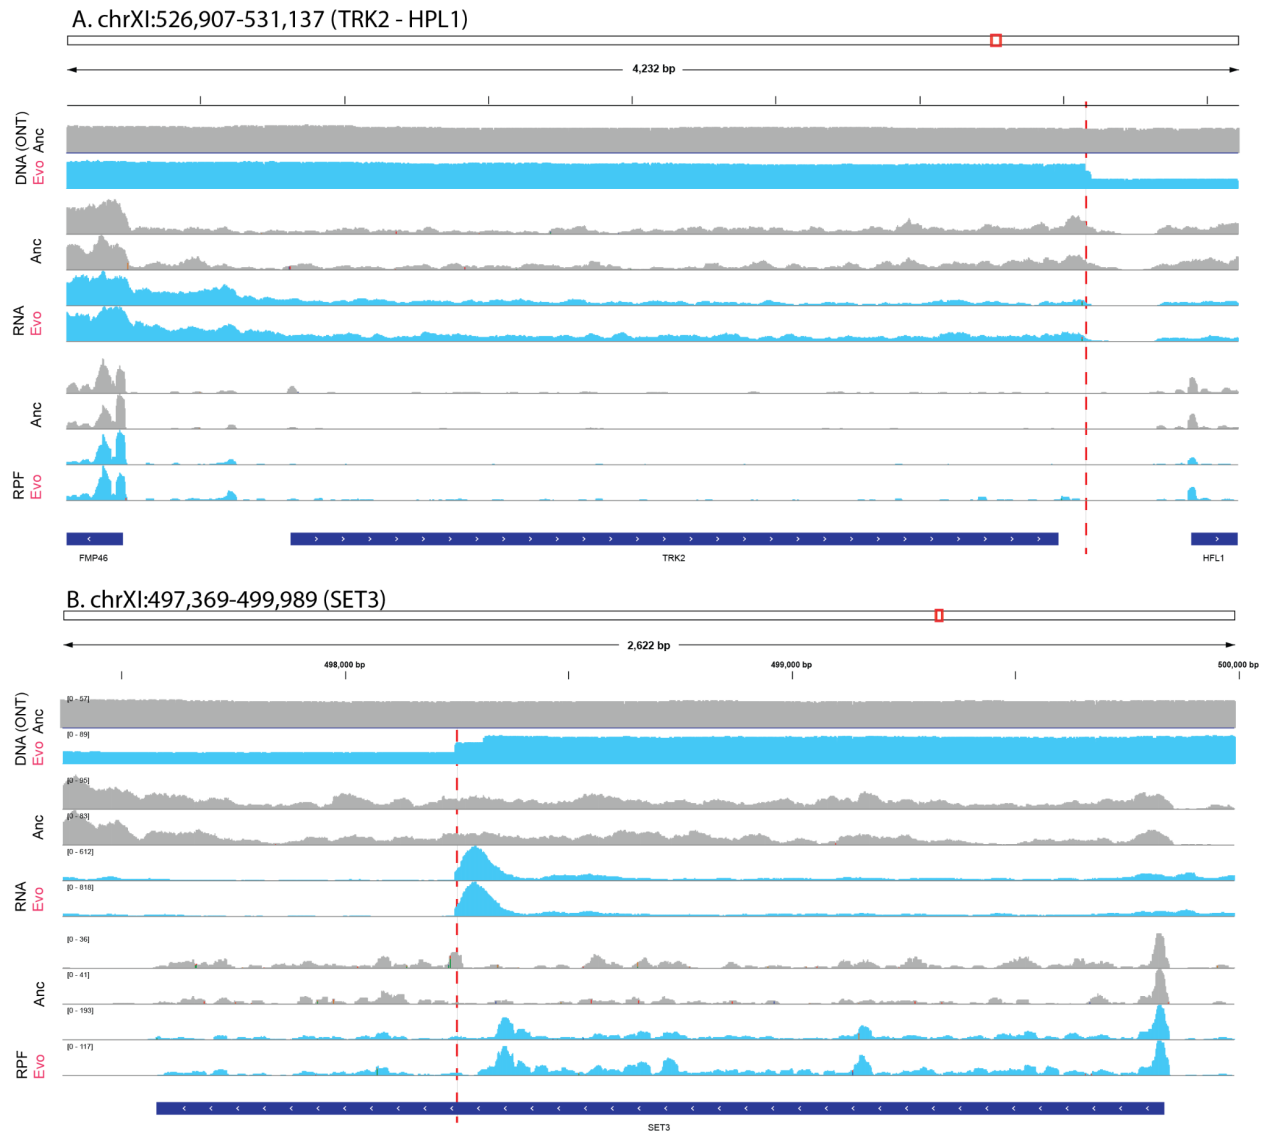

**Figure S6. CNV breakpoint in association with RNA and RPF data for ComQuad (DGY1741) on chromosome XI.** IGV (Robinson et al. 2011) generated tracks showing Ancestor (Grey, DGY1657) and Evolved (Blue, DGY1741) tracks. Long-read DNA (ONT) is the top two tracks followed by RNAseq data (in replicate), and ribosome protected footprints (RPF, in replicate). Vertical dashed line shows the proposed CNV breakpoint. **(A)** Likely breakpoint immediately downstream of *TRK2*. No obvious disruption to expression near locus, although the 3'UTR may be truncated. **(B)**. Likely breakpoint inside of *SET3* with disruption to RNA and RPF expression. This gene is removed from the analysis.

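TRK2, on chromosome XI from 527815 to 530484, had 39.9 CPM ± 15.1 (SD) in ComQuad. Trans was close to this at 45.5 CPM ± 11.4, whereas ODIRA_A and ODIRA_B had 68.7 CPM ± 5.00 and 94.8 CPM ± 1.70. The log2 difference of ComQuad against the mean of the other 3 strains was -0.75 (standard error 0.20, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 2 ComQuad replicates set its size: it was -0.40 without replicate 1 and -1.19 without replicate 2. The log2 ratio of the copy numbers at TRK2 is 0.195, so copy number does not predict this fall.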

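SET3, on chromosome XI from 497578 to 499833, had 136 CPM ± 8.93 (SD) in ComQuad and 222 CPM ± 21.2 over the 6 libraries of the other strains. The fall of 0.70 on the log2 scale exceeded the replicate error (log2 difference -0.70, standard error 0.11, adjusted p = 5.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both ComQuad libraries lay below all others. ComQuad carries 1 copy of the genes before SET3 and 3 of those after it, whereas Trans, ODIRA_A and ODIRA_B carry 3 on both sides.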

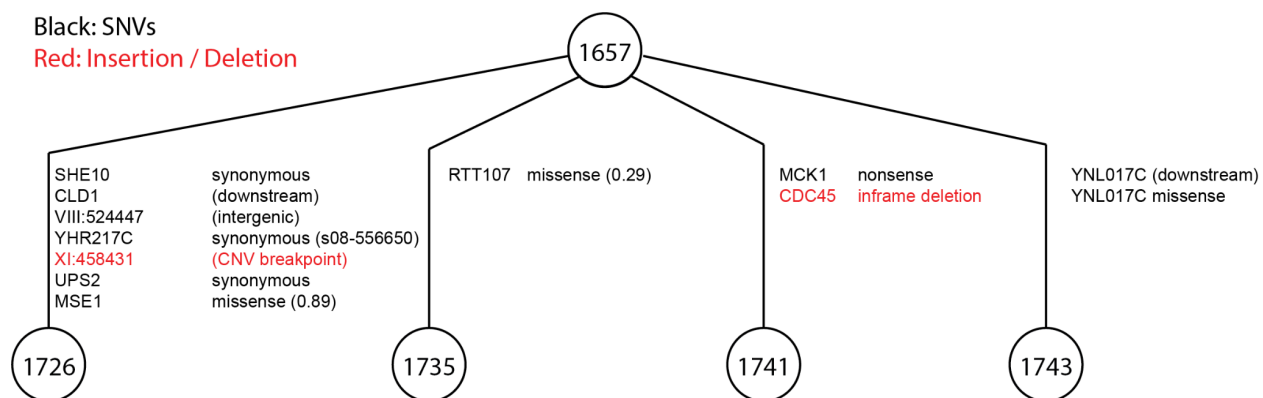

### Figure S7: Mutations in evolved strains

Schematic representing the variants in the evolved strains versus their ancestor. Each variant in black is a SNP while variants in red are Indels. Variants within the CDS of a gene are marked as synonymous, nonsense, or missense. Missense variants also have an estimated mutational effect value (SIFT) when possible with lower values being more severe. In only one case was a CNV breakpoint identified using GATK (XI:458431, DGY1726). All variants are novel (ie. not in Ensembl Variant Catalog) except for the synonymous mutation of YHR217C in DGY1726

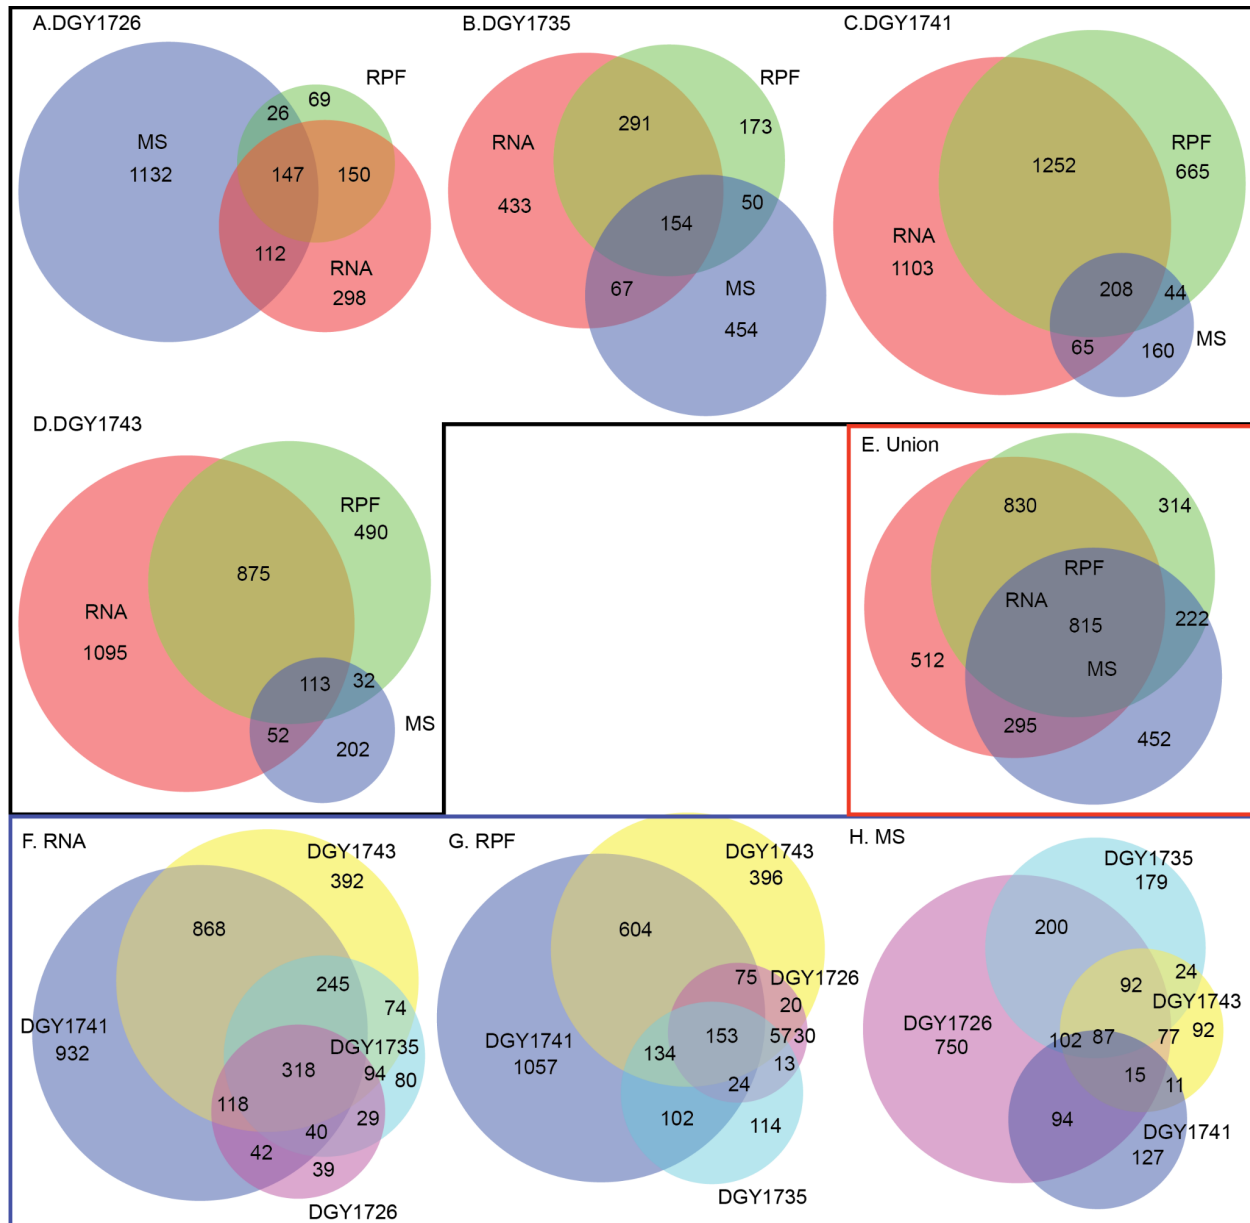

**Figure S8: Differential gene abundances for each strain and level of expression**

Venn diagrams depicting the abundances of significantly differentially expressed genes for each strain (**black box A, B, C, D**). Differential abundances for RNA and RPF used DESeq2 (Benjamin-Hochberg (BH) correction adj.p-value < 0.05); MS used Welch's t-test (BH, adj.p-value < 0.05). The union of these genes at each level (**red box, E**), after removing genes below quality control threshold (methods), as reported in the main text. Venn diagrams depict the overlap of significantly differentially expressed genes between strains at each level of expression (**blue box, F, G, H**).

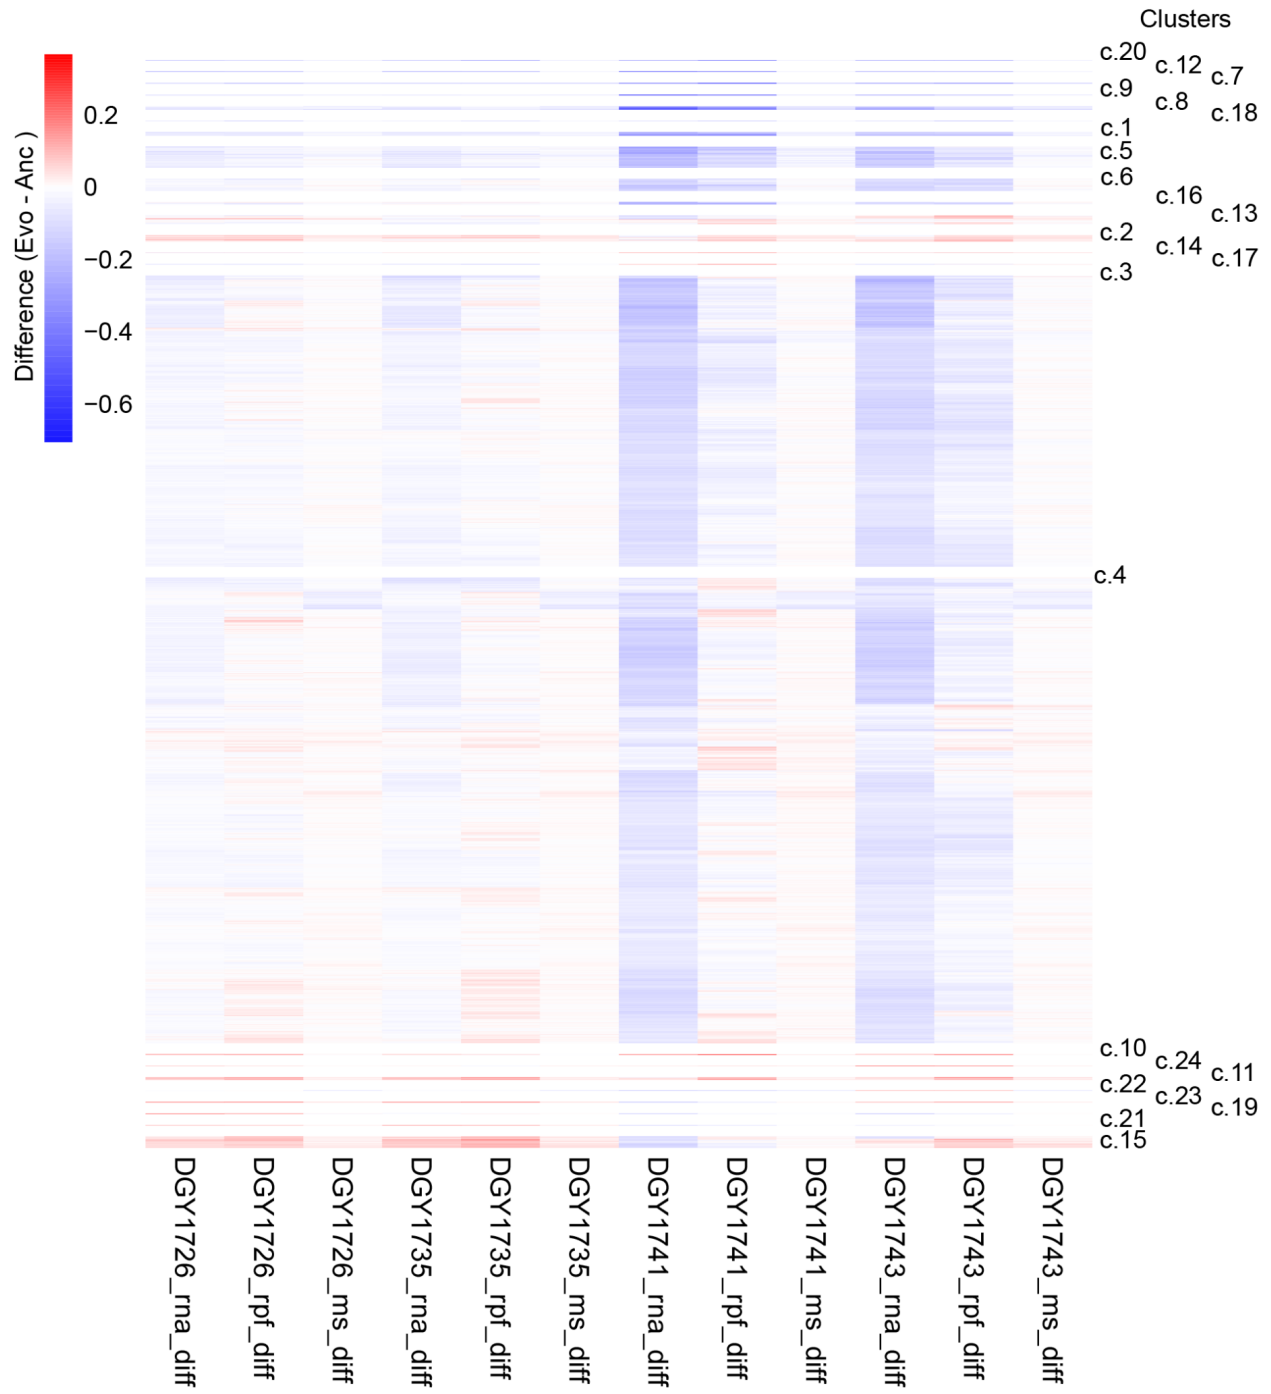

**Figure S9: Heatmap of multi-level expression with clustering (k=24).** Heatmap shows the difference (Evolved - Ancestor) of the Unit Transformed expression data for mRNA, RPF, and MS intensity for all evolved strains. Cluster assignment is available in **Table ST7**.

P-site determination using mORF TIS optimization

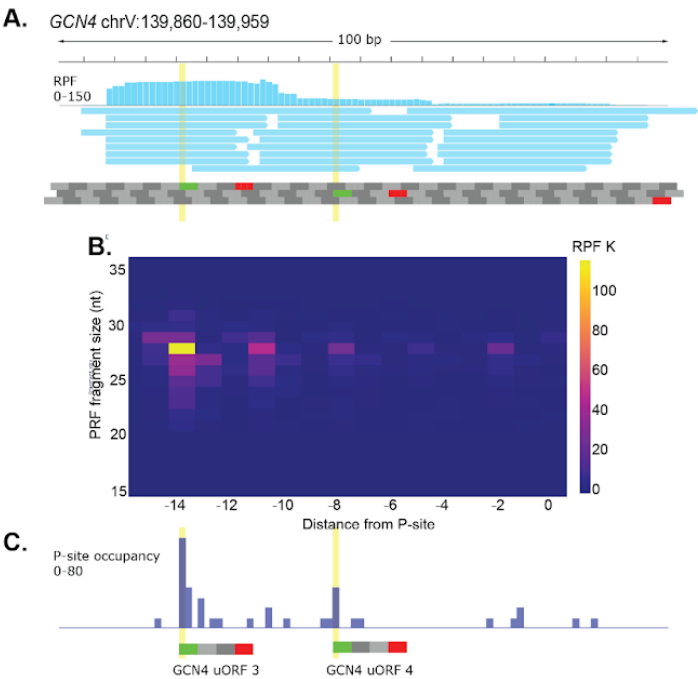

uORF identification features

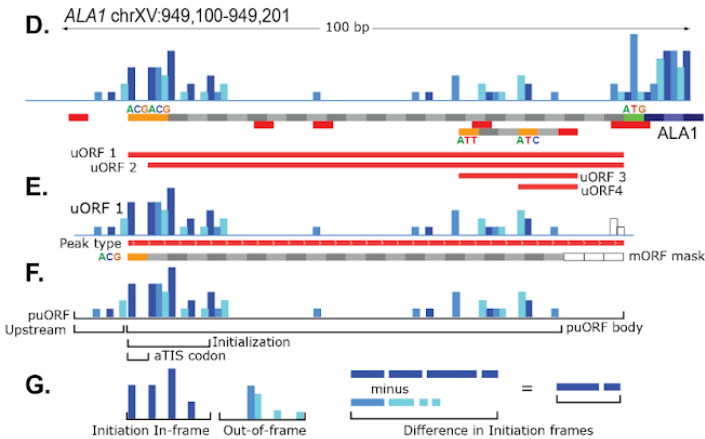

Known uORF quality control and curation

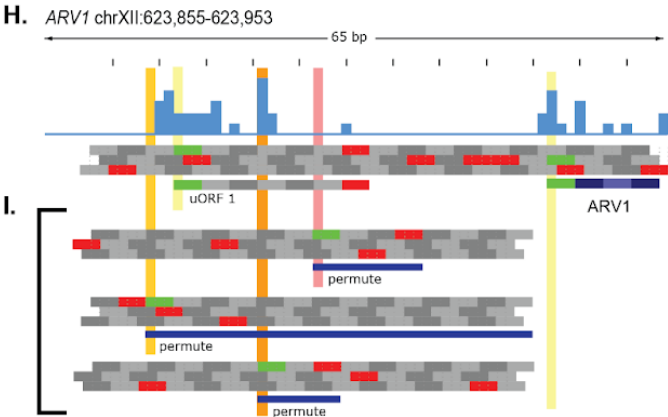

**Figure S10. uORF identification and scoring workflow diagram.** For each ribosome profiling sample uORFish performs the following steps before training a model: step 1) p-site determination, step 2) known uORF curation, and step 3) feature scoring.

The accurate assignment of ribosomes to reading frames is essential for the identification of uORFs (**A**). To address this we find the optimal offset for each fragment size to maximize the p-site occupancy using the annotated start codons of protein coding regions (**B**). This fragment size specific offset is then used to transform RPFs into p-site abundances (**C**).

Unlike previous ML approaches (Spealman et al. 2021) that required both ribosome profiling and RNAseq data in triplicate, we sought to use features derived from only a single replicate of ribosome profiling data. An example of these features are shown using the alternative translation initiation sites (aTISs) of ALA1 (YOR335C). ALA1 encodes an alanyl-tRNA synthetase that has two proteoforms, the one that uses the canonical “AUG” start codon is localized to the cytoplasm, while the longer version using one of two “ACG” start codons is localized to the mitochondria (Chang et al. 2010) (**D**).

Scored features include two categories; start codon and peak/ramp distribution. These categories are used to compare potential uORFs (puORFs) to relevant peers. For example, the scored features for an ACG type uORF should not be expected to have the same distribution as AUG type uORFs. Similarly, while some uORFs have well defined “peaks” of p-site abundances on their TIS (such as those shown for uORF 1 and 2, **D**) others exhibit “ramps” (such as uORF 1 of ARV1, **H**), potentially indicative of ribosome queueing. As such puORFs are categorized both by start codon sequence and p-site distribution type. Each puORF is also scored using regional features (**F**) such as total occupancy upstream, over the body, over the initialization region (Verma et al. 2019) and at the aTIS itself. Finally, we calculate in-frame and out-of-frame scores for each of these regions as well as composites scores, such as the difference in abundance of in-frame and out-of-frame p-sites (**E**).

Finally we want to train our model using feature performance scored on molecularly validated uORFs. However, these uORFs have been validated by a variety methods and under a variety of environmental conditions (Hinnebusch 2005; Spealman and Naik et al. 2018; Eisenberg et al. 2020; May et al. 2023) that, potentially, are not relevant to the experimental condition under consideration. As such, we implement a curation step that compares the performance of each validated uORF against a random null model. An example of this is shown using gene ARV1 (YLR242C), validated by May et al. 2023 (**H**). Each categorical combination of start codon and peak distribution type has its own null model. Each null model is generated by first randomly selecting a gene, randomly scrambling the triplet nucleotide sequence of the TL, then scanning and scoring any uORFs generated at random, this is performed a minimum of 10,000 times per model (**I**). To be considered for training a puORF must have a score that is equal to, or exceeds, the top 5% of the null model scores. In this example ARV1 scores at a 7.8% so is not used for training the model.

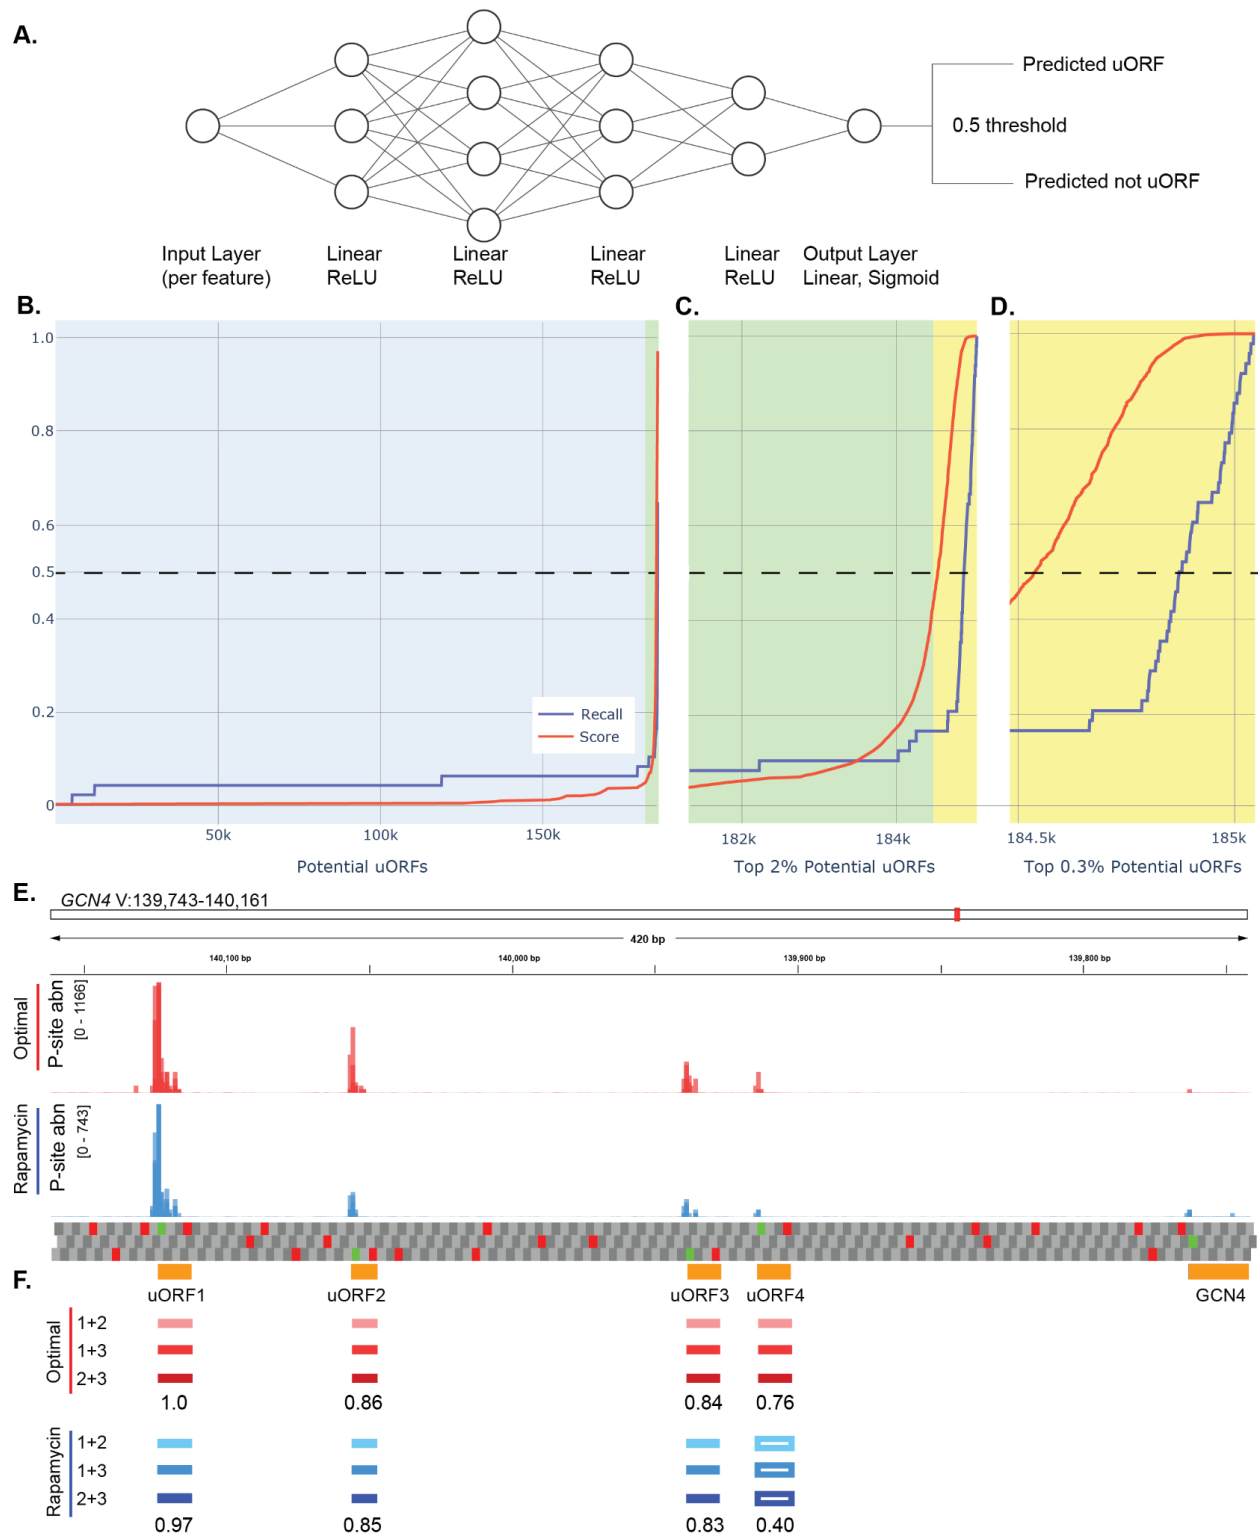

**Figure S11. uORF identification and scoring workflow diagram.** Network diagram for the DNN showing the layers for each feature (**A**), note the sigmoid output layer has a classification threshold of 0.5. One evaluation of DNN performance comparing Score (red line) and Recall

(blue line, percent True, eg. molecularly validated uORFs). Three ranges are shown for performance, including the whole range (**B**), the top 2% (**C**) and the top 0.3% (**D**). With a classification threshold of 0.5 (dotted line) we see that only the top performing ~ 0.25% of potential uORFs are classified as uORFs, with more than 80% of the molecularly validated uORFs being correctly classified as such.

The long right hand Recall tail is composed of molecularly validated uORFs that are often underutilized in the evaluated condition, one example of this is *GCN4* uORF 4 (**F**). Here we show P-site abundances for both Optimal and Rapamycin conditions (Nedialkova and Leidel 2015), we also show the respective resolved predictions made by *uORF**ish*. Resolved uORFs are the highest scoring, non-overlapping uORFs present in two replicates, and each row shows the agreement between two replicates (1 and 2, 1 and 3, 2 and 3). Mean scores across combined replicates are shown. This shows a high degree of agreement and suggests that the use of only two replicates, as is the case in the main study, is well-powered. Notably, we find uORF 4 fails to be called in the Rapamycin treatment condition (blue hollow boxes, mean score = 0.40). This is in agreement with uORF 4 being most active under optimal growth conditions, whereas the translation of uORF 4 prevents the translation of *GCN4* (Abastado et al. 1991).

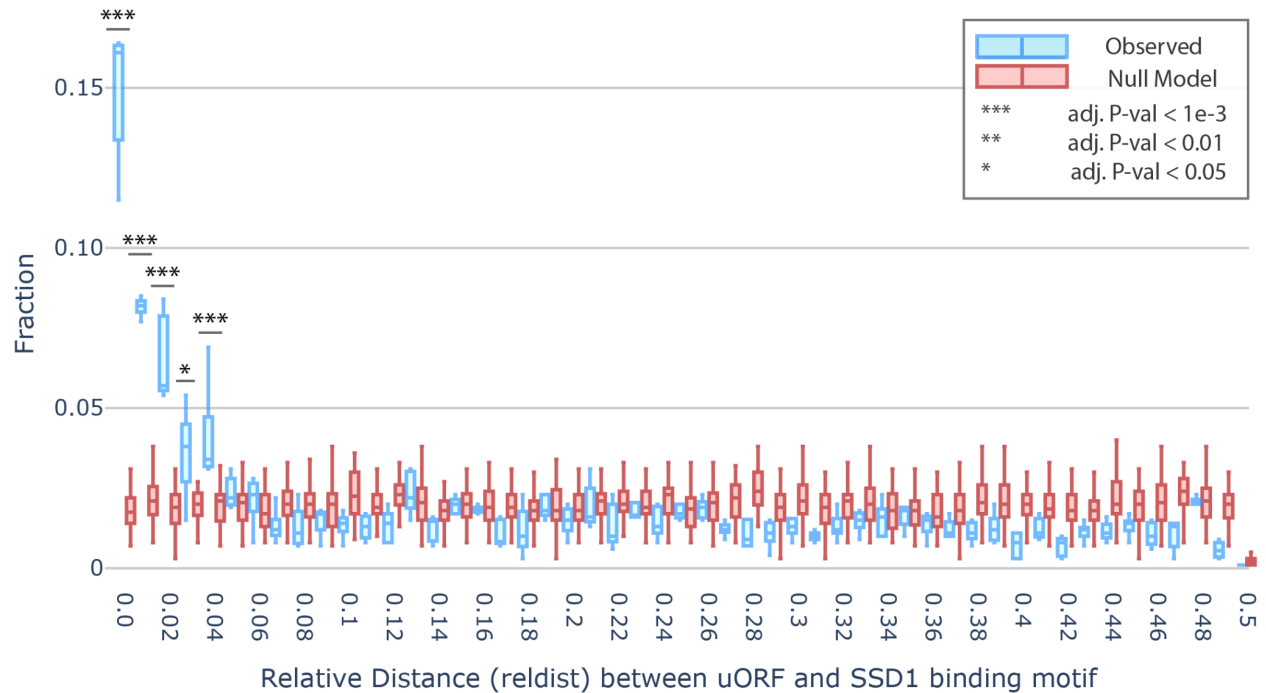

**Figure S12: Relative distance between uORF and SSD1 binding motif:** Boxplot showing the relative distance (Favorov et al. 2012), between overlapping uORFs and SSD1 motifs in transcript leaders (0 - 0.5). Vertical axis shows the fraction of total co-occurrences observed at each percentage distance (median, all strains). The co-occurrence of uORFs and SSD1 binding motifs observed (blue) versus a null model (red). The null model is the median of ten randomly shuffled genome sequences, SSD1 motifs were identified in the shuffled genome, and the distances from these to the identified uORFs was calculated for each strain. Reldist was calculated using bedtool's *reldist* function (Quinlan and Hall 2010). The first five percent positions (0.0 - 0.04) have significantly higher rates of co-occurrence than the null model, suggesting that there is close local positional enrichment of these two regions.

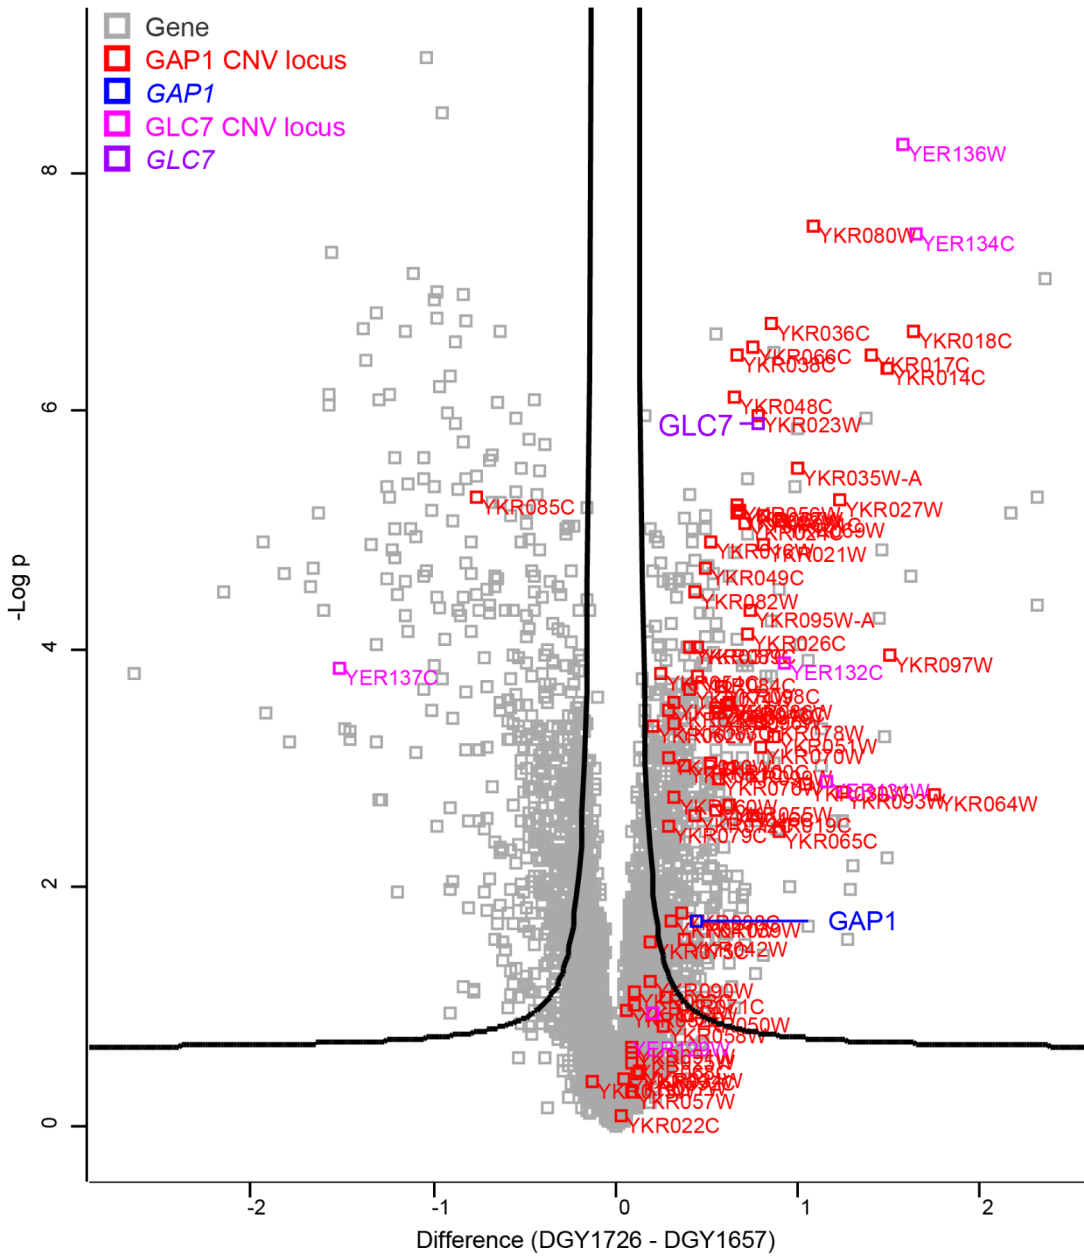

**Figure S13: Differential Protein Abundance Results for Trans (DGY1726).** Volcano plot of results of Welch's t-test between Trans (DGY1726) and Ancestor (DGY1657). Two regions of the genome have been CNV amplified. Genes amplified with the GAP1 locus are shown in red, *GAP1* is shown in blue. Genes amplified with the GLC7 locus are shown in pink, *GLC7* is shown in purple.

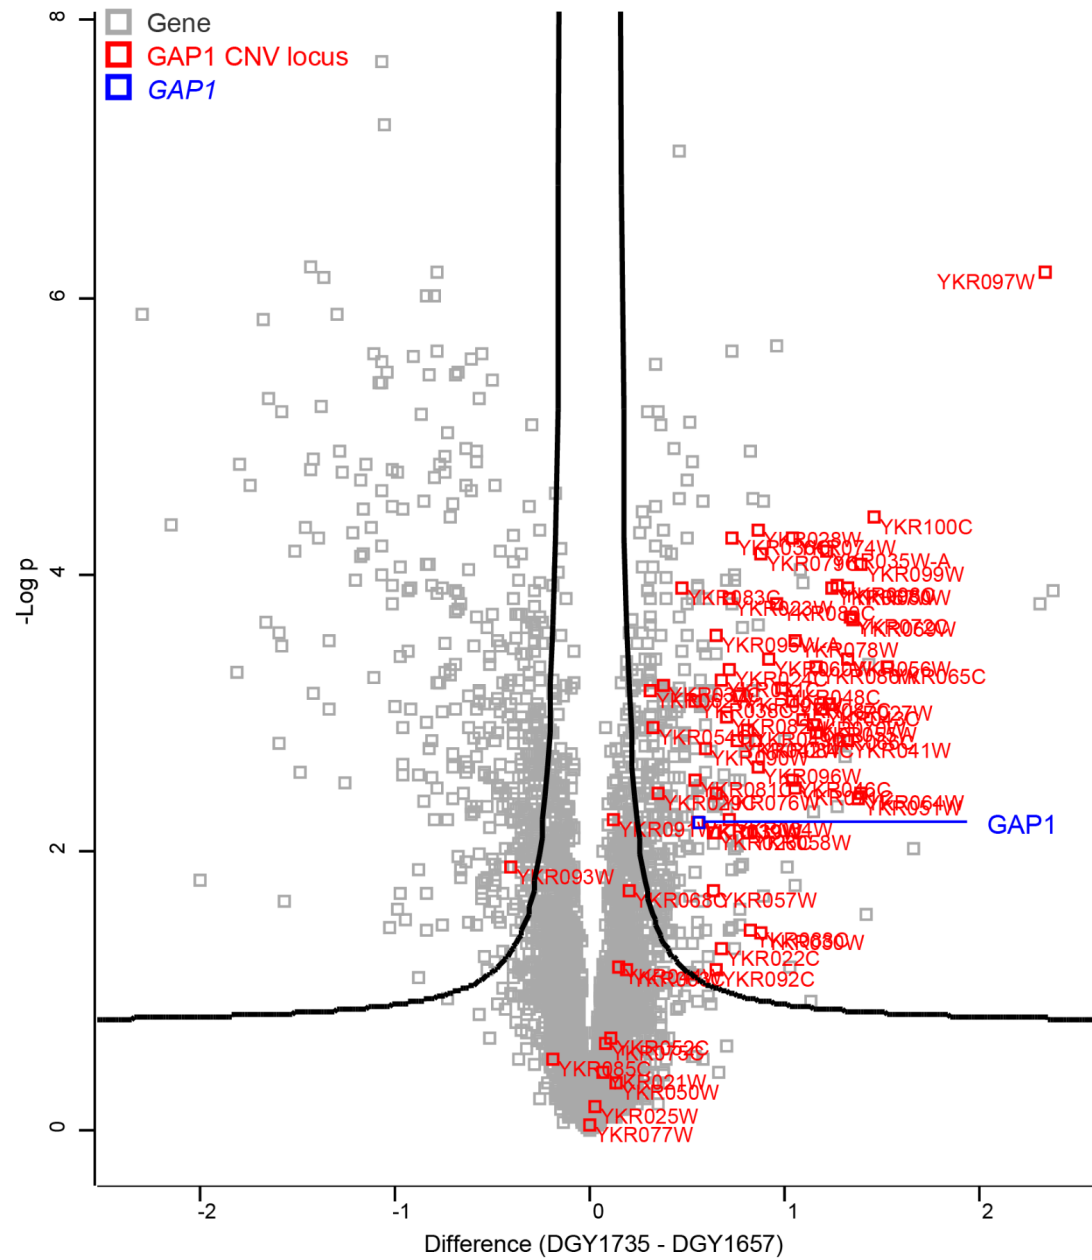

**Figure S14: Differential Protein Abundance Results for ODIRA\_A (DGY1735).** Volcano plot of results of Welch's t-test between ODIRA\_A (DGY1735) and Ancestor (DGY1657). Genes amplified in the GAP1 locus are shown in red, *GAP1* is shown in blue.

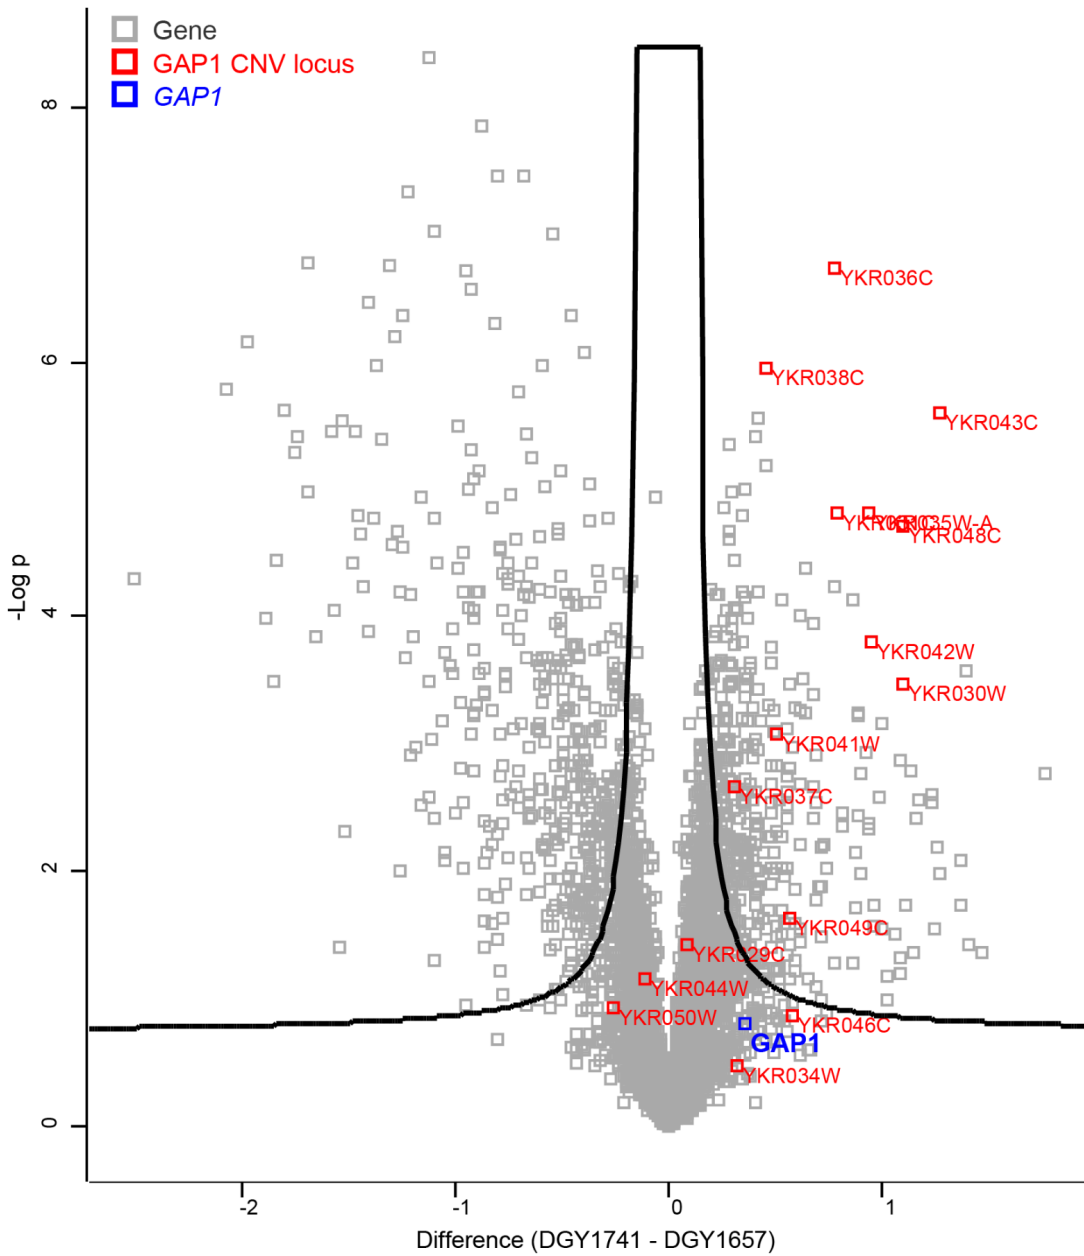

**Figure S15: Differential Protein Abundance Results for ComQuad (DGY1741).** Volcano plot of results of Welch's t-test between ComQuad (DGY1741) and Ancestor (DGY1657). Genes amplified in the GAP1 locus are shown in red, *GAP1* is shown in blue. Note that *GAP1* protein abundance in ComQuad is not significantly different from the Ancestor despite having been amplified to a copy-number of 4.

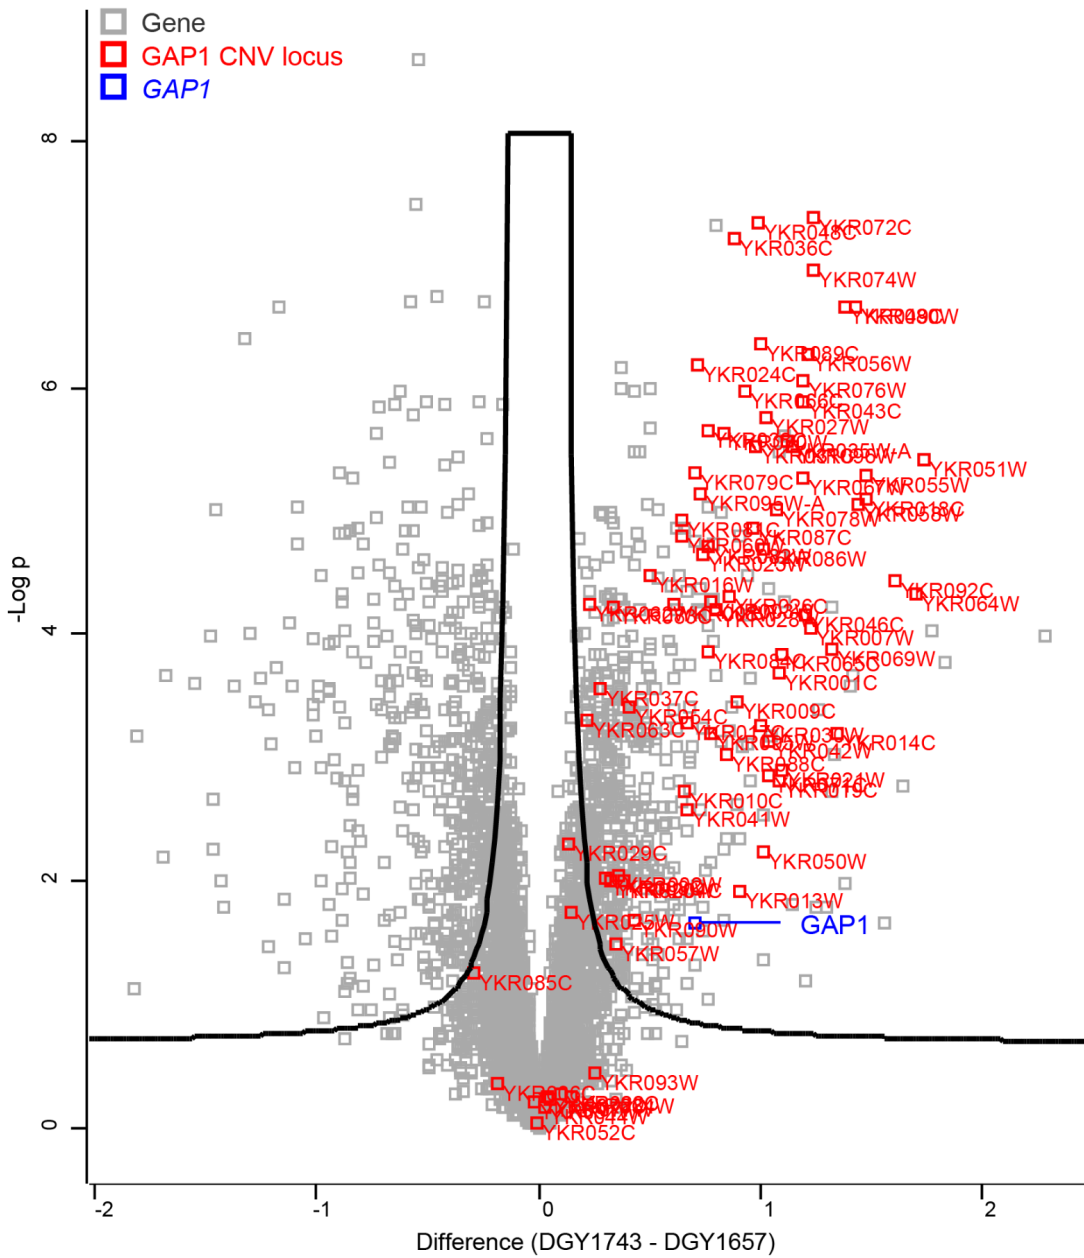

**Figure S16: Differential Protein Abundance Results for ODIRA\_B (DGY1743).** Volcano plot of results of Welch's t-test between ODIRA\_B (DGY1743) and Ancestor (DGY1657). Genes amplified in the GAP1 locus are shown in red, *GAP1* is shown in blue.

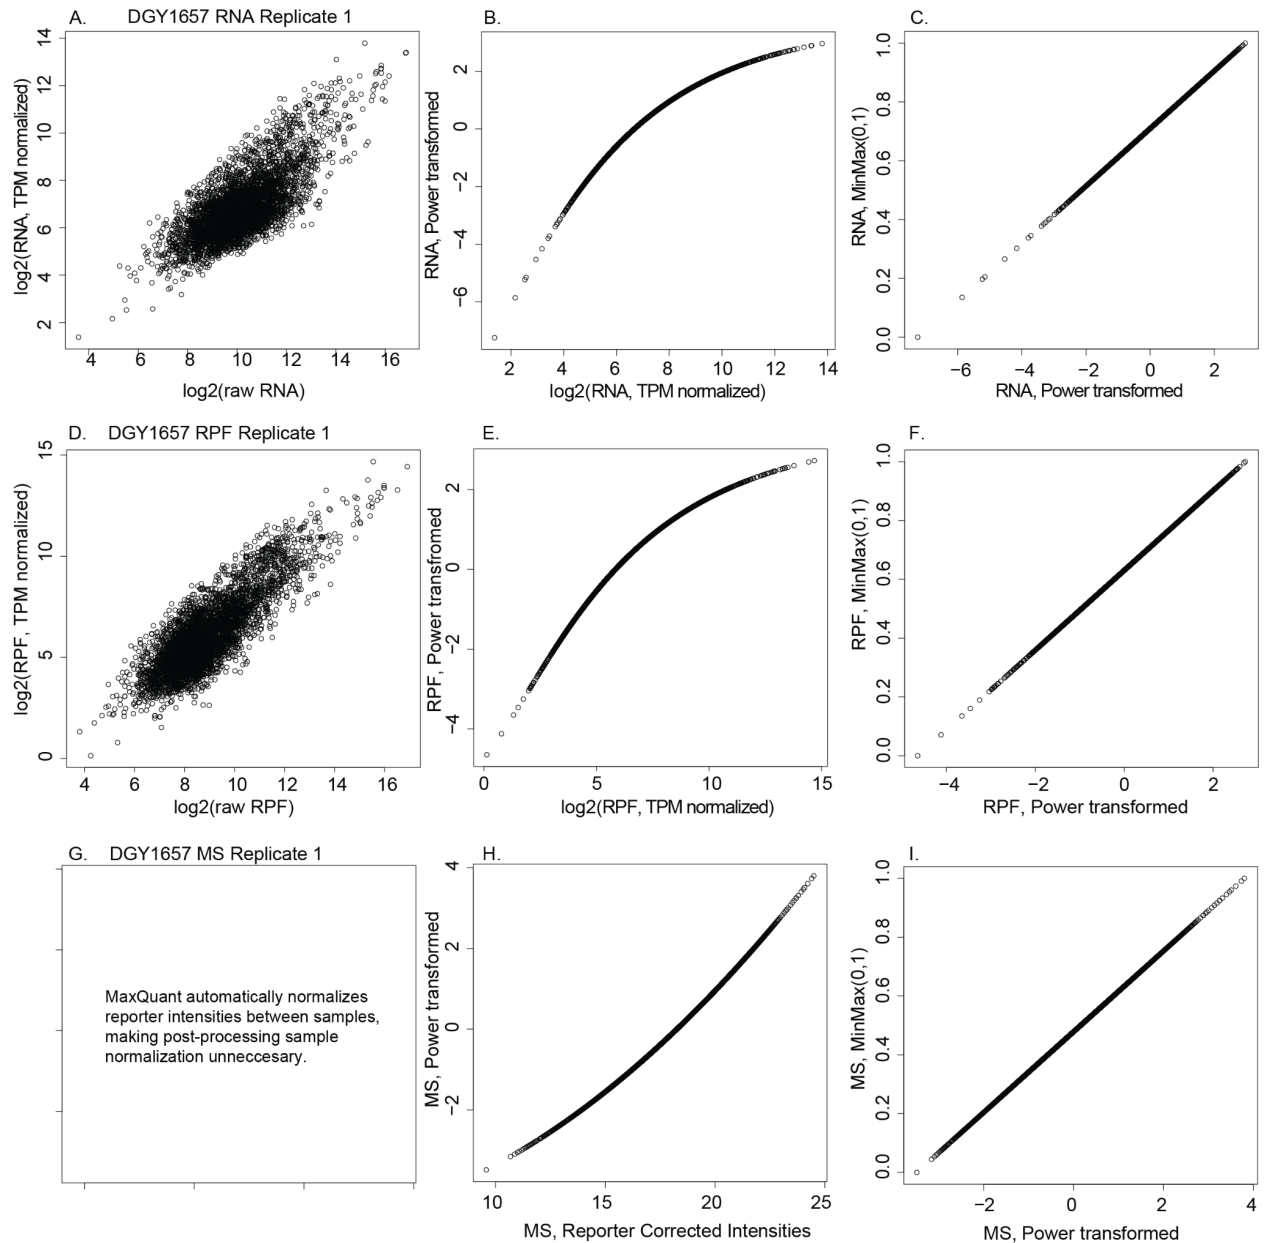

**Figure S17: Example of Power Transform of Expression Data.** In order to evaluate changes in protein efficiency (MS/RPF) we wanted to have a robust differential test that could evaluate these two levels of expression. One critical step is transforming and scaling the data. Large numerical differences in scale separate expression data, with RNA and RPF ranging from 10-100,000 read counts per gene compared to 10-25 peptide reporter intensities from MS data. To compare these directly we sought to transform the data into similarly scaled units. For RNA and RPF data (**A, D**) we first normalize between samples for sequencing depth using TPM (Li and Dewey 2011). Next (**B, E, H**), we bring measurements within a similar scale using a Box-Cox Power Transform (Box and Cox 1964). This has the added benefit of retaining, reinforcing the Gaussian distribution. This is followed by a MinMax transformation (**C, F, I**) to keep all values positive. Both Power Transform and MinMax were implemented using Scikit-learn (Pedregosa et al. 2011).

## A. General Linear Model for Translation Efficiency

**RPF, RNA data has not been transformed**

```
Evo_rpf_median = median(Evo RPF_rep_1, Evo RPF_rep_2)
Evo_rna_median = median(Evo RNA_rep_1, Evo RNA_rep_2)
Anc_rpf_median = median(Anc RPF_rep_1, Anc RPF_rep_2)
Anc_rna_median = median(Anc RNA_rep_1, Anc RNA_rep_2)

glm_fit = glm(
  (Evo_rpf_median) ~ (Anc_rna_median * Anc_rpf_median * Evo_rna_median),
  family = gaussian)
```

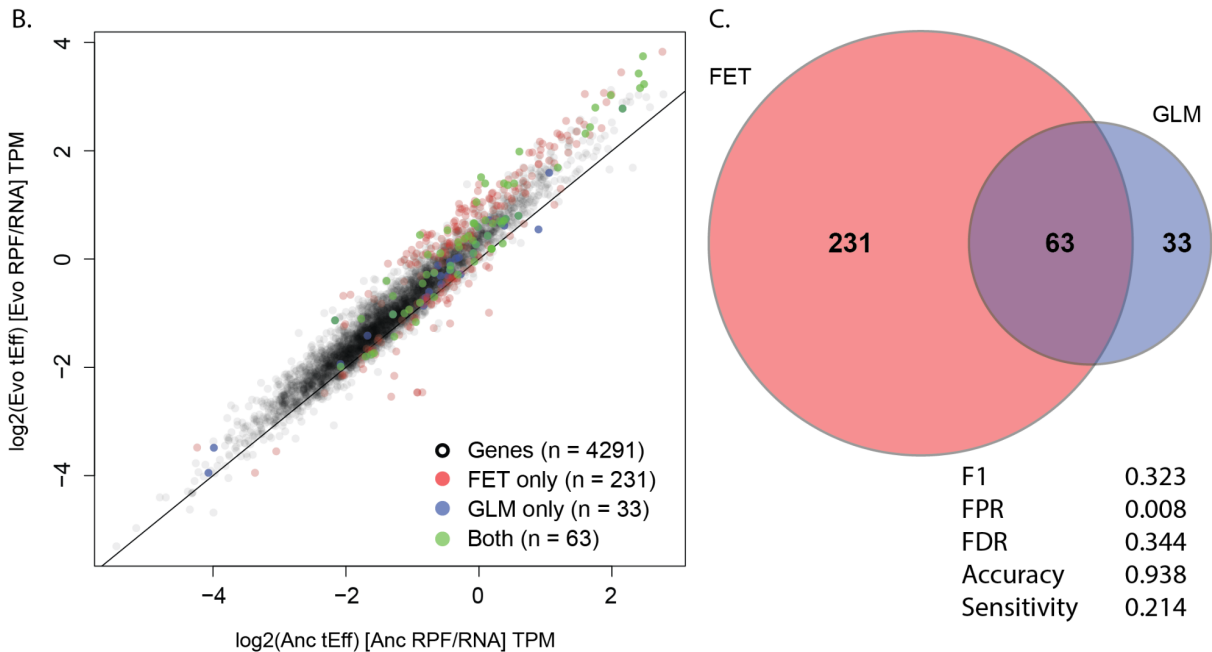

**Figure S18: Generalized linear model performance on translation efficiency data.** To identify changes in efficiency without transforming the data we used a Gaussian generalized linear model, here written for translation efficiency using RPF and RNA data from the Trans (DGY1726) strain (**A**). Genes with standardized residuals greater than 1.96 were defined as significant outliers. The results of this model were compared to the results of an FET analysis of the same data (**B**). FET identified 294 genes with significantly different translation efficiency, GLM identified 96 genes, of which 63 genes were identified by both methods (**C**). We can compare results between methods by letting the FET results represent the ideal identification case, such that if a gene is identified by both FET and GLM it constitutes a true positive (TP), if absent from GLM a false negative (FN), absent from FET a false positive (FP), and absent from both a true negative (TN).  $F1 = 2TP / (2TP + FP + FN)$ ;  $FPR = FP / (FP + TN)$ ;  $FDR = FP / (FP + TP)$ ;  $Accuracy = (TP + TN) / (Total\ Positive + Total\ Negative)$ ;  $Sensitivity = TP / (TP + FN)$ .

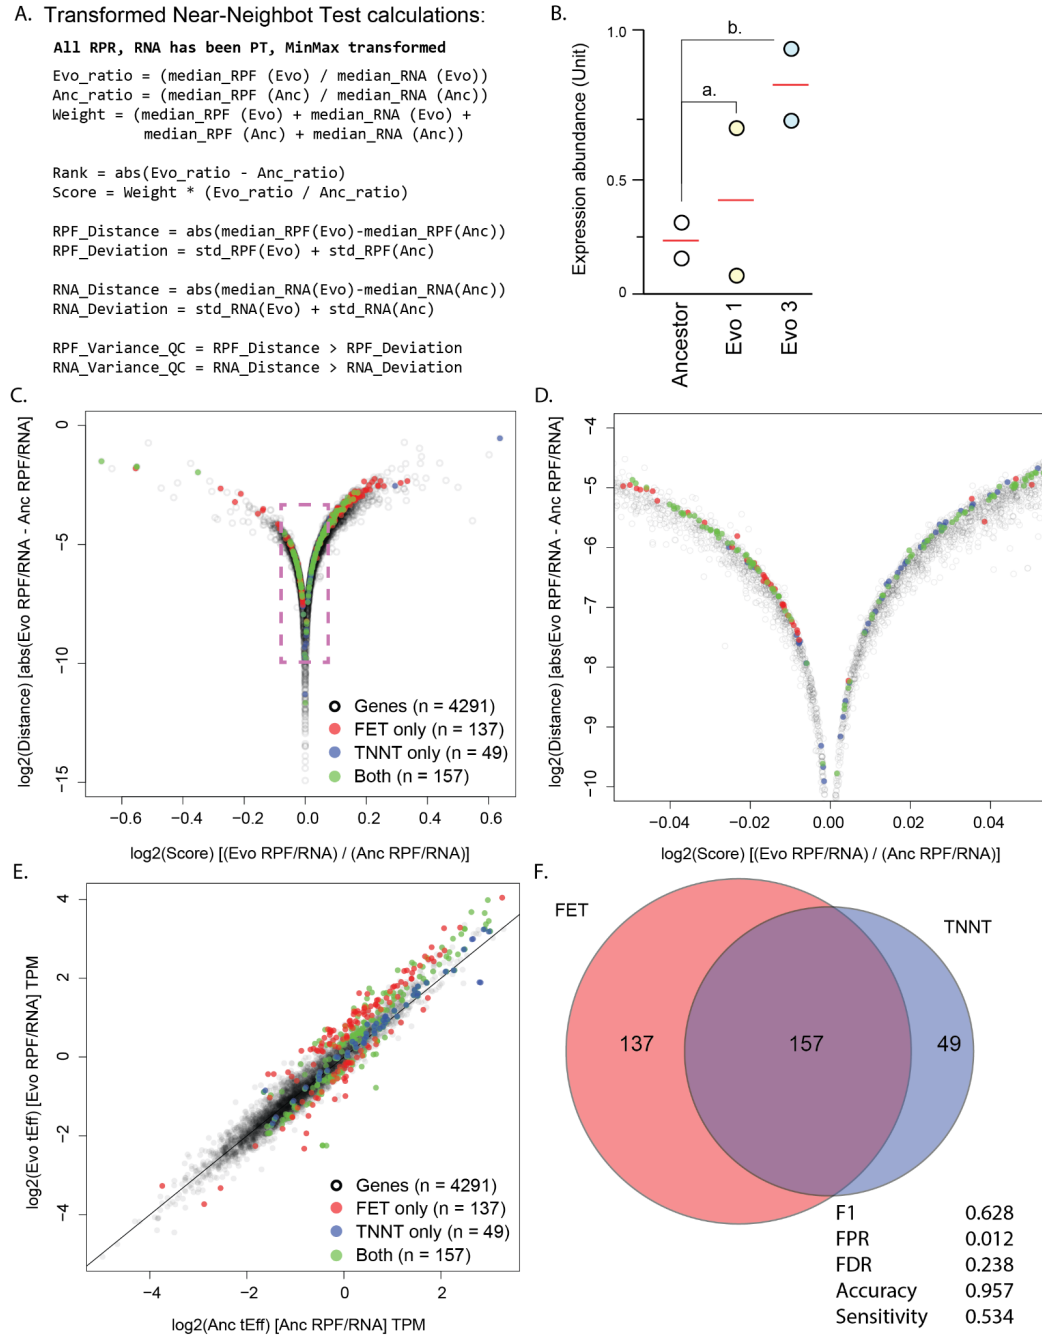

**Figure S19: Example of TNNT at two levels of expression.** We also evaluated the performance of a transformed data and near-neighbor test (TNNT) using translation efficiency data. After scaling the expression data each gene is **ranked** using the distance between the protein efficiency ratios and **scored** using the ratio multiplied by the weight (**A**). Genes with in-sample variance greater than difference are removed (eg. gene “a” in **B**). The FDR is determined by subsampling. Similar to the GLM analysis, we can compare the performance to FET. Using a distance by score plot we find close agreement globally (**C**) and locally (**D**). Similarly after mapping these results back into untransformed units (**E**). FET identified 294 genes, TNNT identified 206 genes, 157 of which were also identified by FET (**F**). Comparison metrics are calculated as above (Figure S1).

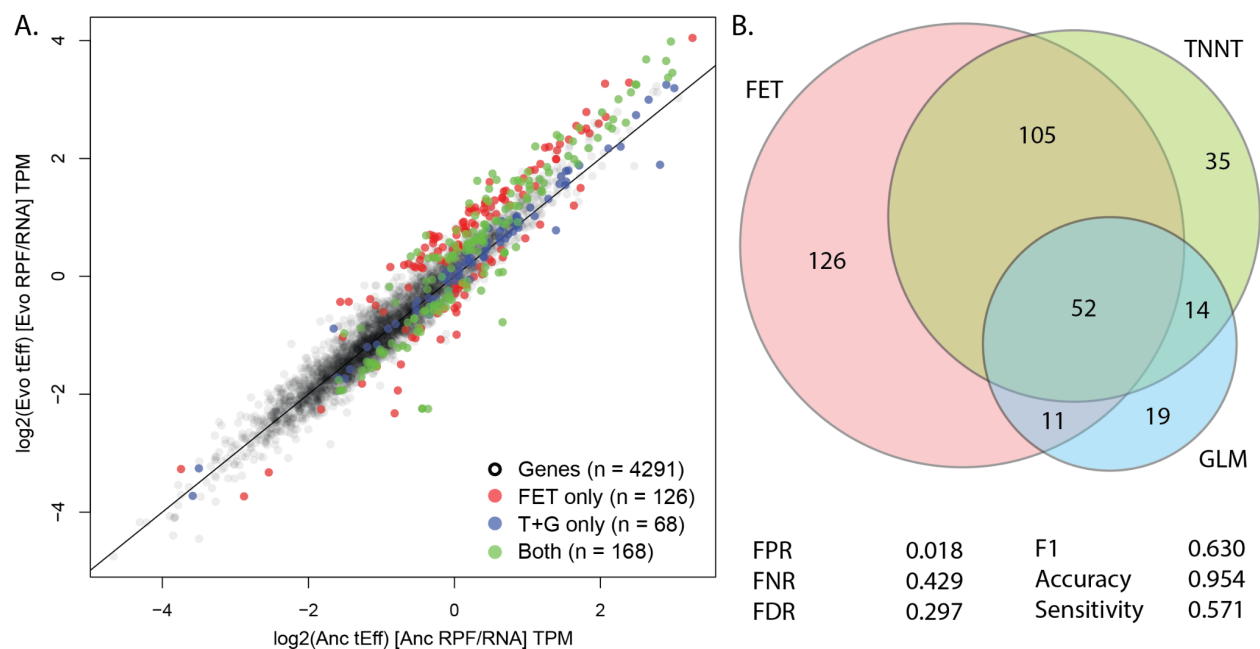

**Figure S20: Combined analysis of translation efficiency using both TNNT and GLM.** We also sought to compare the performance between the TNNT and GLM methods. Projecting the identified genes into untransformed evolved and ancestor efficiencies we find broad agreement (**A**) with 11 additional novel identifications made by the GLM method. Performance compared to the FET test of translation efficiency ratios finds reasonable agreement with a false positive rate of 0.02, a false negative rate of 0.43 and a F1 score of 0.63 (**B**). This additive combination of GLM and TNNT methods (now referred to as **TNNTg**) is used for further analysis of protein expression efficiency data (Figure 4 in the main text).

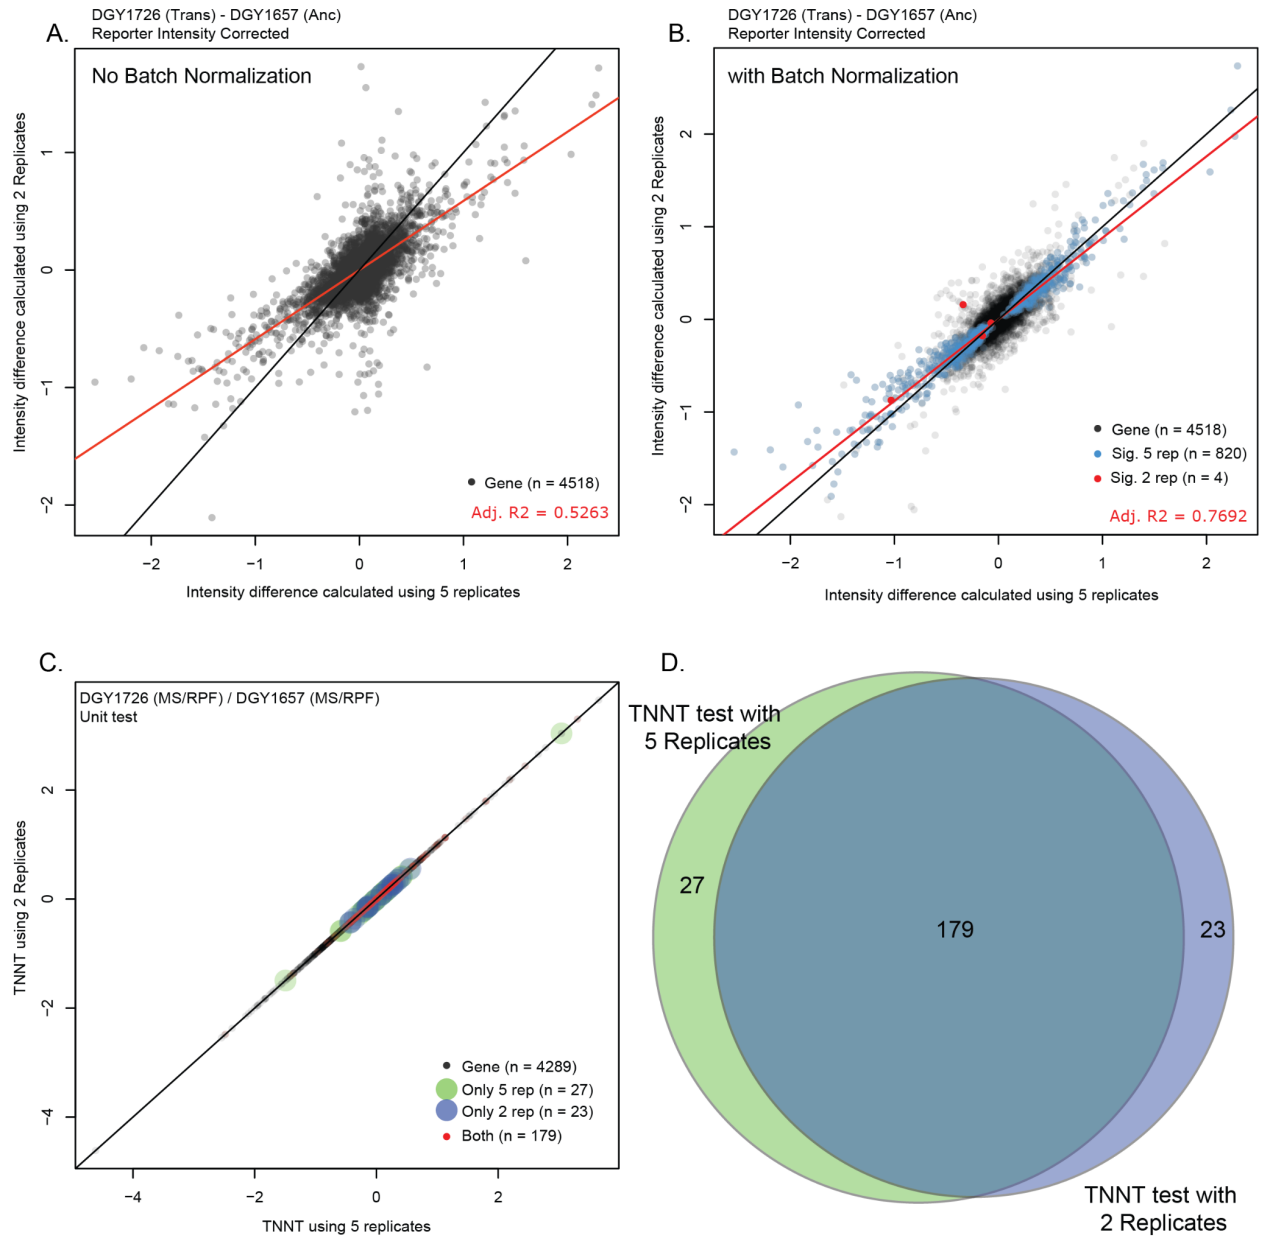

**Figure S21: Effect of imbalance in replicates on analysis and TNNT performance.** For each strain we have 2 replicates of RNAseq and ribosome profiling and 5 replicates of mass spectrometry. While variance in MS measurements usually requires more replicates than NGS data, we sought to evaluate the effect this imbalance has on our analysis. To do so we re-ran our proteomics analysis for strain DGY1726 using only 2 MS replicates (replicates 1 and 2). Batch normalization is a critical step in MS experiments (Yu, Kyriakidou, and Cox 2020), which relies on higher numbers of replicates (3+). Removing this step does remove a significant component of the signal as the background variance is unreduced. **(A)** We performed the Welch's T-test using data without batch normalization for both the 2 and 5 replicate data and found low correlation between the two analyses (adj.R<sup>2</sup> = 0.51).

We next kept all MS replicates to perform batch normalization before removing them for all further downstream analysis. **(B)** Re-running Welch's t-test with batch correction we find a much higher

correlation ( $\text{adj. } R^2 = 0.77$ ) - however it is still very statistically underpowered with only 4 genes identified as significantly different (BH. adj. pval < 0.05). **(C)** Finally, we can evaluate the effect this has on protein efficiency by using the TNNT. Using this approach we find a very high correlation between the MS/RPF values of the 5 replicate and 2 replicate runs ( $\text{adj } R^2 \sim 1$ ), furthermore gene agreement is also highly similar **(D)**.

## Supplemental tables:

### **Supplemental table 1: ST1\_chemostat\_gene\_relative\_copy\_number.tsv**

Table containing resolved copy number on a gene by gene by strain basis.

**Supplementary Table ST2: Spearman  $\rho$  correlation between replicates and between levels of expression.**

|                |          |          |          |
|----------------|----------|----------|----------|
| <b>DGY1657</b> | RNA      | RPF      | MS       |
| RNA            | 0.98966  | 0.70425  | 0.584004 |
| RPF            |          | 0.990533 | 0.628283 |
| MS             |          |          | 0.996504 |
| <b>DGY1726</b> | RNA      | RPF      | MS       |
| RNA            | 0.987811 | 0.635839 | 0.573157 |
| RPF            |          | 0.959884 | 0.60123  |
| MS             |          |          | 0.998446 |
| <b>DGY1735</b> | RNA      | RPF      | MS       |
| RNA            | 0.987192 | 0.627072 | 0.545272 |
| RPF            |          | 0.979158 | 0.61208  |
| MS             |          |          | 0.99717  |
| <b>DGY1741</b> | RNA      | RPF      | MS       |
| RNA            | 0.991494 | 0.612493 | 0.508551 |
| RPF            |          | 0.992748 | 0.582381 |
| MS             |          |          | 0.989193 |
| <b>DGY1743</b> | RNA      | RPF      | MS       |
| RNA            | 0.982327 | 0.618318 | 0.50822  |
| RPF            |          | 0.987891 | 0.595538 |
| MS             |          |          | 0.993212 |

**Supplementary Table ST3: Spearman *rho* correlation between strains and between levels of expression.**

| <b>RNA</b> | DGY1726  | DGY1735  | DGY1741  | DGY1743  |
|------------|----------|----------|----------|----------|
| DGY1657    | 0.963762 | 0.945636 | 0.885821 | 0.906666 |
| DGY1726    |          | 0.978994 | 0.912389 | 0.939575 |
| DGY1735    |          |          | 0.904653 | 0.945145 |
| DGY1741    |          |          |          | 0.939695 |
| <b>RPF</b> | DGY1726  | DGY1735  | DGY1741  | DGY1743  |
| DGY1657    | 0.946509 | 0.946274 | 0.892832 | 0.922275 |
| DGY1726    |          | 0.9527   | 0.892116 | 0.939025 |
| DGY1735    |          |          | 0.876115 | 0.929458 |
| DGY1741    |          |          |          | 0.916981 |
| <b>MS</b>  | DGY1726  | DGY1735  | DGY1741  | DGY1743  |
| DGY1657    | 0.990968 | 0.990221 | 0.987052 | 0.989726 |
| DGY1726    |          | 0.996515 | 0.991433 | 0.996051 |
| DGY1735    |          |          | 0.991952 | 0.996022 |
| DGY1741    |          |          |          | 0.991495 |

**Supplemental Table ST4: Results of DESeq2 on RNA**

Table containing the results of DESeq2 pairwise tests performed between each evolved strain and the ancestor using observed RNA abundances.

**Supplemental Table ST5: Results of DESeq2 on RPF**

Table containing the results of DESeq2 pairwise tests performed between each evolved strain and the ancestor using RPF abundances.

**Supplemental Table ST6: Results of Welch's t-test on MS intensities**

Table containing the results of Welch's t-test pairwise tests performed between each evolved strain and the ancestor using mass spectrometry intensities.

**Supplemental Table ST7: Genes with cluster assignment**

Table containing the gene name and assigned cluster for all genes in Figure 2A and Supplemental Figure 9.

**Supplemental Table ST8: Results of DESeq2 on RNA Expected versus Observed**

Table containing the results of DESeq2 pairwise tests performed between the expected RNA abundance of each evolved strain and the observed RNA abundance in the ancestor.

**Supplemental Table ST9: Summary of Genes with Increased Transcription Efficiency**

| <b>SigUp</b>   | <b>Sig CNN</b> | <b>CNN</b> | <b>pct</b> | <b>Sig CNV</b> | <b>CNV</b> | <b>pct</b> | <b>FET, pval</b> |
|----------------|----------------|------------|------------|----------------|------------|------------|------------------|
| <b>DGY1726</b> | 93             | 4207       | 2.2        | 3              | 100        | 3          | 0.49             |
| <b>DGY1735</b> | 167            | 4222       | 4          | 4              | 77         | 5.2        | 0.55             |
| <b>DGY1741</b> | 909            | 4274       | 21.3       | 5              | 18         | 27.8       | 0.58             |
| <b>DGY1743</b> | 569            | 4210       | 13.5       | 20             | 91         | 22         | 0.64             |
| <b>SigDown</b> | <b>Sig CNN</b> | <b>CNN</b> | <b>pct</b> | <b>Sig CNV</b> | <b>CNV</b> | <b>pct</b> | <b>FET, pval</b> |
| <b>DGY1726</b> | 257            | 4207       | 6.1        | 9              | 84         | 10.7       | 0.12             |
| <b>DGY1735</b> | 440            | 4222       | 10.4       | 11             | 69         | 15.9       | 0.18             |
| <b>DGY1741</b> | 1112           | 4274       | 26         | 4              | 17         | 23.5       | 1                |
| <b>DGY1743</b> | 916            | 4210       | 21.8       | 19             | 81         | 23.5       | 0.79             |

Table containing the number of genes per strain that have significantly higher (Up, first 4 rows) or lower (Down, last four rows) transcription efficiency (DESeq2, adj.pval <= 0.05). No significant difference is found between CNVs and copy-number normal (CNN) genes.

**Supplemental Table ST10: Results of Fisher's Exact Test on Translation Efficiency**

Table containing the results of Fisher's exact test (FET) conducted pairwise on ratios of TPM transformed RPF and TPM transformed RNA abundances for evolved strain and the ancestor.

**Supplemental Table ST11: Results of TNNTg on MS and RPF**

Table containing the results of TNNTg. The test was conducted pairwise on ratios of unit transformed MS and unit transformed RPF abundances for evolved strain and the ancestor.

**Supplemental Table ST12: GATK Variant Calls**

Single nucleotide variants and indels identified by GATK in the strains in conjunction with variant effect prediction annotation by Ensembl VEP when possible. GATK was run using default options against a modified reference genome containing the Gresham GFP reporter (Lauer et al. 2018). For Supplemental Figure 2 these were further reduced for the evolved by removing variants present in the ancestor.

**Supplemental Table ST13: CVish predicted boundaries**

CNV/SV boundaries for all strains predicted by CVish using Illumina sequencing reads. CVish was run using default options against a modified reference genome containing the Gresham GFP reporter (Lauer et al. 2018). Each tab represents a strain and uses the gff format.

**Supplemental Table ST14: uORFish predicted uORF results.**

Table containing the results of *uORFish* (v1.3) run (using default) on the ribosome profiling data for each replicate of each strain. *uORFish* was run using default options, all potential predictions with a score of at least 0.5 are included. Only uORFs with scores of at least 0.5 in both replicates were included in the study.

**Supplemental Table ST15: Results of SSD1 motif scan**

Table containing the results of a motif search for the conserved *SSD1* motif ('CNYUCNYU', reported by Bayne et al. 2022) located within the transcript leaders (5'UTRs) of protein coding genes.

## Supplemental files:

**Supplemental File 1: SF1\_Saccharomyces\_cerevisiae.R64-1-1.ncrna\_wo\_ncrna\_genes.fa**

Custom fasta file used to filter out snRNA, snoRNA, rRNA, and tRNA but not potentially translated non-coding RNA.

**Supplemental File 2: SF2\_MaxQuant\_16plex\_template\_10262023.txt**

Isobaric weight template for MaxQuant for 16plex TMT-labeled MS.

**Supplemental File 3: SF3\_parameters.txt**

Parameters file for MaxQuant analysis for MS data.

## Works cited:

- Abastado, J. P., P. F. Miller, B. M. Jackson, and A. G. Hinnebusch. 1991. "Suppression of Ribosomal Reinitiation at Upstream Open Reading Frames in Amino Acid-Starved Cells Forms the Basis for GCN4 Translational Control." *Molecular and Cellular Biology* 11 (1): 486–96.
- Box, G. E. P., & Cox, D. R. (1964). An Analysis of Transformations. *Journal of the Royal Statistical Society. Series B (Methodological)*, 26(2), 211–252.  
<http://www.jstor.org/stable/2984418>
- Favorov, Alexander, Loris Mularoni, Leslie M. Cope, Yulia Medvedeva, Andrey A. Mironov, Vsevolod J. Makeev, and Sarah J. Wheelan. 2012. "Exploring Massive, Genome Scale Datasets with the GenometriCorr Package." *PLoS Computational Biology* 8 (5): e1002529.
- "GitHub - Pspealman/heranca: A Small Script for Reducing False Positive Variant Calls (VCFs) Using Lineage Information." n.d. GitHub. Accessed October 24, 2023.  
<https://github.com/pspealman/heranca>.
- Li, Bo, and Colin N. Dewey. 2011. "RSEM: Accurate Transcript Quantification from RNA-Seq Data with or without a Reference Genome." *BMC Bioinformatics* 12 (August):323.
- McLaren, William, Laurent Gil, Sarah E. Hunt, Harpreet Singh Riat, Graham R. S. Ritchie, Anja Thormann, Paul Flicek, and Fiona Cunningham. 2016. "The Ensembl Variant Effect Predictor." *Genome Biology* 17 (1): 122.
- Nedialkova, Danny D., and Sebastian A. Leidel. 2015. "Optimization of Codon Translation Rates via tRNA Modifications Maintains Proteome Integrity." *Cell* 161 (7): 1606–18.
- Pedregosa, Fabian, Gaël Varoquaux, Alexandre Gramfort, Vincent Michel, Bertrand Thirion, Olivier Grisel, Mathieu Blondel, et al. 2011. "Scikit-Learn: Machine Learning in Python." *Journal of Machine Learning Research: JMLR* 12 (85): 2825–30.
- Quinlan, Aaron R., and Ira M. Hall. 2010. "BEDTools: A Flexible Suite of Utilities for Comparing Genomic Features." *Bioinformatics* 26 (6): 841–42.
- Robinson, James T., Helga Thorvaldsdóttir, Wendy Winckler, Mitchell Guttman, Eric S. Lander, Gad Getz, and Jill P. Mesirov. 2011. "Integrative Genomics Viewer." *Nature Biotechnology* 29 (1): 24–26.
- Van der Auwera, Geraldine A., Mauricio O. Carneiro, Christopher Hartl, Ryan Poplin, Guillermo Del Angel, Ami Levy-Moonshine, Tadeusz Jordan, et al. 2013. "From FastQ Data to High Confidence Variant Calls: The Genome Analysis Toolkit Best Practices Pipeline." *Current Protocols in Bioinformatics / Editorial Board, Andreas D. Baxevanis ... [et Al.]* 43 (1110): 11.10.1–11.10.33.
- Verma, Manasvi, Junhong Choi, Kyle A. Cottrell, Zeno Lavagnino, Erica N. Thomas, Slavica Pavlovic-Djuranovic, Pawel Szczesny, et al. 2019. "A Short Translational Ramp Determines the Efficiency of Protein Synthesis." *Nature Communications* 10 (1): 5774.
- Yu, Sung-Huan, Pelagia Kyriakidou, and Jürgen Cox. 2020. "Isobaric Matching between Runs and Novel PSM-Level Normalization in MaxQuant Strongly Improve Reporter Ion-Based Quantification." *Journal of Proteome Research* 19 (10): 3945–54.

How the deposited data were processed for this re-analysis (not part of the article)

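Ribosome profiling libraries of 4 evolved yeast strains with a GAP1 CNV, Trans, ODIRA_A, ComQuad and ODIRA_B, were analysed, with 2 replicates of each grown in glutamine-limited chemostats. The authors deposited one table of counts per library, in which each line is a feature of the R64-1-1 annotation and its value is the whole number of RPF reads on the same strand. To make them, the authors selected fragments by size, removed reads of rRNA, tRNA and snRNA, aligned the rest with STAR and counted with bedtools. How reads with several matches or duplicate reads were handled is not given in the paper's text. The counts were used as deposited. The lengths of the 17 chromosomes in the tables equal those of the reference genome used here.

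Counts on 6913 CDS features were summed for 6600 protein-coding genes, of which 283 have more than 1 CDS feature. Between 3723082 and 11459498 RPFs per library fell on CDS, with a median of 7805467. The smallest totals are those of ODIRA_B, so its low genes are measured with the least precision. For correlations, counts were divided by CDS length and scaled to TPM, over the 5442 genes with at least 10 RPFs in every library. A group of genes at or under 3 counts in every library was treated as at the floor, and a fold against it is given as a lower bound.

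Differences between strains were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust dispersion estimates and the quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over 5725 genes. One fit held all 8 libraries, since 2 replicates per strain leave 4 residual degrees of freedom in it. The common biological coefficient of variation was 0.123. Each strain was compared with each other strain and with the mean of the other 3 on the log2 scale. Sets of genes were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01. On simulated counts for the same genes and library sizes, in which 254 of 5725 genes were changed, edgeR recovered 94.5% of them, and 5.51% of its 254 calls were false. With no gene changed, it made 0 calls and DESeq2 made 2. The simulated counts had the same dispersion of 0.02 for every gene and library. In the data the SD of the log2 ratio between replicates ran from 0.15 in ComQuad to 0.37 in Trans. The simulation therefore does not give the error rates for strains of unequal spread.

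The genes named were fixed by rule: every gene at a CNV breakpoint in supplementary figs. S2 to S6, the genes that bound the CNVs, genes the paper discusses, genes with variants in supplementary fig. S7, and for each strain the 3 largest rises and the 3 largest falls outside the CNV regions in which both libraries of the strain lie beyond all 6 others. Copy numbers and CNV bounds were taken from Fig. 1b and supplementary table S1. The genes the paper removes as disrupted by breakpoints were left out of the sets.

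The alternatives were DESeq2 1.42.0, RLE normalization, TMM factors from genes outside the CNV regions, no filter on low counts, at least 10 RPFs in every library, at least 100 RPFs in every library for correlations, counts on gene features, the replicate number as a block, only the 4 libraries compared, and each library left out in turn. They and the tests of each comparison were set before the data were examined. The RNA-seq, the mass spectrometry and the ancestor were not analysed here, so translation efficiency and differences from the ancestor are not given. Of the supplementary tables, the copy of table S11 used here is truncated to 1092 genes, and it served only to compare library labels: in each of the 8 libraries 1091 of 1092 genes had the same RPF count as in the deposited tables.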

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

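All tests of explanations in this part were chosen after the values were seen. The paper's text does not discuss RPFs of mitochondrially encoded genes or of YER137W-A. The copy of supplementary table S5 used here, which gives the paper's RPF comparisons with the ancestor, is truncated and does not reach these genes.

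RPFs on the 28 mitochondrially encoded genes were far more abundant in ODIRA_B than in the other strains. They numbered 1317 and 1618 in ODIRA_B, 53 and 22 in Trans, 39 and 18 in ODIRA_A, and 36 and 46 in ComQuad, and overlapping genes count some reads more than once. Scaled for library size, the lower ODIRA_B library had 55.3 times as many as the highest other library. Of the 28 genes, 21 were tested and all 21 were higher in ODIRA_B at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both ODIRA_B libraries above all 6 others. Library size does not explain this, because the ODIRA_B libraries are the smallest and still held 24.8 times as many reads before scaling. Nuclear copies of mitochondrial sequence would give at most 3 times as many, the highest copy number in ODIRA_B, and the ratio of 55.3 is above that. A lack of mitochondrial DNA in Trans and ODIRA_A when their genomes were sequenced is excluded, since the paper's variant list calls a variant of COX1 in both of these 2 strains; it does not call it in ComQuad. Reads on mitochondrial rRNA were also higher in ODIRA_B, at 2211 and 406. The ratio between its lower library and the highest other one was 11.0, not scaled for library size. The authors had removed rRNA reads, so these are only the reads that remained, and their number also depends on that removal. A difference in recovery of mitochondrial ribosomes and a difference in mitochondrial content of the cultures both predict more such reads. These 2 explanations cannot be told apart. In the paper's mass spectrometry, COX1 protein differed from the ancestor by -2.64 in Trans, -1.82 in ODIRA_A, -1.85 in ComQuad and -1.82 in ODIRA_B. ODIRA_B does not stand apart there. Those cells came from other chemostats than the RPF libraries, so these values do not decide between the explanations.

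RPFs on YER137W-A appeared in Trans, at 365 and 731 counts, and were at 3 or fewer in each of the other 6 libraries. They were at least 54.3-fold higher in Trans. The gene overlaps YER137C on the opposite strand at the edge of the chromosome V CNV of Trans. The 3 copies of the segment alone would give about 3-fold, far below the bound of 54.3. Reads of YER137C counted on the wrong strand would keep the same ratio to YER137C in every library; the ratio was 0.481 in the lower Trans library and at most 0.0263 in the others. A transcript that starts at the new junction stays open and was not tested.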

How the results depend on the processing

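Numbers of genes past the threshold and correlations between replicates were not recomputed with a library left out, and the fit of 4 libraries was made for the numbers of different genes only. No alternative was run for GAP1 between single strains, the mitochondrially encoded genes as a set, or IMD2, IMD1, PHO12, YHR214W, YHR214W-A, YHR218W, YHR219W and YAR066W. The set of genes outside the common core kept its direction in each alternative run for it, and its side of the threshold wherever a test was made. As reported, 50 of its genes were lower in ComQuad, and 50 were lower with DESeq2, with both other normalizations and filters, on gene features and with the replicate number as a block. Its median stayed between -1.38 and -1.36 under other processing. The GLC7 locus (6 or 7 genes higher, median from 1.46 to 1.51), the genes amplified in ODIRA_B alone (1.60 to 1.62) and the comparison of ODIRA_A with Trans (0.65 to 0.67) kept theirs as well. The cause was not tested for any of the changes below unless a cause is given.

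Counts of different genes moved by more than 1.5 times in 4 cases. Between Trans and ODIRA_A there were 209 genes, 382 with DESeq2 and 49 with the 4 libraries alone. With the 4 libraries alone there were 555 in place of 1070 genes between Trans and ODIRA_B and 2639 in place of 1407 between ComQuad and ODIRA_B, where the spread is estimated from those strains only. No scaling moved the median over all genes by more than 0.1 on the log2 scale.

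The median of the common core in ComQuad, 0.28, did not pass with limma's camera and passed with limma's fry (adjusted p = 0.031). It ran from 0.22 to 0.33 across the 8 fits that each left out one library, and passed without ODIRA_A replicate 1. The median difference between ODIRA_A and Trans ran from 0.61 to 0.69 across the 8 fits that each left out one library.

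Correlations between strains moved with the filter and with length. Without a filter, rho was 0.952 for Trans and ComQuad, 0.968 for Trans and ODIRA_B, 0.945 for ODIRA_A and ComQuad, 0.965 for ODIRA_A and ODIRA_B, and 0.958 for ComQuad and ODIRA_B. With counts not divided by length it was 0.910, 0.946, 0.892, 0.935 and 0.924 for the same pairs. With at least 100 RPFs in every library it was 0.955 for ODIRA_A and ODIRA_B and 0.943 for ComQuad and ODIRA_B. With one library left out at a time, rho ran from 0.956 to 0.987 for Trans and ODIRA_A (0.956 without Trans replicate 1), 0.910 to 0.932 for Trans and ComQuad, 0.941 to 0.959 for Trans and ODIRA_B, 0.908 to 0.918 for ODIRA_A and ComQuad, 0.942 to 0.950 for ODIRA_A and ODIRA_B, and 0.935 to 0.940 for ComQuad and ODIRA_B.

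Replicate numbers were also used as a block. The deviations of same-numbered replicates were correlated above 0.1 in 3 of the 6 pairs of strains, those among Trans, ODIRA_A and ODIRA_B (0.126 to 0.235), and negatively in the 3 pairs with ComQuad (-0.259 to -0.0938). Not all pairs exceeded 0.1, so the libraries were not treated as paired, although the first 3 strains share a direction. With the block, there were 202 different genes between Trans and ODIRA_A, 1757 between Trans and ComQuad, 1059 between Trans and ODIRA_B, 1956 between ODIRA_A and ComQuad, 1261 between ODIRA_A and ODIRA_B and 1411 between ComQuad and ODIRA_B, and the median of the genes outside the common core was -1.36.

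For single genes, 328 of 329 values under other processing kept direction and side of the threshold, the exception being SIR1 in ODIRA_A with DESeq2. With one library left out, 337 values kept both or, with 1 library in an arm and so no test, kept direction and moved by less than the spread between replicates. Another 15 were weaker, 1 was stronger and 32 with 1 library in an arm moved by more than that spread. In 7 fits the sign changed, for 3 genes that passed in no setting with a test. FLO5 in Trans was 0.08 without ComQuad replicate 1, 0.15 without ODIRA_B replicate 1 and 0.48 without Trans replicate 2. YHR217C in Trans was -0.09 without ODIRA_A replicate 2, -0.02 without ComQuad replicate 1 and -0.63 without Trans replicate 2. UPS2 in Trans was -0.13 as reported and 0.0013 without Trans replicate 2. Across the 8 fits that each left out one library, FLO5 ran from -0.83 to 0.48 and YHR217C from -0.63 to 0.76. Genes outside the list set beforehand, among them TOF2, VPS1, SHE10, UPS2, YHR217C and CLD1, were put through the same alternatives after seeing the data. YHR212C and YNL017C had too few RPFs to be tested as reported, so no alternative is given for them.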

Differences from the paper's values

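The paper's rho values for RPF abundance come from supplementary tables S2 and S3. The paper also filtered its genes on RNA reads and on detection by mass spectrometry, and no alternative here used that gene set. The SD used below is a spread between strains or libraries. It is not the error of computing rho again on the same libraries. Between the replicates of Trans the paper's rho is 0.960 and the value here is 0.972. With counts not divided by CDS length, an alternative set before the data were examined, it was 0.965 and within the SD of 0.0095 over strains; the other alternatives did not close the gap. Between Trans and ODIRA_A the paper's rho is 0.953 and the value here 0.978, with 0.970 for counts not divided by length and 0.956 without Trans replicate 1, both within the SD of 0.0182 over pairs of libraries; the other alternatives set before the data were examined did not close it. Between Trans and ODIRA_B the paper's rho is 0.939 and the value here 0.956, with 0.946 for counts not divided by length and 0.941 without Trans replicate 1, both within the SD of 0.0104; the others did not close it.

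For the remaining pairs none of the alternatives set before the data were examined closed the gap. Between Trans and ComQuad the paper's rho is 0.892 and the value here 0.927. Between ODIRA_A and ComQuad they are 0.876 for the paper and 0.916 here, between ODIRA_A and ODIRA_B 0.929 for the paper and 0.949 here, and between ComQuad and ODIRA_B 0.917 for the paper and 0.939 here.

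The paper's median rho values over replicates and over pairs of strains also cover the ancestor, which was not analysed here, and were not compared. By the bounds used here, 22 genes lie in the common core and 113 genes in all the CNV segments, before any filter, and the paper's numbers are 17 and 107.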

Other observations

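All tests of explanations in this part were chosen after the values were seen.

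RPF abundance in the CNV segments was compared with copy number. For the 47 tested genes from TRK2 to ESL2, at 3 copies in ODIRA_A and 2 in Trans, the median log2 difference was 0.65, and the log2 ratio of the copy numbers is 0.58 (limma's camera, adjusted p = 6.2e-29). Observed minus expected, the median was 0.07 for these genes, 0.04 for the genes outside the common core in ComQuad, -0.08 for the GLC7 locus in Trans, 0.03 for the genes amplified in ODIRA_B alone and 0.16 for the common core in ComQuad. The log2 differences of single genes between ODIRA_A and Trans, before the expected value is taken off, ran from -1.76 to 1.68.

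GAP1, on chromosome XI from 515063 to 516871, had 16345 CPM ± 284 (SD) in ComQuad, where it ranked 1 among all genes in both libraries, and 13501 CPM ± 22.6 in ODIRA_B, 8377 CPM ± 590 in Trans and 8307 CPM ± 719 in ODIRA_A. Trans, ODIRA_A and ODIRA_B each carry 3 copies by Fig. 1b, and ComQuad carries more. Between ComQuad and the mean of the other strains, the log2 difference was 0.74 and the log2 ratio of the copy numbers is 0.415. GAP1 was lower in Trans than in ODIRA_B by a log2 difference of -0.69 (standard error 0.13, adjusted p = 0.0050 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not differ between Trans and ODIRA_A (adjusted p = 0.97). No explanation was tested.

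The 2 Trans libraries differed more from each other than the libraries of any other strain, with an SD of the log2 ratio of 0.37 over 4279 genes. Library size does not account for it, since the Trans totals differ by a ratio of 1.04 and those of ComQuad by 1.48. With the median of each of 20 classes of CDS length removed, the SD was 0.353 in Trans and at most 0.254 in the others, and with classes of GC content it was 0.371 in Trans and at most 0.253, so neither trend is the whole cause. A mislabelled library is excluded by the GLC7 locus, amplified in Trans alone: relative to the mean of all libraries, its median was 1.12 and 1.11 in the 2 Trans libraries and at most -0.24 in the others. No sequencing batch was tested.

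MCK1, on chromosome XIV from 56446 to 57573, carries a stop at codon 251 of 375 in ComQuad in the paper's variant list. Its RPF abundance was 102 CPM ± 13.0 (SD) there and 173 CPM ± 2.54 over the 6 other libraries, a log2 difference of -0.77 (standard error 0.10, adjusted p = 2.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). If the stop removed only the RPFs after it, the log2 difference would be -0.58. The observed value lies 1.80 standard errors from that, so a loss of the RPFs downstream may account for the fall; less MCK1 mRNA was not tested. It was -0.64 without ComQuad replicate 1 and -0.91 without ComQuad replicate 2. CDC45, with a variant in ComQuad, rose by 0.85 (standard error 0.13, adjusted p = 7.0e-04 from the same test), and RTT107, with a variant in ODIRA_A, fell by 0.65 (standard error 0.14, adjusted p = 0.0062). MSE1, SHE10, UPS2, YHR217C and CLD1, with variants in Trans, did not pass in that test (adjusted p from 0.24 to 0.87). YNL017C, with a variant in ODIRA_B, had too few RPFs to be tested.

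The paper describes a telomere replacement by translocation on chromosome VIII of Trans, which would remove the genes distal to the junction. Of these 16 genes, 7 were tested. IMD2 and YHR214W were lower in Trans at an adjusted p under 0.05, and the other 5 did not pass: PHO12 fell by 0.78 (adjusted p = 0.085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for the values that follow), YHR218W fell by 0.55, YHR214W-A fell by 0.12 and YHR219W fell by 0.05, whereas YHR217C had a log2 difference of 0.18 (adjusted p = 0.87). RPFs on IMD2 (554396 to 555967) were 285 and 257 in Trans and 837 or more in each other library, with a log2 difference of -2.37 (standard error 0.13, adjusted p = 3.6e-06 from edgeR's test). YHR214W fell by 2.18, and IMD1 on chromosome I fell by 1.56. Sharing of reads between IMD2 and IMD1 was not tested, so the RPFs left on IMD2 and the fall of IMD1 stay open. YAR066W on chromosome I, whose counts equal those of YHR214W to within 1 RPF, had a log2 difference of -2.13. Loss of the chromosome VIII end predicts a fall at YHR214W. The counts do not separate these 2 copies, so from them alone a fall at one place and at both cannot be told apart.

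Of the 27 genes named by the paper's breakpoints, variants and text, 25 were tested and 17 differed at an adjusted p under 0.05 over all genes, and 17 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper judged the breakpoint genes on these same libraries, so the latter is not independent evidence.

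Outside the CNV regions, 103 genes were lower and 19 higher in ComQuad than in the mean of the other 3 strains by more than 2 on the log2 scale at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ODIRA_B 61 were higher and 1 was lower, and 21 of the 61 are the mitochondrially encoded genes, for which a difference in recovery stays open. Trans had 22 higher and 6 lower, and ODIRA_A 24 higher and 27 lower. Of the lower genes, 4 in ComQuad, 3 in ODIRA_A and 1 in Trans are mitochondrially encoded. For them the mean of the other 3 strains includes the high values of ODIRA_B, so they need not be changes within those strains. SHH3 fell the most in ComQuad, from 108 CPM ± 53.4 (SD) over the other libraries to 1.10 CPM ± 0.38, a log2 difference of -6.49. SIP18 fell by 5.54 and YBR116C fell by 5.11 there, and MF(ALPHA)1 rose by 4.66, FCY21 by 3.46 and CWP1 by 3.17. In Trans, besides YER137W-A, NCA3 rose by 3.30 and SPS100 by 3.01. YLR125W had 0 RPFs in both Trans libraries and between 21 and 67 in the others, at least 5.84-fold lower, and HO fell by 3.98. The log2 difference of HO was -3.51 without Trans replicate 1 and -4.66 without Trans replicate 2. ATP6, which is mitochondrially encoded, also had 0 RPFs in both Trans libraries, but 1 or 2 in each library of ODIRA_A and ComQuad against 49 and 57 in ODIRA_B, so its fall in Trans rests on ODIRA_B. It did not pass when either library of ODIRA_A or ODIRA_B, or ComQuad replicate 2, was left out. In ODIRA_A, RRT12 rose by 3.85, SHH3 by 3.25 and FMP16 by 2.50. RRT12 had 0 and 5 RPFs in ODIRA_B, and its rise was 3.53 without ODIRA_B replicate 1 and 5.70 without ODIRA_B replicate 2. SHH3 had 170 CPM in ODIRA_A, 102 CPM in Trans, 51.4 CPM in ODIRA_B and 1.10 CPM in ComQuad. FMP16 had 693, 420, 222 and 20.0 CPM in the same order. The rises of SHH3 and FMP16 rest largely on the low values in ComQuad. MF(ALPHA)1 had 6 and 12 RPFs in ODIRA_A and 15 or more in each other library. YLR154C-H was at least 3.48-fold lower and AQY2 at least 2.08-fold lower. In ODIRA_B, the mitochondrially encoded COB, BI4 and ATP6 were at least 64.7-fold, 46.6-fold and 34.1-fold higher. The log2 difference of COB was 7.82, and its lowest value under other processing was 5.11. The bound for COB therefore holds for the processing used here only. BI4 was 8.20 and at the lowest 6.91. NCA3 fell by 2.62 in ODIRA_B, PRM7 fell by 1.94 and YLR434C was at least 3.12-fold lower. NCA3 had 10.0 CPM in ODIRA_B, 13.4 CPM in ComQuad, 81.2 CPM in ODIRA_A and 218 CPM in Trans. The fall of NCA3 thus rests on Trans and ODIRA_A. No explanation was tested for the nuclear genes of this list other than YER137W-A.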
